# LSD1 inhibition circumvents glucocorticoid-induced muscle wasting of male mice

**DOI:** 10.1038/s41467-024-47846-9

**Published:** 2024-04-26

**Authors:** Qingshuang Cai, Rajesh Sahu, Vanessa Ueberschlag-Pitiot, Sirine Souali-Crespo, Céline Charvet, Ilyes Silem, Félicie Cottard, Tao Ye, Fatima Taleb, Eric Metzger, Roland Schuele, Isabelle M. L. Billas, Gilles Laverny, Daniel Metzger, Delphine Duteil

**Keywords:** Metabolism, Epigenetics, Endocrine system and metabolic diseases, Musculoskeletal system

## Abstract

Synthetic glucocorticoids (GC), such as dexamethasone, are extensively used to treat chronic inflammation and autoimmune disorders. However, long-term treatments are limited by various side effects, including muscle atrophy. GC activities are mediated by the glucocorticoid receptor (GR), that regulates target gene expression in various tissues in association with cell-specific co-regulators. Here we show that GR and the lysine-specific demethylase 1 (LSD1) interact in myofibers of male mice, and that LSD1 connects GR-bound enhancers with NRF1-associated promoters to stimulate target gene expression. In addition, we unravel that LSD1 demethylase activity is required for triggering starvation- and dexamethasone-induced skeletal muscle proteolysis in collaboration with GR. Importantly, inhibition of LSD1 circumvents muscle wasting induced by pharmacological levels of dexamethasone, without affecting their anti-inflammatory activities. Thus, our findings provide mechanistic insights into the muscle-specific GC activities, and highlight the therapeutic potential of targeting GR co-regulators to limit corticotherapy-induced side effects.

## Abstract (web summary)

Even though glucocorticoids are potent anti-inflammatory agents, they can cause muscle wasting. Here, the authors show that targeting the glucocorticoid receptor coactivator LSD1 limits muscle loss without reducing the drugs’ efficiency on the immune system.

## Introduction

Since the first clinical use in the late 1940s, glucocorticoids (GC) have revolutionized the field of medicine. Indeed, synthetic GC, such as prednisone and dexamethasone (DEX), are prescribed for many chronic inflammatory conditions^1^, including colitis, rheumatoid arthritis, multiple sclerosis and asthma, as well as for immunosuppression in organ-transplanted patients^2^. It is estimated that 1−3% of the population of Western countries are long-term users of GC^3–6^. However, systemic treatments are limited by various side effects, including diabetes, osteoporosis and muscle wasting^7^. As to date, none of the many synthetic GC analogues has anti-inflammatory effects that are fully dissociated from iatrogenic effects, new therapeutic strategies are in demand.

GC activities are mediated by the glucocorticoid receptor (GR; NR3C1), a member of the nuclear receptor superfamily. GC induce the translocation of GR into the nucleus, where it binds to its response elements (GREs and nGREs) and recruits various co-factors^8–10^, or interferes with other transcription factor activity, to regulate target gene expression^11,12^. Interestingly, recent studies indicate that various transcriptional co-regulators play a key role in GR cell-specific effects. For instance, GR has been shown to interact with FOXA2 in hepatocytes to promote gluconeogenesis^13^, with FOXA1 in prostate cancer cells to stimulate androgen receptor (AR)-regulated pathways under androgen-deprived conditions^14^, with MYOD1 in muscle fibers to negatively regulate muscle mass^15^, and with forkhead box O1 (FOXO1) to induce muscle atrophy in C2C12 cells exposed to DEX^16^.

Lysine-specific demethylase 1 (LSD1, also called KDM1A) is a flavin adenine dinucleotide (FAD)-dependent amine oxidase involved in transcriptional gene regulation^17,18^. Within the repressive CoREST complex, LSD1 demethylates mono- and di-methylated histone H3 at lysine 4 (H3K4me1 and H3K4me2) to inhibit transcription, whereas it promotes gene expression via demethylation of mono- and di-methylated histone H3 at lysine 9 (H3K9me1 and H3K9me2) in collaboration with various transcription factors^19,20^. A recent study revealed that LSD1 is part of the GR nuclear complex in the presence of DEX and demethylates H3K4me2 in the lung adenocarcinoma cell line A549^21^. A direct interaction between LSD1 and GR was also reported in HeLa cells^21^, and LSD1 was shown to be essential for muscle fiber regeneration upon injury^22^. Since LSD1 controls the activity of various transcription factors, mediates GC-dependent metabolic reprogramming during myogenic differentiation^23^, and can be targeted with inhibitors^24–26^, this co-factor is a potential candidate to modulate GR activity in a cell-specific manner.

Here we show that LSD1 interacts with GR at enhancer regions in skeletal muscles at both physiological and pharmacological GC levels, and establishes a functional link with the transcription factor NRF1 at promoter sites to modulate the expression of genes controlling anti-anabolic and catabolic pathways. The interplay between LSD1 and GR in myofibers is also crucial for promoting muscle atrophy during the first hours following nutrient deprivation. Importantly, our findings demonstrate that the selective LSD1 inhibitor CC-90011 attenuates DEX-induced muscular atrophy, without affecting its anti-inflammatory properties. Consequently, targeting GR co-activators such as LSD1 opens therapeutic opportunities to circumvent deleterious consequences associated with GC administration.

## Results

### LSD1 interacts with GR to control target gene expression in mouse myofibers at physiological GC levels

To unveil whether LSD1 regulates GR activity in skeletal muscles under physiological conditions, we characterized GR and LSD1 expression, and found that both proteins were present at similar levels in muscles composed mainly of slow oxidative fibers (e.g., soleus) or fast-glycolytic fibers (e.g., gastrocnemius, tibialis and quadriceps) (Supplementary Fig. 1a). GR and LSD1 were mainly located in the skeletal muscle nuclei of both slow and fast-twitch myofibers, in which they colocalize (Fig. 1a and Supplementary Fig. 1b) and interact as revealed by co-immunoprecipitation experiments (Fig. 1b). To determine GR and LSD1 genomic localization in limb muscles, we conducted ChIP-seq experiments on 9-week-old mice using anti-LSD1 and anti-GR antibodies. Peak calling analysis revealed a total of 16,616 LSD1-binding sites (LSDBS) distributed across 9057 genes, and 14,108 GR-binding sites (GRBS) located in 7486 genes. LSDBS were evenly distributed across the genome [24% in intergenic, 35% in intronic and 33% in proximal promoter regions (TSS, −1 kb to +100 bp)], a repartition similar to that of GRBS in skeletal muscles (Supplementary Fig. 1c), in agreement with our previous studies^15^. Importantly, bedtools analysis revealed that more than half of GR peaks share the same locations with LSD1 peaks. In addition, 5649 genes were bound by both proteins (Supplementary Fig. 1d), and SeqMINER analysis revealed that about 80% of the DNA segments bound by LSD1 correlate with GR occurrence (Fig. 1c, d). Pathway analysis revealed that these common genes belong to insulin and EGFR1 signaling, and nuclear receptor signaling among other networks (Supplementary Fig. 1e). Examples of genomic regions of previously described GC target genes^16,27^ bound by both GR and LSD1 (e.g., *Ddit4*, *Trim63* and *Fbxo32*, also known as *Redd1*, *Murf1* and *Atrogin1*, respectively) are depicted in Fig. 1e and Supplementary Fig. 1f. In the *Ddit4* locus, we identified four binding sites shared by GR and LSD1, three located at 17−27 kb upstream of the TSS, referred to as GBSe1, GBSe2 and GBSe3, and one at the promoter region (GBSp1) (Fig. 1e), and ChIP-qPCR analysis confirmed the presence of LSD1 and GR at these sites (Supplementary Fig. 1g). Whereas GBSe2 (5’-AGAACAttgTGTTCT-3’) corresponds to a consensus GRE^15^, GBSe1 (5’-GGAACAgcaTGTGCA-3’) and GBSe3 (5’-AGAACGctcTGTACC-3’) differ from the consensus on the second and the two half-sites, respectively, and no GRE-like sequence could be identified for GBSp1 that mainly encompasses GC-repeats. To demonstrate that LSD1 and GR co-localize on the *Ddit4* GBSs, we performed a two-step ChIP (Re-ChIP) experiment in mouse skeletal muscles. This analysis revealed an enrichment at the four GBSs when skeletal muscle nuclear extracts were first immunoprecipitated with an anti-GR antibody and then with an anti-LSD1 antibody, or vice versa (Fig. 1f). Altogether, these results show that GR and LSD1 interact at genomic loci of GC target genes in skeletal muscles.

**Fig. 1:**
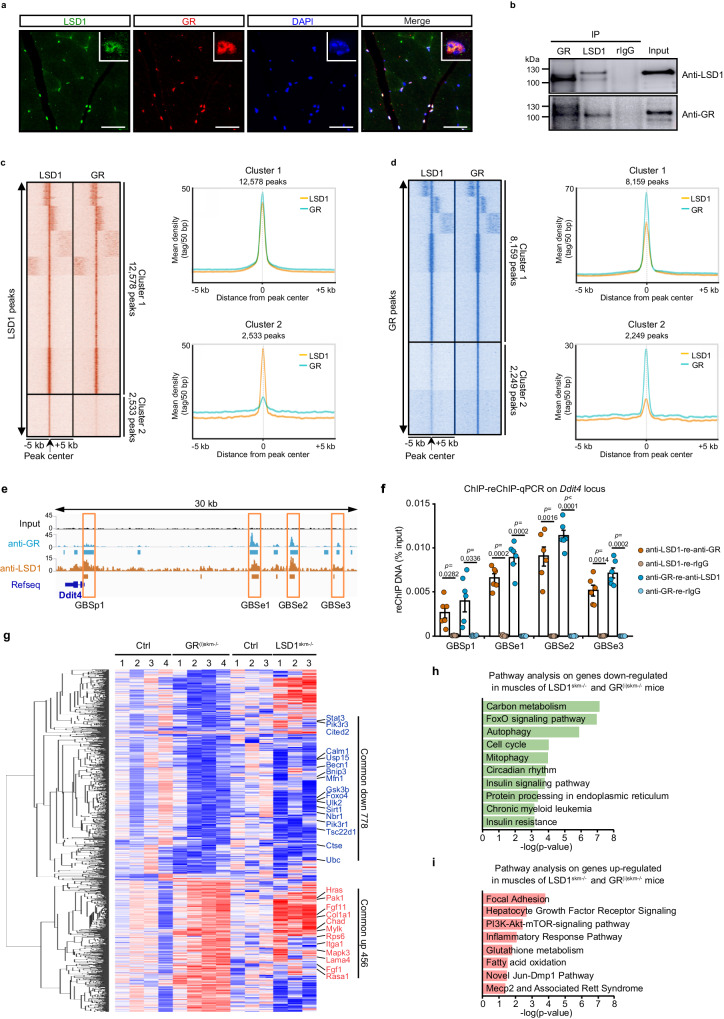
LSD1 interacts with GR to control target gene expression in mouse myofibers at physiological glucocorticoid levels. **a** Representative immunofluorescent detection of LSD1 (green) and GR (red) in gastrocnemius muscles of 9-week-old wild-type mice. Nuclei were stained with DAPI. A zoomed-in view of the confocal observation is shown on the top right panel. Scale bar, 50 µm. *N* = 3. **b** Representative western blot analysis of GR and LSD1 co-immunoprecipitation in gastrocnemius muscle nuclear extracts. Rabbit IgG served as a control for immunoprecipitation. *N* = 3 mice. Note that the observed discrepancies in the molecular weight on membranes decorated with anti-LSD1 antibody originate from the high sensitivity of LSD1 to salt and/or pH composition of the elution buffer. **c**, **d** Tag density map of LSD1 and GR in skeletal muscles, +/− 5 kb from the LSD1 (**c**) or the GR (**d**) peak center, and corresponding average tag density profiles. **e** Localization of GR and LSD1 at the *Ddit4* locus. The four GR binding sites located at enhancer (GBSe1, GBSe2 and GBSe3) and promoter (GBSp1) regions are boxed in orange. **f** Two-step chromatin immunoprecipitation performed with indicated antibodies followed by qPCR analysis (ChIP-reChIP-qPCR) in gastrocnemius muscles of wild-type mice at GBSe1, GBSe2, GBSe3 and GBSp1 of *Ddit4*. *N* = 6 biological replicates. Mean ± SEM. Two-way ANOVA with Tukey correction. **g** Heatmap with hierarchical clustering depicting the mean centered normalized expression of genes differentially expressed in RNA-seq in gastrocnemius muscles of 9-week-old Ctrl, GR^(i)skm-/-^ and LSD1^skm-/-^ mice. **h**, **i** Pathway analysis of genes down- (**h**) and up-regulated (**i**) in gastrocnemius muscles of both GR^(i)skm-/-^ and LSD1^skm-/-^ mice at 9 weeks, with *p* values adjusted using the Benjamini-Hochberg. Source data are provided as a Source Data file.

To characterize LSD1 function in skeletal muscles, we generated LSD1^skm-/-^ mice, by intercrossing mice bearing floxed LSD1 first exon with the myofiber-specific HSA-Cre deleter strain (Supplementary Fig. 1h). Western blot and immunofluorescence analyses revealed that LSD1 was efficiently ablated in myofibers of LSD1^skm-/-^ mice (Supplementary Fig. 1i, j). Notably, hematoxylin and eosin (H&E) staining showed that the histology of 9-week-old LSD1^skm-/-^ muscles was similar to that of control mice (Supplementary Fig. 1k). Furthermore, body, muscle and adipose tissue weights, as well as muscle strength, were not significantly affected at 9 weeks by LSD1 loss in myofibers (Supplementary Fig. 1l, m). However, RNA sequencing (RNA-seq) on gastrocnemius muscles from 9-week-old control and LSD1^skm-/-^ mice identified 2669 differentially expressed genes (reads > 50 and *p* < 0.05). 

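RNA-seq counts were analysed for gastrocnemius muscles of 9-week-old male Ctrl and LSD1 skm-/- mice, in which a Cre recombinase active in myofibers removes the floxed first exon of *Kdm1a*, the gene that encodes LSD1. The paper names gastrocnemius as the tissue, whereas the sample labels give skeletal muscle without naming a muscle. The labels describe 8 libraries, 4 Ctrl and 4 LSD1 skm-/-. The count table read here has columns for 6 of them, Ctrl replicates 1 to 4 and LSD1 skm-/- replicates 1 and 2, and LSD1 skm-/- replicates 3 and 4 were not analysed here. Fig. 1g draws 3 columns for each group, and the paper's text does not name the mice behind them, so all 6 libraries were used. The authors sequenced single-end 50-base reads, mapped them to mm10, retained uniquely aligned reads and deposited the number of reads counted on each gene, without normalization. The counts summed to 36355538, 32616912, 36213735 and 41278769 in Ctrl replicates 1 to 4, and to 30654828 and 37788092 in LSD1 skm-/- replicates 1 and 2. Of the 27041 rows, the 11364 with a mean count above 50 over the 6 libraries were tested. This follows the paper's limit of 50 raw reads, for which the text names no number of samples. Counts were scaled with edgeR's TMM method, and the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.
*Kdm1a* lies on the minus strand of chromosome 4 of GRCm38 (mm10) from 136550540 to 136602723. The first of the 19 exons of its transcript Kdm1a-203 spans 136602232 to 136602723 and holds the start codon. Its TMM-normalized CPM, the counts scaled to a common library size, were 22.95, 21.96 and 28.06 in Ctrl replicates 1 to 3, and 2.962 and 3.483 in LSD1 skm-/- replicates 1 and 2. The library labelled Ctrl replicate 4 had 3.658 CPM, from 160 reads, so the targeted gene goes against its label. No library was moved to another group for this. Comparisons follow the deposited labels, with 4 Ctrl against 2 LSD1 skm-/- libraries, and many are also given without the library labelled Ctrl replicate 4. With all 6 libraries, *Kdm1a* had a log2 fold change of -2.56 (standard error 0.74, adjusted p = 0.557 from edgeR's quasi-likelihood test). It was -2.91 when the library labelled Ctrl replicate 4 was left out (standard error 0.17, adjusted p = 0.000579 from edgeR's quasi-likelihood test). The smallest p-value an exact permutation test of single values allows is 0.067 with 4 against 2 libraries and 0.1 with 3 against 2.

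**Figure D1:**
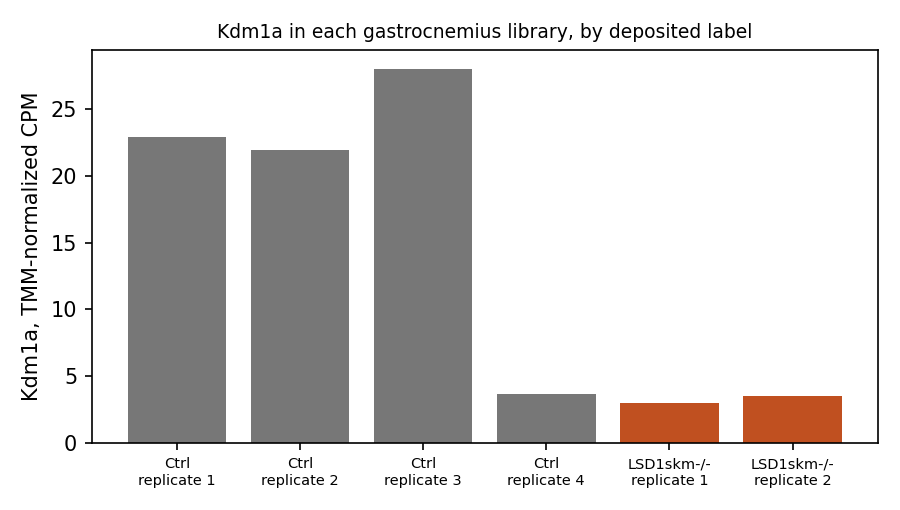
TMM-normalized CPM of *Kdm1a* (vertical axis, from 0) in each of the 6 libraries, 1 bar per library, grey for those labelled Ctrl and orange for those labelled LSD1 skm-/-. The library labelled Ctrl replicate 4 sits at 3.658, beside the LSD1 skm-/- libraries at 2.962 and 3.483, and the other Ctrl libraries lie between 21.96 and 28.06.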

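Between the 4 Ctrl and 2 LSD1 skm-/- libraries, 1011 of the tested genes had an unadjusted p-value under 0.05 (edgeR's quasi-likelihood test). The paper's methods add a fold change above 1.3 or below 0.77, and 717 genes passed both. No gene had an adjusted p-value under 0.05. Of the other settings, no filter beyond 1 count moved the number past both thresholds most, to 1909 genes, over all 27041 rows. The library labelled Ctrl replicate 4, whose *Kdm1a* level goes against its label, moved these counts most among the Ctrl libraries left out in turn. When it was left out, 1724 genes passed both thresholds, 2292 had an unadjusted p-value under 0.05 and 612 had an adjusted p-value under 0.05. In a principal component analysis of the tested genes, the first component, with 50% of the variance, placed Ctrl replicates 1 to 3 between -25.2 and -21.4 and the library labelled Ctrl replicate 4 at 22.1, beside the LSD1 skm-/- libraries at 22.2 and 25.4. The paper sets its count against histology that it describes as similar and weights and strength that it describes as not significantly affected in LSD1 skm-/- mice at this age (Supplementary Fig. 1k-m), and goes on to compare the genes with the sites bound by LSD1.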

Bioinformatic analyses combining ChIP-seq and RNA-seq datasets showed that LSD1 is bound to 742 genes that are up-regulated in skeletal muscles of LSD1^skm-/-^ mice, and 845 that are down-regulated, that are associated with various pathways including “Cushing syndrome” and “Focal adhesion”, and “Mitophagy” and “Autophagy”, respectively (Supplementary Fig. 1n). In addition, the overlap between genes bound by both GR and LSD1 in skeletal muscles, and genes downregulated upon LSD1 ablation, revealed that GR and LSD1 are co-recruited to half of the LSD1 target genes (Supplementary Fig. 1o). Moreover, these results combined with our previously published RNA-seq data of myofiber GR-deficient mice (hereafter GR^(i)skm-/-^ mice)^15^ revealed that half of the genes down-regulated in gastrocnemius of GR^(i)skm-/-^ mice are bound by both GR and LSD1 (Supplementary Fig. 1p). In addition, the comparison between GR and LSD1 transcriptomes unveiled that 778 genes are down-regulated and 456 are up-regulated in skeletal muscles of both LSD1^skm-/-^ mice and GR^(i)skm-/-^ mice (Fig. 1g). 

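Of the genes past the paper's thresholds, 390 were higher and 327 lower in the LSD1 skm-/- libraries when all 6 libraries were used, and 1150 were higher and 574 lower without the library labelled Ctrl replicate 4. LSD1 binding sites were not analysed here, so these counts cover genes with and without a bound site. Pathways were examined with gene lists written by hand before the counts were read, because the WebGestalt sets were not used here. Of 54 autophagy genes, 16 were higher in LSD1 skm-/- muscle, with a median log2 fold change of -0.07 (adjusted p = 0.298 over 8 lists, limma's camera on edgeR's fit). The 38 mitophagy genes had a median of -0.09, with 11 higher (adjusted p = 0.184 by the same camera test). The 80 focal adhesion genes had a median of 0.03, with 44 higher (adjusted p = 0.638 by camera), and the median turned to -0.014 in the focal adhesion gene set without Ctrl replicate 1 and to -0.022 without Ctrl replicate 2. The medians without the library labelled Ctrl replicate 4 were -0.09 for autophagy, -0.12 for mitophagy and 0.06 for focal adhesion, and camera's adjusted p-value was 0.141 for each of these lists. None of these 3 lists passed an adjusted p-value of 0.05 in either comparison, nor under limma's fry or camera with an estimated correlation. A list for Cushing syndrome was not analysed here.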

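The genes that the paper picks as examples of pathways were examined in the LSD1 skm-/- comparison alone, since the GR (i)skm-/- libraries were not analysed here. The paper chose these genes on data that include the libraries compared here, so the lists are not independent evidence. Of the 17 genes it gives as down-regulated, 16 had a mean count above 50, and 14 of these were lower in LSD1 skm-/- muscle. The lowest log2 fold change among them was -0.49 with all 6 libraries, that of *Pik3r1*. This value depended on single libraries. It was -0.27 without Ctrl replicate 1, -0.17 without LSD1 skm-/- replicate 1 and -0.92 without LSD1 skm-/- replicate 2. Only *Gsk3b* had an unadjusted p-value under 0.05, at 69.74 ± 10.46 CPM in Ctrl (SD, n = 4) and 53.24 ± 5.36 CPM in LSD1 skm-/- muscle (SD, n = 2). Its log2 fold change was -0.39 (standard error 0.16, adjusted p = 0.557, edgeR's quasi-likelihood test). None of the 16 passed an adjusted p-value of 0.05, whether over all genes tested or adjusted over the list alone. In the comparison without the library labelled Ctrl replicate 4, whose *Kdm1a* level goes against its label, 14 were again lower and 3 had an unadjusted p-value under 0.05, namely *Gsk3b* at -0.48 on the log2 scale, *Pik3r1* at -0.68 and *Tsc22d1* at -0.31. The smallest adjusted p-value was then 0.0743 over all genes and 0.0848 adjusted over the list alone, both from edgeR's quasi-likelihood test. *Stat3* was slightly higher in both comparisons, at 0.08 with all libraries. *Foxo4* was at -0.17, *Sirt1* at -0.22, *Ulk2* at -0.18, *Bnip3* at -0.13 and *Mfn1* at -0.01. The direction of 3 of these genes depended on the setting, with *Mfn1* at 0.03 under library size scaling, *Bnip3* at 0.02 without Ctrl replicate 1 and *Cited2* at 0.09 without Ctrl replicate 2, against -0.42 with all libraries. Some 23.85% of the 50-base stretches of *Pik3r3* and 21.91% of those of *Bnip3* also occur in transcripts of other genes. Their unique reads may thus be an incomplete count, but whether those transcripts lie elsewhere in the genome was not tested. *Ctse* had a mean of 1.333 reads per library and was not tested.
Of the 12 genes given as up-regulated, 10 were tested and 5 were higher in LSD1 skm-/- muscle. With all libraries, only *Pak1* had an unadjusted p-value under 0.05, with a log2 fold change of 0.52 (standard error 0.22, adjusted p = 0.557, edgeR's quasi-likelihood test). *Pak1* was at 0.67, *Fgf11* at 0.72 and *Col1a1* at 0.58 without the library labelled Ctrl replicate 4. These 3 genes then passed 0.05 adjusted over the list alone, where the smallest adjusted p-value was 0.0242, and 0 passed over all genes tested, where the smallest was 0.0558 (edgeR's quasi-likelihood test in both cases). *Col1a1* depended most on that library, which had 99.56 CPM against 39.37 to 46.18 in the other Ctrl libraries and 53.97 and 74.84 in LSD1 skm-/- muscle, and it turned to -0.09 without LSD1 skm-/- replicate 2. *Hras* and *Fgf1* were at 0.27 and 0.21 with all libraries. Without LSD1 skm-/- replicate 1 they were at 0.48 and 0.01, and without LSD1 skm-/- replicate 2 at 0.01 and 0.38. *Lama4*, *Mylk*, *Itga1*, *Rasa1* and *Mapk3* were lower in both comparisons, between -0.30 and -0.02 with all libraries, and *Rasa1* turned to 0.02 under library size scaling and *Mapk3* to 0.04 without LSD1 skm-/- replicate 1. *Chad* and *Rps6* had means of 14.83 and 9.167 reads per library and were not tested, and 84.56% of the 50-base stretches of *Rps6* also occur in transcripts of other genes. The lists for FoxO and insulin signaling, with 61 and 73 genes, had median log2 fold changes of -0.01 and -0.06 (camera's adjusted p = 0.653 and 0.184, on edgeR's fit), and -0.054 and -0.097 without the library labelled Ctrl replicate 4 (camera's adjusted p = 0.384 and 0.141). Without LSD1 skm-/- replicate 1 the FoxO signaling gene set was at -0.076 and the insulin signaling gene set at -0.118. Without Ctrl replicate 3 the insulin signaling gene set was at -0.04, and without LSD1 skm-/- replicate 2 at -0.038.

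**Figure D2:**
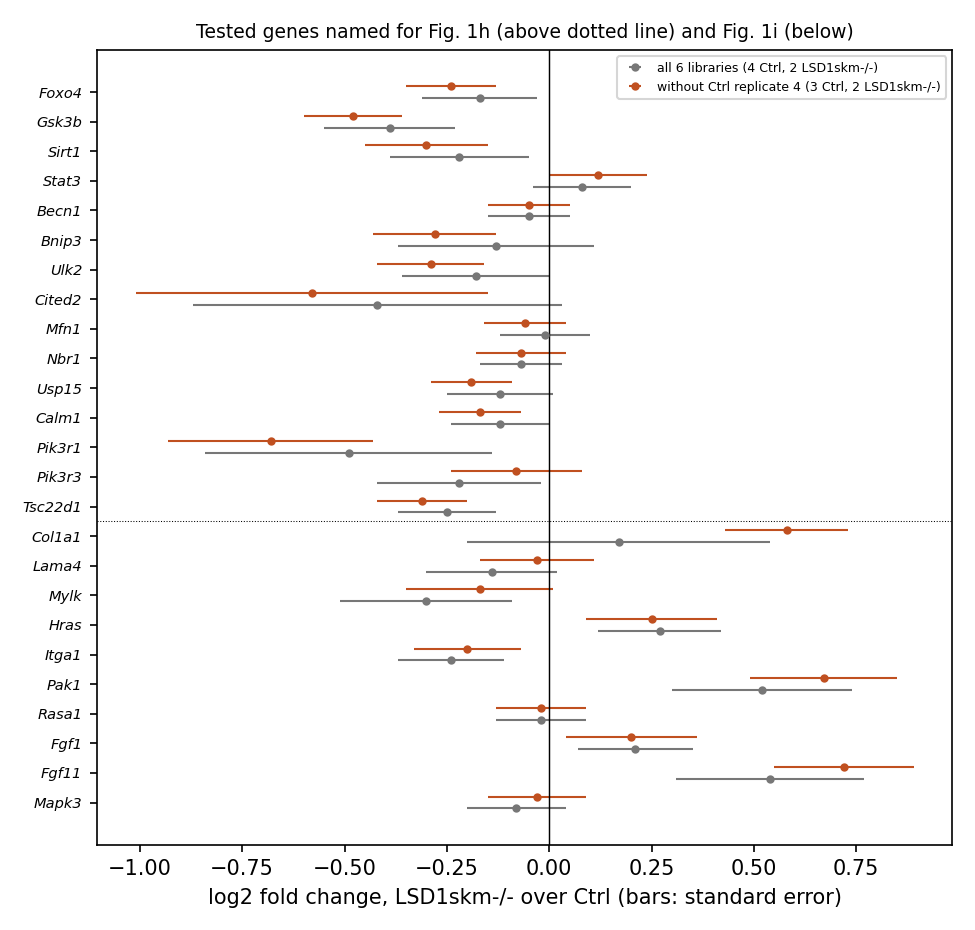
Log2 fold change of LSD1 skm-/- over Ctrl muscle (horizontal axis) for the tested genes reported here, with bars for the standard error, in grey with all 6 libraries and in orange without the library labelled Ctrl replicate 4. Genes above the dotted line are those given as down-regulated and those below it as up-regulated, and *Lama4*, *Mylk*, *Itga1*, *Rasa1* and *Mapk3* lie left of 0 in both comparisons, where *Lama4*, *Rasa1* and *Mapk3* are within their standard error of 0.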

Pathway analysis of the genes down-regulated in both mutant mice uncovered FOXO signaling (e.g., *Foxo4, Gsk3b, Sirt1, Stat3 and Ubc*), autophagy (e.g., *Becn1, Bnip3, Ctse and Ulk2*), mitophagy (e.g., *Cited2, Mfn1, Nbr1 and Usp15*) and insulin signaling pathways (e.g., *Calm1, Pik3r1, Pik3r3 and Tsc22d1*) (Fig. 1h), whereas the genes upregulated in both mutant mice belonged to pathways including focal adhesion (e.g., *Chad, Col1a1, Lama4 and Mylk*), hepatocyte growth factor signaling (e.g., *Hras, Itga1, Pak1 and Rasa1*) and PI3K-Akt-mTOR pathway (e.g., *Fgf1, Fgf11, Mapk3 and Rps6*) (Fig. 1i). Altogether, our data show that GR and LSD1 interact at a large number of loci in myofibers at physiological GC levels to control both anabolic and catabolic pathways.

### LSD1 bridges GR at active enhancers and NRF1 at active promoters to control target gene expression

The seqMINER-generated heatmap of LSD1, GR and our previously published histone mark datasets^15,28^ showed that about 42% of the LSDBS were located at active promoters (7044 peaks), defined by the presence of H3K4me2 and H3K4me3, and low H3K4me1 levels, and 42% at active enhancers (7026 peaks), characterized by the presence of H3K4me1 and H3K4me2, and low H3K4me3 levels (Fig. 2a). A similar analysis revealed that more than half of GRBS were located at active enhancers, and 31% of them at active promoters (Supplementary Fig. 2a), in accordance with our previously reported datasets^15^. Hypergeometric optimization of motif enrichment (HOMER) de novo analysis of LSDBS revealed that LSD1-associated enhancer regions encompass binding sites for the transcription factors MEF2C, SIX2 and GR (Fig. 2b). In agreement with our previous work^15^, GR was bound to GREs at enhancers (Supplementary Fig. 2b). In contrast, most of the GR and LSD1 co-occupied promoter regions were GC-rich elements, including the motif for the transcription factor nuclear respiratory factor 1 (NRF1, 5’-GCGCatGCGC-3’) (Fig. 2c and Supplementary Fig. 2c). Co-immunoprecipitation experiments revealed that LSD1 was immunoprecipitated by anti-NRF1 antibodies in mouse skeletal muscle nuclear extracts (Fig. 2d), and immunoprecipitation of purified recombinant LSD1 in the presence of purified recombinant NRF1 protein revealed that the interaction between both proteins is direct (Fig. 2e).

**Fig. 2:**
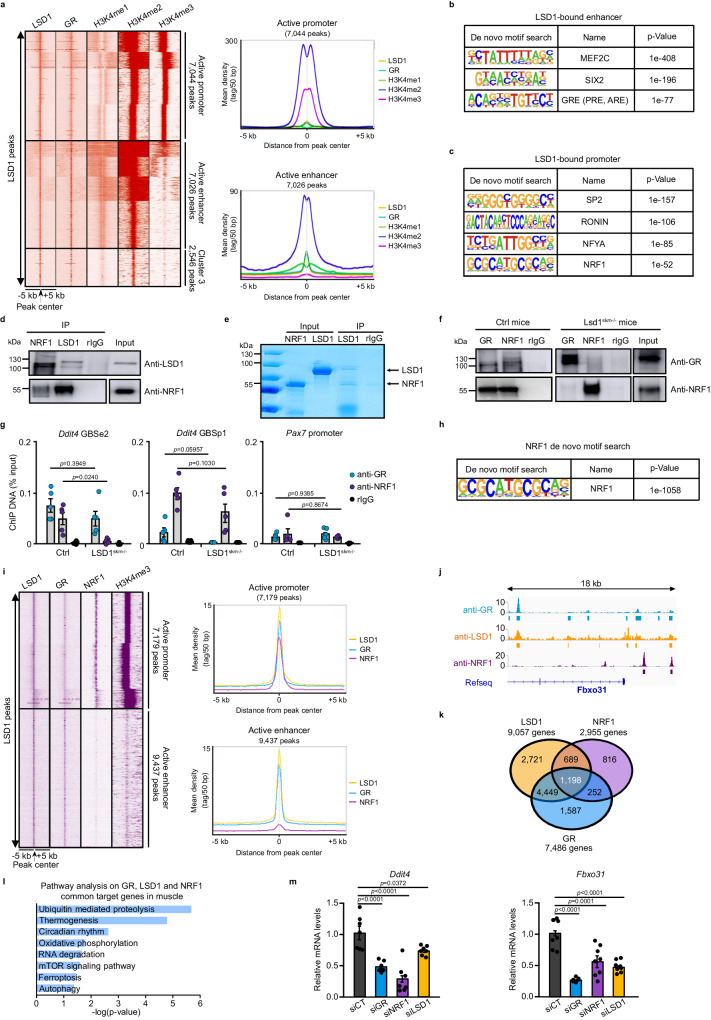
LSD1 bridges GR at active enhancers and NRF1 at active promoters to control target gene expression. **a** Tag density map of LSD1, GR, H3K4me1, H3K4me2 and H3K4me3 in skeletal muscles, +/− 5 kb from the LSD1 peak center, and corresponding average tag density profiles. **b, c** HOMER de novo motif analysis of LSD1 binding sites located at enhancer (**b**) or promoter (**c**) regions. *p* value: hypergeometric testing. **d** Representative western blot analysis of NRF1 and LSD1 co-immunoprecipitation in gastrocnemius muscle nuclear extracts. Rabbit IgG served as a control for immunoprecipitation. *N* = 3 mice. **e** Representative SDS-PAGE of recombinant LSD1 and NRF1 proteins immunoprecipitated with anti-LSD1 antibodies or rabbit IgG as a control. Input corresponds to 10% of the purified LSD1 and NRF1 proteins. **f** Representative western blot analysis of GR and NRF1 co-immunoprecipitation in gastrocnemius muscle nuclear extracts from control and LSD1^skm-/-^ mice. Rabbit IgG served as a control for immunoprecipitation. *N* = 3 mice. **g** ChIP-qPCR analysis performed with anti-GR and anti-NRF1 antibodies, or rabbit IgG in gastrocnemius muscles of ctrl and LSD1^skm-/-^ mice at the GBSe2 and GBSp1 of *Ddit4*. The promoter region of *Pax7* was used as a negative control. *N* = 5 biological replicates. Mean ± SEM. One-way ANOVA with Tukey correction. **h** HOMER de novo motif analysis of NRF1 binding sites. *p value*: hypergeometric testing. **i** Tag density map of LSD1, GR, NRF1 and H3K4me3 in skeletal muscles, +/− 5 kb from the LSD1 peak center and corresponding average tag density profiles. **j** Localization of GR and LSD1 at the *Fbxo31* locus. **k** Overlap among genes bound by LSD1, GR or NRF1 in skeletal muscles. **l** Pathway analysis on LSD1, GR and NRF1 common target genes in skeletal muscles, with *p* values adjusted using the Benjamini-Hochberg. **m** Relative *Ddit4* and *Fbxo31* transcript levels determined in C2C12 myotubes transfected with siRNA directed against *Gr*, *Nrf1* and *Lsd1* (siGR, siNRF1 or siLSD1, respectively), or with a scramble siRNA (siCtrl). *N* = 7 biologically independent samples. Mean ± SEM. One-way ANOVA with Tukey correction. Source data are provided as a Source Data file.

Importantly, whereas NRF1 was immunoprecipitated by GR antibodies in muscle nuclear extracts, in agreement with our previous results^15^, NRF1 and GR did not interact in muscles of LSD1^skm-/-^ mice (Fig. 2f), indicating that LSD1 is required for this interaction. In agreement with these results, ChIP-qPCR experiments revealed that both GR and NRF1 are recruited to GBSe2 of the *Ddit4* gene in skeletal muscles of control mice, and that NRF1 recruitment is decreased by more than 70% in LSD1^skm-/-^ mice, whereas that of GR was not affected (Fig. 2g). Moreover, whereas GR and NRF1 were detected at the *Ddit4* GBSp1 in controls, GR binding was impaired in LSD1-depleted myofibers, whereas that of NRF1 was not (Fig. 2g). Of note, as a negative control, we found that GR and NRF1 were not enriched at the promoter region of the *Pax7* gene that was not identified as a GR or LSD1 target by ChIP-seq (Fig. 2g and Supplementary Fig. 2d).

To determine if the DNA segments bound GR and LSD1 are bound by NRF1 as well, we conducted a ChIP-seq analysis on skeletal muscle nuclear extracts, identifying 3130 NRF1 binding sites (Supplementary Fig. 2e). HOMER motif analysis confirmed the predominance of the NRF1 motif at NRF1-bound genomic locations (Fig. 2h). Most of the NRF1 peaks were located at promoter regions (−1000 bp to 100 bp from TSS), corresponding to 2955 genes. These genes were mainly associated with pathways involved in ubiquitin-mediated proteolysis and OXPHOS (Supplementary Fig. 2e, f). Our studies revealed that the presence of GR and LSD1 at promoters strongly correlates with that of NRF1, in contrast to GR-LSD1 bound enhancers for which NRF1 binding was not detected, as exemplified for various catabolic genes (Fig. 2i, j and Supplementary Fig. 2g). These findings were further supported by ChIP-qPCR experiments conducted at multiple loci (Fig. 2g and Supplementary Fig. 2h). Analysis of the overlaps between GR, LSD1 and NRF1 target genes unveiled their collective regulation of more than 1000 genes, mainly involved in the protein degradation (Fig. 2k, l). To further characterize the interplay between GR, LSD1 and NRF1 on gene regulation, we performed small interfering RNA (siRNA)-mediated knock-down of these factors in C2C12 myotubes. Notably, while reduced NRF1 expression did not alter GR and LSD1 levels (Supplementary Fig. 2i), silencing of any of these factors led to approximately a 50% decrease in the expression of the GR targets *Ddit4* and *Fbxo31* (Fig. 2m). Together, these results show that LSD1 is instrumental for the interaction between GR at enhancers and NRF1 at promoter regions to stimulate target gene expression in skeletal muscles at physiological GC levels.

### The GR/LSD1 complex promotes starvation-induced muscle atrophy

To determine whether LSD1 controls GR transcriptional activity at high endogenous GC levels, we performed a starvation challenge that activates the hypothalamic-pituitary-adrenal (HPA) axis and stimulates the production of GC by the adrenal gland. As shown in Fig. 3a, LSD1 and GR interaction is maintained in gastrocnemius muscles after 12 and 24 h of fasting. To characterize LSD1 function in skeletal muscles during food deprivation, we generated LSD1^(i)skm-/-^ mice, in which LSD1 was selectively ablated in myofibers at adult stage using the tamoxifen-dependent CreER^T2^ system^29^ (Supplementary Fig. 3a−c) to avoid potential developmental effect of the mutation. After 48 h of fasting, a similar reduction in body and spleen mass was observed in control, GR^(i)skm-/-^ and LSD1^(i)skm-/-^ mice, while a more pronounced decrease in white adipose tissue (WAT) mass was noted in the mutant groups relative to the control ones (Fig. 3b and Supplementary Fig. 3d). H&E staining of epididymal WAT revealed a reduced lipid droplet size in GR^(i)skm-/-^ and LSD1^(i)skm-/-^ mice compared to controls (Supplementary Fig. 3e). While after a 48 h starvation control mice exhibited decreased muscle strength accompanied by a significant reduction of the mass of gastrocnemius, tibialis and quadriceps fast-switch muscles, and of gastrocnemius cross-sectional area (CSA), these differences were not observed in GR and LSD1 mutant mice (Fig. 3b−e and Supplementary Fig. 3d, f−h). Of note, the mass of slow-twitch soleus muscles was unaffected by starvation (Fig. 3b and Supplementary Fig. 3d), in agreement with former studies^27,30,31^.

**Fig. 3:**
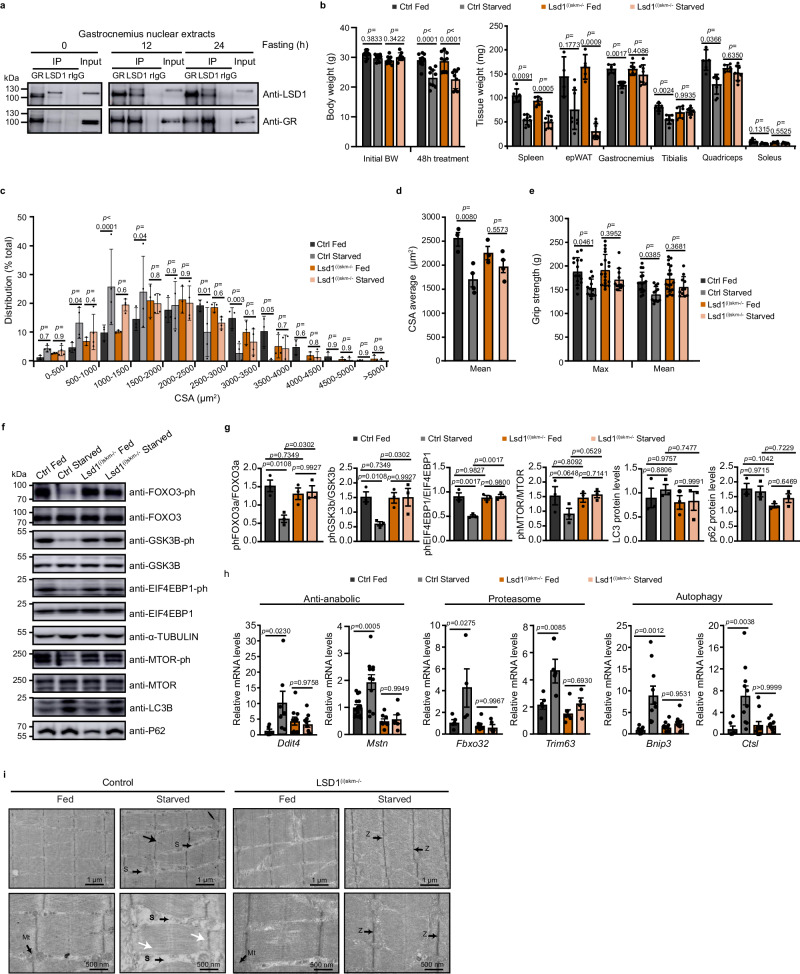
LSD1 is required for starvation-induced muscle atrophy. **a** Representative western blot analysis of gastrocnemius muscle nuclear extracts from mice fed or starved for 12 or 24 h, immunoprecipitated with anti-GR or anti-LSD1 antibodies. Rabbit IgG served as a control for immunoprecipitation. *N* = 3 mice. **b** Body, gastrocnemius, tibialis, quadriceps, soleus, spleen and epWAT weights of 12-week-old Ctrl and LSD1^(i)skm-/-^ mice fed or starved for 48 h. *N* = 9 mice. Mean ± SEM. Two-way ANOVA with Tukey correction. **c**, **d** Distribution (**c**) and average CSA (**d**) of gastrocnemius of 12-week-old Ctrl and LSD1^(i)skm-/-^ mice fed or starved for 48 h. *N* = 3. Mean ± SEM. Two-way ANOVA with Tukey correction (**c**), one-way ANOVA with Tukey correction (**d**). **e** Maximal (Max) and average (Mean) grip strength of 12-week-old Ctrl and LSD1^(i)skm-/-^ mice fed or starved for 48 h. *N* = 16 Ctrl fed, 12 Ctrl starved, 18 LSD1^(i)skm-/-^ fed and 11 LSD1^(i)skm-/-^ starved mice. Mean ± SEM. Two-way ANOVA with Tukey correction. **f**, **g** Representative western blot analysis (**f**) and corresponding quantification (**g**) of the indicated proteins in quadriceps of 12-week-old Ctrl and LSD1^(i)skm−/−^ mice fed or starved for 48 h. α-TUBULIN was used as a loading control. *N* = 3 mice. Mean ± SEM. One-way ANOVA with Tukey correction. **h** Relative transcript levels of indicated genes determined in gastrocnemius of 12-week-old Ctrl and LSD1^(i)skm-/-^ mice fed or starved for 48 h. *N* = 6 Ctrl Fed, 10 Ctrl Starved, 10 LSD1^(i)skm-/-^ Fed and 10 LSD1^(i)skm-/-^ Starved mice. Mean ± SEM. One-way ANOVA with Tukey correction. **i** Ultrastructure analysis of gastrocnemius muscles of 12-week-old Ctrl and LSD1^(i)skm-/-^ mice fed or starved for 48 h. Mt mitochondria, S sarcoplasm, Z Z line. Black arrow indicates Z line disruption; white arrows indicate loss of myofilaments. This experiment has been performed on a minimum of 5 mice per group. Source data are provided as a Source Data file.

Next, we assessed the impact of GR and LSD1 loss on anabolic and catabolic pathways upon food deprivation. Phosphorylation of MTOR and its downstream effector, EIF4EBP1 (hereafter named 4E-BP1), was decreased in starved control mice. In contrast, MTOR and 4E-BP1 phosphorylation levels were not affected by food deprivation in GR^(i)skm-/-^ and LSD1^(i)skm-/-^ mice, suggesting that protein synthesis is not reduced in mutant mice (Fig. 3f, g and Supplementary Fig. 3i−k). In addition, transcript levels of the TORC1 negative regulator *Ddit4* were strongly increased in starved control mice, but not in mutants (Fig. 3h and Supplementary Fig. 3l), thus suggesting that GR and LSD1 decrease TORC1 activity through DDIT4 in myofibers. To further investigate the molecular pathways controlling starvation-induced muscular atrophy, transcript levels of genes involved in protein degradation were analyzed by RT-qPCR in gastrocnemius muscles. *Myostatin* expression, which is stimulated during muscle atrophy^32–35^, was more than 3-fold induced by food deprivation in control mice, but not in mutants, thus demonstrating that starvation-induced* myostatin* expression is myofiber GR and LSD1-dependent (Fig. 3h and Supplementary Fig. 3l). In addition, FOXO3A and GSK3B, which stimulate catabolism, were activated by dephosphorylation in fasted control mice. In contrast, these two factors were mainly found in their inactive form in GR^(i)skm-/-^ and LSD1^(i)skm-/-^ mice (Fig. 3f, g and Supplementary Fig. 3i−k). In agreement, transcript levels of *Ubiquitin C (Ubc), Atrogin1 (Fbxo32)* and *Murf1* (*Trim63)* from the ubiquitin-proteasome system (UPS) were strongly induced by food deprivation in control mice, contrary to mice lacking GR or LSD1 in myofibers (Fig. 3h and Supplementary Fig. 3l), showing that GR and LSD1 in myofibers are required for the induction of genes involved in protein degradation. Moreover, even though LC3I/II and p62 protein levels were similar among genotypes, the expression of *Bnip3*, *Cathepsin L* (*Cstl*) and *Gabaralp1* from the autophagy pathway was higher in starved control mice, but not induced in GR^(i)skm-/-^ and LSD1^(i)skm-/-^ mice (Fig. 3f, g and Supplementary Fig. 3i−k). Together, these data show that GR and LSD1 in myofibers control a similar transcriptional repertoire involved in food deprivation-induced impairment of protein synthesis and the induction of protein degradation. In agreement, ultrastructural analysis of gastrocnemius muscles revealed disruptions of myofibrils in more than 60% of the sarcomeres after starvation of control mice, with loss of myofilaments, rupture of Z-lines and enlarged sarcoplasm, whereas less than 20% of the sarcomeres were damaged in muscles of LSD1^(i)skm-/-^ and GR^(i)skm-/-^ mice (Fig. 3i and Supplementary Fig. 3m). Taken together, these results show that myofiber GR and LSD1 are required for starvation-induced muscle atrophy.

To investigate the molecular mechanism by which LSD1 and GR promote starvation-induced muscle wasting, we determined their cistrome 24 h following food deprivation. We observed an increased GR recruitment on chromatin after fasting (from 14,108 to 37,783 peaks, Fig. 4a, b and Supplementary Fig. 4a, b), and most genes bound by GR in fed condition were also bound upon fasting (Supplementary Fig. 4c). The genes to which GR was de novo recruited after food deprivation were associated with calcium signaling and proteasome system among other pathways (Supplementary Fig. 4d). Surprisingly, LSD1 recruitment to chromatin was markedly decreased after 24 hours of food deprivation, from 16,616 to 692 peaks (Fig. 4a, b, Supplementary Fig. 4a, b), despite similar LSD1 protein levels in skeletal muscles of mice fed and fasted for 12 to 48 h (Fig. 4c, d).

**Fig. 4:**
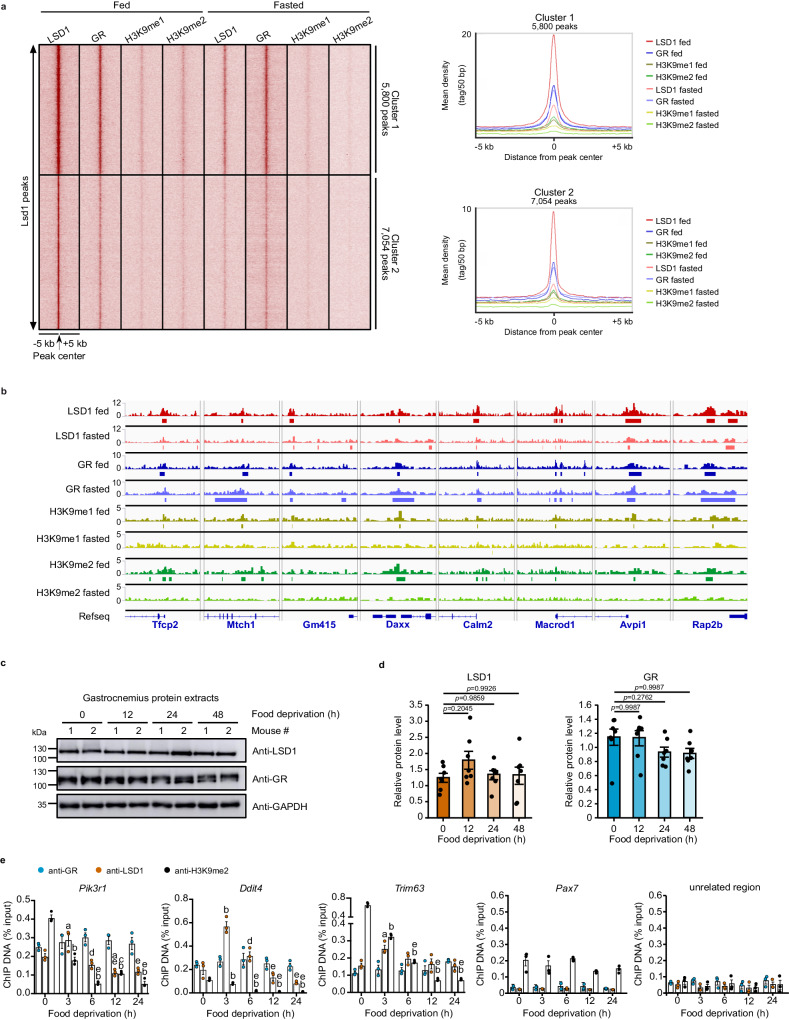
The GR/LSD1 complex is required to trigger the expression of genes involved in starvation-induced proteolysis upon food deprivation. **a** Tag density map of LSD1, GR, H3K9me1 and H3K9me2 in skeletal muscles of mice fed or fasted for 24 h, +/− 5 kb from the LSD1 peak center and corresponding average tag density profiles. **b** Localization of LSD1, GR, H3K9me1 and H3K9me2 in skeletal muscles of mice fed or fasted for 24 h at indicated loci. **c, d** Representative western blot (**c**) and corresponding quantification (**d**) of LSD1 and GR protein levels in gastrocnemius muscle extracts from 12-week-old wild type mice fed or food deprived for 12, 24 or 48 h. GAPDH was used as a loading control. *N* = 2 representative mice (**c**) out of 7 mice (**d**). Mean ± SEM. One-way ANOVA with Tukey correction. **e** ChIP-qPCR analysis performed at indicated loci with anti-GR, anti-LSD1 or anti-H3K9me2 antibodies in skeletal muscle of wild-type mice at 0, 3, 6, 12 and 24 h of food deprivation. The promoter region of *Pax7* and an unrelated region within the Ddit4 locus were used as negative controls. *N* = 3 mice. Mean ± SEM. One-way ANOVA with Tukey correction, with the following annotation on the figure. a: fed vs starved, *p* < 0.05. b: fed vs starved, *p* < 0.001. c: starved 3 h vs other time points, *p* < 0.05. d: starved 3 h vs other time points, *p* < 0.01. e: starved 3 h vs other time points, *p* < 0.001. Exact *p* values are detailed in “Source Data”. Source data are provided as a Source Data file.

To determine the kinetics of GR and LSD1 recruitment during starvation, we performed ChIP-qPCR analysis at 0, 3, 6, 9 and 24-h of food deprivation. While the association of GR with GBSs at enhancers of anti-anabolic (*Pik3r1*) and catabolic (*Ddit4* and *Trim63*) genes was unaffected by food deprivation, LSD1 recruitment to these sites was increased at 3 h and subsequently decreased at 6 h (Fig. 4e), indicating that LSD1 plays a role at the early stage of starvation. Importantly, ChIP-qPCR analysis revealed that the abundance of the repressive histone mark H3K9me2 already reduced at 3 h of food deprivation, when LSD1 is still present at the chromatin (Fig. 4e). H3K9me2 levels remained low at the various loci beyond 6 h of starvation, indicating that LSD1 demethylates H3K9 within the first 3 h following food deprivation, leading to the derepression of its target genes (Fig. 4e). Of note, GR and LSD1 were not enriched at the *Pax7* negative control locus, and the levels of H3K9me2 were not modulated by food deprivation at this site. In line with these data, the abundance of H3K9me1 and H3K9me2 was reduced at LSD1-bound loci, following a 24-h food deprivation, as exemplified by the *Tfcp2*, *Mtch1*, *Calm* and *Rap2b* loci (Fig. 4a, b). Thus, these data strongly indicate that LSD1 demethylates H3K9 at genes associated with muscle atrophy within first 3 h of food deprivation to promote their transcription. In agreement, RT-qPCR analysis confirmed that the transcript levels of “atrogenes” were stimulated by more than 2-fold 12 h following food deprivation to reach 10-fold at 24 h and 20-fold at 48 h (Supplementary Fig. 4e).

Given that the LSD1 enzymatic activity depends on the metabolic co-factor FAD, we assessed FAD levels in muscle tissue at various times of food deprivation, and found that they declined by 30% at 3 h and by 50% at 24 h (Supplementary Fig. 4f), potentially leading to decreased LSD1 demethylase activity.

Altogether, our results provide evidence that the GR/LSD1 complex triggers the expression of starvation-induced proteolysis genes in skeletal muscles, at least in part via the demethylation of H3K9 at LSD1-bound genomic locations.

### The GR/LSD1 complex mediates DEX-induced muscle atrophy

To determine whether LSD1 also contributes to GR activity in the presence of pharmacological levels of synthetic GR ligands, mice were intraperitoneally injected with dexamethasone (DEX) at 10 mg/kg/day for 3 days. Such a treatment decreased fast-twitch muscle weight and strength in control mice, in agreement with previous reports^27,30,31^, but not in LSD1^(i)skm-/-^ and GR^(i)skm-/-^ littermates (Fig. 5a, b and Supplementary Fig. 5a, b). In agreement, the transcript levels of genes involved in autophagy and the proteasome system were induced in DEX-treated control muscles, but not in those where GR or LSD1 were depleted (Fig. 5c and Supplementary Fig. 5c). In addition, whereas DEX did not affect LC3I/II and p62 levels in muscles of control mice, we noticed an upregulation in protein degradation pathway activity, as revealed by decreased phosphorylation of FOXO3A and GSK3B (Fig. 5d, e and Supplementary Fig. 5d−f), associated with a reduced activity of anabolic regulators MTOR and 4E-BP1 (Fig. 5d, e and Supplementary Fig. 5d−f). This effect was not observed in DEX-treated LSD1^(i)skm-/-^ and GR^(i)skm-/-^ mice, showing that DEX-induced expression of genes involved in catabolism and DEX-impaired expression of genes involved in protein synthesis are myofiber GR- and LSD1-dependent.

**Fig. 5:**
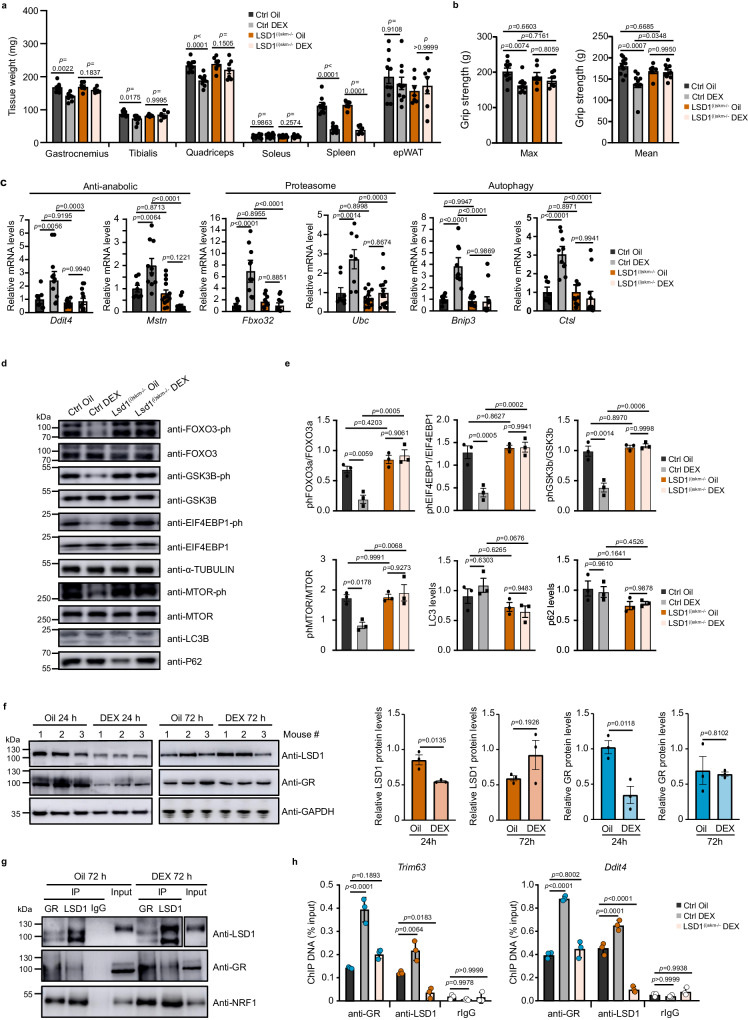
LSD1 is required for dexamethasone-induced muscle wasting. **a**, **b** Gastrocnemius, tibialis, quadriceps, soleus, spleen and white epWAT mass (**a**), and maximal (Max) and average (Mean) grip strength (**b**) of 12-week-old Ctrl and LSD1^(i)skm-/-^ mice treated with dexamethasone (DEX) or a vehicle (Oil) for 72 h. *N* = 10 Ctrl Oil, 10 Ctrl DEX, 7 LSD1^(i)skm-/-^ Oil and 7 LSD1^(i)skm-/-^ DEX mice. Mean ± SEM. Two-way ANOVA (**a**) and one-way ANOVA (**b**) with Tukey correction. **c** Relative transcript levels of indicated genes in gastrocnemius of Ctrl and LSD1^(i)skm-/-^ mice treated with DEX or Oil for 72 h. *N* = 4 Ctrl Oil, 5 Ctrl DEX, 6 LSD1^(i)skm-/-^ Oil and 7 LSD1^(i)skm-/-^ DEX mice biological replicates, the individual values of the technical replicates are presented on the graph. Mean ± SEM. One-way ANOVA with Tukey correction. **d**, **e** Representative western blot (**d**) and relative levels of the indicated proteins (**e**) in quadriceps of control and LSD1^(i)skm−/−^ mice treated with DEX or Oil for 72 h. α-Tubulin was used as a loading control. *N* = 3 mice. Mean ± SEM. One-way ANOVA with Tukey correction. **f** Representative western blot analysis (left) and relative levels (right) of LSD1 and GR protein in gastrocnemius from three 12-week-old wild type mice treated with DEX or Oil for 24 or 72 h. GAPDH was used as a loading control. *N* = 3 mice. Mean ± SEM. Two-tailed *t* test. **g** Representative western blot of gastrocnemius from mice treated with DEX or Oil for 72 h immunoprecipitated with anti-GR or anti-LSD1 antibodies. Rabbit IgG served as a control for immunoprecipitation. *N* = 3 mice. **h** ChIP-qPCR analysis performed at *Trim63* and *Ddit4* loci with anti-GR and anti-LSD1 antibodies or rabbit IgG in skeletal muscles of Ctrl and LSD1^(i)skm-/-^ mice treated with DEX or Oil for 72 h. *N* = 3 mice. Mean ± SEM. One-way ANOVA with Tukey correction. Source data are provided as a Source Data file.

Of note, GR and LSD1 protein levels decreased within 24 h of DEX treatment, but returned to basal levels at 72 h (Fig. 5f). At this time point, LSD1 interacted with GR and NRF1 in skeletal muscle nuclear extracts of mice treated with vehicle or DEX (Fig. 5g). GR and LSD1 binding to the enhancer GRBS of *Trim63* and *Ddit4* in skeletal muscles was increased after a 72 h DEX treatment of control mice, but not of LSD1^(i)skm-/-^ mice (Fig. 5h), showing that LSD1 contributes to DEX-stimulated GR recruitment to cognate binding sites.

Together, our data show that LSD1 is required for GR transcriptional activity at pharmacological GC levels.

### LSD1 demethylase activity is required for GR-dependent muscle wasting, but is dispensable for glucocorticoid anti-inflammatory activity

To further investigate the molecular features of the GR/LSD1 complex, we analyzed LHCN-M2 human myotubes. Immunocytofluorescence analysis showed that LHCN-M2 cells express both GR and LSD1, and that the two factors are mainly located in the nucleus (Fig. 6a). Similar to what we observed in mouse muscles, co-immunoprecipitation experiment showed that GR, LSD1 and NRF1 interact in LHCN-M2 nuclear extracts (Fig. 6b).

**Fig. 6:**
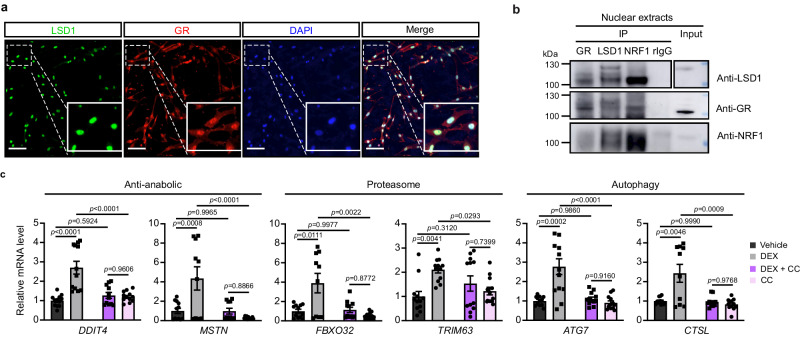
Effect of LSD1 inhibition on dexamethasone-treated LHCN-M2 cells. **a** Representative immunofluorescent detection of LSD1 (green) and GR (red) in LHCN-M2 cells. Nuclei were stained with DAPI. Scale bar, 50 µm. *N* = 3 biological replicates. **b** Representative western blot analysis of nuclear or cytoplasmic extracts of differentiated LHCN-M2 cells, immunoprecipitated with anti-GR, anti-LSD1 or anti-NRF1 antibodies. Rabbit IgG served as a control for immunoprecipitation. **c** Relative transcript levels of the indicated genes determined in LHCN-M2 myotubes treated with vehicle, DEX, DEX with CC-90011 (DEX + CC) or CC-90011 (CC) for 24 h. *N* = 6 biological replicates, the 12 individual values of the technical replicates are presented on the graph. Mean ± SEM. One-way ANOVA with Tukey correction. Source data are provided as a Source Data file.

In agreement with in vivo data, DEX treatment enhanced the transcript levels of genes involved in anti-anabolic and catabolic pathways in LHCN-M2 cells (Fig. 6c). To determine whether LSD1 activity is required for this induction, myotubes were treated with the LSD1-specific nanomolar affinity inhibitor CC-90011 (also named Pulrodemstat besylate, QC6688^36^). Our RT-qPCR data revealed that a co-treatment with CC-90011 abrogated DEX-dependent atrogene induction, thus showing that inhibition of LSD1 activity counteracts DEX effects in tissue culture. We thus aimed at characterizing the effects of this inhibitor in a mouse model.

To investigate whether pharmacological LSD1 inhibition impacts DEX-induced muscle atrophy, we analyzed mice co-treated for 72 h with DEX and/or CC-90011. Remarkably, whereas muscle strength and fast-twitched muscle mass were decreased by more than 20% in DEX-treated mice, they were decreased by less than 10% in mice co-treated with the inhibitor (Fig. 7a, b). GR recruitment to the enhancer of *Trim63* and *Ddit4* was reduced upon LSD1 inhibition (Fig. 7c), and RT-qPCR analysis revealed that DEX-induced transcript levels of genes involved in UPS and autophagy were blunted in the presence of the LSD1 inhibitor (Fig. 7d), showing that LSD1 demethylase activity is required to mediate DEX-dependent muscle wasting. Note that a 3-days treatment with CC-90011 alone had no major impact on muscle mass nor on the expression of GR target genes (Fig. 7a, b, d).

**Fig. 7:**
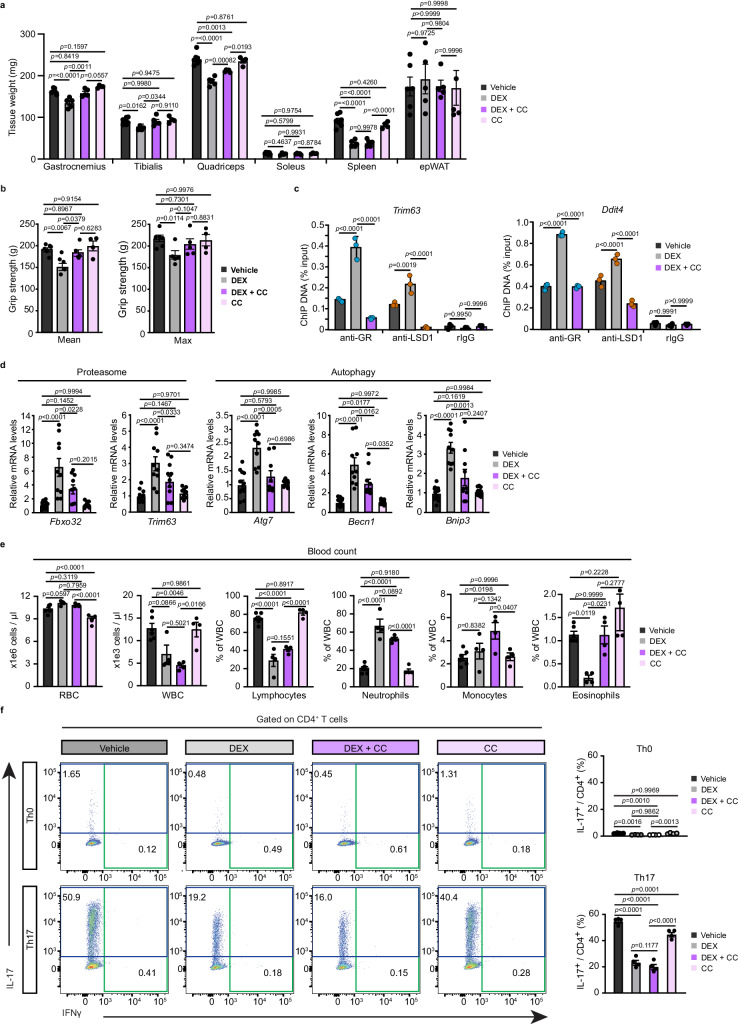
LSD1 inhibition prevents dexamethasone-induced muscle wasting without affecting glucocorticoid anti-inflammatory activities. **a** Gastrocnemius, tibialis, quadriceps, soleus, spleen and epididymal white adipose tissue (epWAT) mass of 12-week-old wild-type mice treated with a vehicle, DEX, DEX with CC-90011 (DEX + CC), or CC-90011 (CC) for 72 h. *N* = 6 vehicle, 5 DEX, 5 DEX + CC, 4 CC mice. Mean ± SEM. Two-way ANOVA with Tukey correction. **b** Average (Mean) and maximal (MAX) grip strength of 72 h vehicle, DEX, DEX + CC or CC treated 12-week-old wild-type mice. *N* = 6 vehicle, 5 DEX, 5 DEX + CC, 4 CC mice. Mean ± SEM. One-way ANOVA with Tukey correction. **c** ChIP-qPCR analysis performed at *Trim63* and *Ddit4* loci with anti-LSD1 and anti-GR antibodies or rabbit IgG in skeletal muscles of wild-type mice treated with vehicle, DEX or DEX + CC for 72 h. *N* = 3 mice. Mean ± SEM. One-way ANOVA with Tukey correction. **d** Relative transcript levels of indicated genes determined in gastrocnemius muscles of 72 h vehicle, DEX, DEX + CC or CC treated wild-type mice. *N* = 5 biological replicates, the 10 individual values of the technical replicates are presented on the graph. Mean ± SEM. One-way ANOVA with Tukey correction. **e** Blood count analysis of wild-type mice treated with vehicle, DEX, DEX + CC or CC for 72 h. RBC: red blood cells, WBC: white blood cells. *N* = 6 vehicle, 4 DEX, 4 DEX + CC, 4 CC mice. Mean ± SEM. One-way ANOVA with Tukey correction. **f** Representative contour plots (right panel) and corresponding quantification (left panel) of IL-17 expression in Th0- or Th17-induced wild-type CD4 + T-cells treated with vehicle, DEX, DEX with CC-90011 (DEX + CC) and CC-90011 (CC). IFNγ was used as a control of Th17 induction. *N* = 4 mice. Mean ± SEM. One-way ANOVA with Tukey correction. Source data are provided as a Source Data file.

Importantly, spleen weight similarly decreased in response to DEX treatments, in the presence or absence of CC-90011 (Fig. 7a), and its immune cell composition was evenly impaired (Supplementary Fig. 6a, b). Moreover, DEX reduced the total blood count of leukocytes, which was mainly due to an 80% reduction in lymphocyte numbers, leading to a shift in the composition in white blood cells towards a higher percentage of neutrophil, that was not impacted by CC-90011 (Fig. 7e).

To further determine whether the treatment with CC-90011 affects DEX-induced anti-inflammatory activities, naive lymphocyte T helper (Th) cells were isolated from lymph nodes of wild-type mice and polarized towards Th0 or Th17 conditions. Flow cytometry analysis confirmed that the proportion of IL-17 expressing cells was strongly enhanced in Th17 compared with Th0 cells (57% versus 1.2%, respectively). Notably, IL-17 production was 3-times reduced in cells treated with DEX, either alone or in combination with CC-90011 in Th17 cells (Fig. 7f), showing that LSD1 inhibition does not affect DEX anti-inflammatory activity in this cell type. Taken together, these results show that the LSD1 inhibitor CC-90011 limits DEX-induced muscle wasting without impairing anti-inflammatory activities in mice in physiological conditions.

### CC-90011 does not impair GC anti-inflammatory activities in a mouse model of colitis

To investigate the effects of LSD1 inhibition on GC anti-inflammatory effects in pathological conditions, we employed a mouse model of inflammatory bowel disease (IBD). Mice were treated with 3% dextran sulfate sodium (DSS) in drinking water over a six-day period, and DEX and/or CC-90011 were administrated from the 3rd to the 5th day of colitis, as described^37^ (Supplementary Fig. 7a). As shown in Fig. 8a, b, water consumption and weight loss were similar for all DSS-treated mice. They all presented diarrhea and/or hematochezia, which was partially prevented by DEX and/or CC-90011 (Supplementary Fig. 7b, c). Importantly, the DSS-induced reduction of colon length was less prominent in mice treated with DEX, in combination or not with CC-90011, whereas CC-90011 alone had no effect (Fig. 8d, e). In addition, the induction of *IL-6* transcript levels in the colon of DSS-treated mice was reduced by treatment with DEX + /- CC-90011 (Fig. 8f). Importantly, whereas colon of mice treated with DSS presented an important infiltration of immune cells (red arrows) associated with a severe epithelial cell exfoliation at the apical pole of the crypts (black arrows), DEX + /- CC-90011 treatment markedly alleviated these damages (Fig. 8g and Supplementary Fig. 7c), thereby showing that CC-90011 does not impair DEX therapeutic effects on colon inflammation. Notably, mice treated only with CC-90011 presented an intermediate phenotype between DSS- and DSS + DEX-treated mice.

**Fig. 8:**
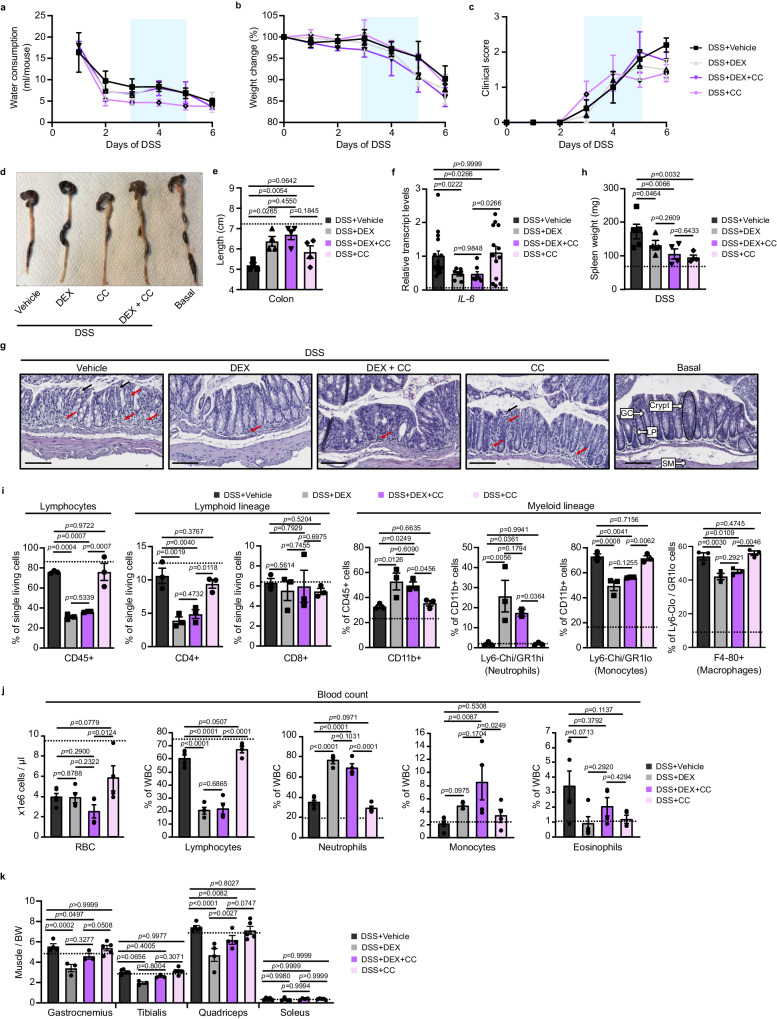
LSD1 inhibition does not impair dexamethasone-induced improvement of experimental colitis symptoms. **a–c **Water consumption (**a**), weight change (**b**) and clinical score (**c**) of 12-week-old DSS-exposed wild-type mice treated with vehicle (DSS+vehicle), DEX (DSS + DEX), DEX with CC-90011 (DSS + DEX + CC) or CC-90011 (DSS + CC). *N* = 5 mice per condition. Mean ± SEM. Two-way ANOVA with Tukey correction. **d**, **e** Colon representative images (**d**) and length measurement (**e**) of mice exposed to indicated treatments. *N* = 5 mice per condition. Basal values are represented by a dashed line. Mean ± SEM. One-way ANOVA, correction for multiple comparisons. **f** Relative transcript levels of *IL-6* determined in colon. *N* = 5 mice per condition, all the individual values of the technical replicates are presented on the graph. Basal values are represented by a dashed line. Mean ± SEM. One-way ANOVA, correction for multiple comparisons. **g** Representative H&E staining of colons of mice from various groups. Red and black arrows denote inflammatory cells and exfoliated epithelial cells, respectively. GC goblet cell, LP lumina propria, SM muscularis mucosae composed of smooth muscle fibers. Scale bars, 100 µm. **h** Spleen weight of mice from various groups. *N* = 5 mice per condition. Basal values are represented by a dashed line. Mean ± SEM. Two-way ANOVA with Tukey correction. **i** Flow cytometry analysis of the lymphoid and the myeloid lineages from spleens of mice from various groups. *N* = 3 mice per condition. Basal values are represented by a dashed line. Mean ± SEM. Two-way ANOVA with Tukey correction. **j** Blood count analysis of mice from various groups. RBC: red blood cells. *N* = 5 mice per condition. Basal values are represented by a dashed line. Mean ± SEM. Two-way ANOVA with Tukey correction. **k** Gastrocnemius, tibialis, quadriceps and soleus mass relative to body weight (BW) of mice from various groups. *N* = 5 mice per condition. Basal values are represented by a dashed line. Mean ± SEM. Two-way ANOVA with Tukey correction. Source data are provided as a Source Data file.

DEX treatment, both with and without CC-90011 also reduced DSS-induced spleen enlargement (Fig. 8h). It led to a shift in immune cell composition, characterized by decreased proportion of lymphocytes and in particular lymphoid CD4+ cells, an increased in CD11b+ cells mainly due to neutrophils, even though the number of monocytes and macrophages was reduced (Fig. 8i and Supplementary Fig. 7d). Notably, CC-90011 alone also prevented spleen hypertrophy, without affecting the proportion of immune cell populations (Fig. 8h, i and Supplementary Fig. 7d). Complete blood count (CBC) analysis revealed that all DSS-treated mice presented a severe normocytic anemia (Fig. 8j), most probably due to hematochezia. DEX + /- CC-90011 significantly reduced the number of lymphocytes by 70%, while increasing neutrophils and monocytes by 60%, whereas CC-90011 alone had no major effect on white blood cell proportions (Fig. 8j).

In agreement with Fig. 7a, even though the mass of fast-twitch muscles was decreased by DEX-treatment, co-treatment with CC-90011 reduced this diminution (Fig. 8k), thereby showing that CC-90011 does not impair DEX anti-inflammatory activity, while preventing GC-induced muscle atrophy.

Together, our data show that LSD1 inhibition impairs DEX-induced muscle wasting without affecting its anti-inflammatory activities in a model of acute inflammation.

## Discussion

GC-induced iatrogenic effects represent a severe clinical burden due to their propensity to induce muscle atrophy, thereby elevating the risks of falls and fractures. Despite extensive endeavors to synthesize GC analogs with anti-inflammatory properties dissociated from adverse effects, such compounds have not been obtained so far. Here we provide compelling evidence that LSD1 acts as a GR co-activator in mediating muscle atrophy, and that LSD1-specific inhibition counteracts muscle wasting provoked by GC without affecting their anti-inflammatory activities.

Our cistrome analyses uncovered about 16,000 LSD1 binding sites, with an even distribution across TSS, intronic and intergenic locations, as described in other tissues^36,38^. Taking advantage of genetically engineered mice, in which LSD1 is selectively ablated in myofibers, we demonstrate that LSD1 recruitment to these sites is highly myofiber-specific, and directly coordinates the expression of ~1600 genes. Importantly, we unveiled a cooperation between GR and LSD1, the latter being recruited to muscle enhancers in a spatially constrained domain centered around GR binding sites. The comparison between GR and LSD1 cistrome datasets showed that LSD1 is recruited to most genes targeted by GR. Moreover, transcriptomic analysis revealed that in the absence of either GR or LSD1, half of the genes bound by both factors is down-regulated. Collectively, these data demonstrate that LSD1 potentiates GR activity to control gene expression in myofibers. Recently, LSD1 has been shown to transactivate the androgen receptor (AR), another member of oxosteroid receptor family that coordinates muscle homeostasis^39^. AR/LSD1 interaction is enhanced when AR presents CAG (poly-Q) expansions causing spinobulbar muscular atrophy (SBMA)^39^, suggesting that LSD1 exhibits distinct functional roles according to the oxosteroid receptor to which it is associated.

We previously showed that NRF1-bound promoters are topologically associated with GR-bound enhancers to regulate gene expression in mouse skeletal muscles^15^. In this study, we explored the interaction between GR, LSD1 and NRF1 in skeletal muscle gene regulation. ChIP-seq identified ~3000 NRF1 binding sites primarily at promoter regions linked to genes involved in proteolysis and oxidative phosphorylation. Furthermore, we provide evidence that LSD1 interacts with GR and NRF1, and that these interactions are required to stimulate gene expression, thereby establishing a functional link between GR at enhancer regions and NRF1 at promoter sites in myofibers. Using recombinant proteins, we provide evidence that the interaction between LSD1 and NRF1 is direct. As it was previously shown that GR and LSD1 also directly interact, these data indicate that GR, LSD1 and NRF1 are part of a macromolecular complex that promotes gene transcription.

Our previous studies revealed that LSD1 cooperates with NRF1 to control metabolic properties of adipocytes, by promoting the expression of most genes encoding subunits of the mitochondrial respiratory chain, and of *Tfam*, the major regulator of mitochondrial biogenesis^38^. 

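In gastrocnemius of LSD1 skm-/- mice, 72 of 77 genes encoding subunits of the respiratory chain complexes were higher than in Ctrl muscle when all 6 libraries were used, by a median log2 fold change of 0.11 (adjusted p = 0.000995 over 8 lists, limma's camera with a preset correlation of 0.01 on edgeR's fit). This call did not hold with limma's fry (adjusted p = 0.634) or with camera's estimated correlation (adjusted p = 0.853). With the library labelled Ctrl replicate 4 left out, 65 of the 77 genes were higher, with a median of 0.08 (camera's adjusted p = 0.293). The mean log2 CPM of the list was 7.72, 7.57, 7.48 and 7.53 in the libraries labelled Ctrl replicates 1 to 4, and 7.57 and 7.79 in LSD1 skm-/- replicates 1 and 2, so the groups overlapped. Leaving out LSD1 skm-/- replicate 2 turned the median of the OXPHOS gene set to -0.039. The 40 genes of fatty acid metabolism had a median of 0.04, with 28 higher (camera's adjusted p = 0.36), and the fatty acid metabolism gene set was at 0.121 without Ctrl replicate 1, 0.036 without the library labelled Ctrl replicate 4 and 0.091 without LSD1 skm-/- replicate 1. *Tfam* was at 47.75 ± 3.11 CPM in Ctrl (SD, n = 4) and 49.3 ± 0.782 CPM in LSD1 skm-/- muscle (SD, n = 2), a log2 fold change of 0.05 (adjusted p = 0.89, edgeR's quasi-likelihood test). GR (i)skm-/- libraries were not analysed here.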

In muscles, OXPHOS and fatty acid metabolism pathways were not found as enriched gene networks upon GR and LSD1 ablation. Instead, we unveiled genes involved in muscle mass regulation, thereby showing that the LSD1/NRF1 complex holds specific functions according to the cell type and the transcription factors with which it is associated. Interestingly, our motif search indicates that LSD1 might interact with some other transcription factors, such as MEF2C or SIX2 at enhancer regions, suggesting that LSD1 might hold other functions in myofibers that remain to be determined.

Importantly, GR and LSD1 cooperate to control gene expression in skeletal muscles in the presence to both low and high GC levels, and the GR/LSD1 complex is required to promote fasting- and DEX-induced atrophy of fast-twitched muscle fibers. Even though GR and LSD1 are expressed and co-localize in every type of muscle from the limb, their glucocorticoid-dependent action on muscle wasting is clearly predominant in type-2 fibers, suggesting that an additional critical co-regulator is missing in slow-twitched muscles, which would be interesting to characterize.

Our results reveal that the molecular mechanism by which GR and LSD1 control gene expression differs upon starvation or pharmacological treatment. Both GR^(i)skm-/-^ and LSD1^(i)skm-/-^ mice are resistant to fasting induced muscle wasting. In addition, the major signaling pathways controlling protein degradation, such as ubiquitin proteasome system and autophagy, are similarly impaired in skeletal muscles of both GR^(i)skm-/-^ and LSD1^(i)skm-/-^ mice. Furthermore, as we provide evidence that GR and LSD1 interact during fasting, our data show that most pathways involved in fasting-induced muscle wasting and impaired by LSD1 ablation are GR-dependent. Muscle wasting can also be caused by additional pathways, including insulin or IGF1 signaling that activate AKT/MTOR cascade. Upon muscle atrophy, this signalization is impaired, thereby contributing to decreased protein synthesis. All these cascades are largely interconnected, as GR negatively regulates the AKT/MTOR pathway. However, since the starvation-induced loss of insulin signaling is not due to muscle defects, it is unlikely that myofiber LSD1 has any contribution in this process by interacting with additional transcription factors. ChIP experiments unveiled that food deprivation promotes GR binding to additional locations. Even though GR and LSD1 interact after a 24 h fast, LSD1 recruitment at GR-bound genes is impaired after 6 h of food deprivation. In the absence of LSD1 or GR, muscle mass was not reduced by food deprivation, showing the GR/LSD1 complex is crucial in promoting muscle wasting during food deprivation. Note that epididymal fat mass was even more reduced in LSD1^(i)skm-/-^ and GR^(i)skm-/-^ mice than in controls, most probably as a compensatory mechanism to maintain glucose levels. Together, these data show that LSD1 is required to promote GR-dependent muscle atrophy.

In response to DEX treatment, LSD1 and GR levels declined at 24 h, and went back to basal levels after 3 days. Similar observations were made for GR in spleen^31^, suggesting a common DEX-dependent regulatory mechanism of GR expression in various tissues. Our data show that DEX promotes muscle wasting of fast-twitched myofibers in control mice, but not in GR^(i)skm-/-^ mice, in agreement with previous reports^31^, nor in LSD1^(i)skm-/-^ mice, indicating that the GR/LSD1 complex is required for DEX-induced muscle atrophy. However, in contrast to food deprivation, GR and LSD1 binding to enhancer regions of target genes was induced after DEX treatment. Moreover, LSD1 ablation impaired DEX-induced GR recruitment at chromatin. Our genetic data were further supported by pharmacological inhibition of LSD1. These results are in sharp contrast with those of Araki et al.^40^, who recently reported that LSD1 loss enhances GC-induced muscle atrophy. They investigated LSD1 mutant mice in which exons 5 and 6 encoding for the C-terminal part of the SWIRM domain were deleted, potentially resulting in a C-terminal truncated protein encompassing the N-terminal, that could not be detected with the anti-LSD1 antibody ab17721, that is directed against LSD1 C-terminal region. Thus, as the N-terminal SWIRM region is key for the interaction with co-factors^41,42^, a truncated LSD1 protein might have dominant negative effects. In contrast, in our study LSD1 ablation, determined using a N-terminal antibody (targeting aa 35-141), was assessed by deleting exon 1, leading to a frame shift in exon 2 that generates a stop codon, thereby preventing protein translation. An additional explanation for the observed discrepancies may originate from the overall design of the experiment. Indeed, the authors initiated the DEX treatment concomitants with the Tamoxifen administration for inducing *Lsd1* ablation. This approach presents two key issues, which are (1) an incomplete deletion of LSD1 protein and (2) a crosstalk between LSD1 and the two hormones^43–47^. Thus, the combination of our knock-out mouse models and the use of a LSD1-specific inhibitor reinforce our conclusions showing that LSD1 promotes GR-dependent gene expression.

In the presence of both natural and synthetic elevated GC levels, LSD1 demethylase activity is crucial for the action of the GR/LSD1 complex on gene expression. Even though LSD1 recruitment at GR-bound genes is reduced 6 h post-food deprivation, this time lapse is sufficient to demethylate H3K9 at anti-anabolic and catabolic genes, thereby promoting their expression. Interestingly, we found that the decrease in FAD content follows that of H3K9 methylation levels. Even though it is commonly admitted that FAD is required for LSD1 activity by binding to the amine oxidase-like (AOL) domain^17,48–50^, to our knowledge, it was never investigated whether the presence of FAD is mandatory for LSD1 binding to the chromatin. We can thus speculate that upon starvation, FAD content becomes limiting, thereby affecting LSD1 folding and activity, ultimately leading to its release from the chromatin.

Previous studies have identified several LSD1 inhibitors, including CC-90011, Tranylcypromine, ORY1001 and GSK2879552^51,52^. CC-90011 binds rapidly and reversibly to the FAD cofactor within the LSD1 pocket and inhibits its activity, leading to changes in chromatin structure and gene expression^25^. IC50 of CC-90011 is of 0.25 nM, whereas Tranylcypromine irreversibly inhibits LSD1 with an IC50 value of 20.7 µM. This distinction underscores CC-90011 as a highly potent, selective, reversible and orally active LSD1 inhibitor. We show that CC-90011 strongly attenuates DEX-induced muscle wasting in mice, without impairing anti-inflammatory activities in physiological conditions and in a model of IBD. CC-90011 molecular function is achieved by preventing LSD1 recruitment to chromatin, thereby impacting GR transcriptional activity in muscle tissue. We also establish that DEX effectively alleviates colitis symptoms induced by DSS, confirming its anti-inflammatory efficacy. Notably, co-administration of the LSD1 inhibitor CC-90011 with DEX does not impair DEX anti-inflammatory effects, showing that LSD1 inhibition can selectively reduce GC-induced muscle atrophy without affecting their therapeutic benefits. This finding is crucial for conditions like IBD, for which GC are the first line of treatment. Furthermore, we show that CC-90011 and DEX combination therapy does not adversely affect immune cell dynamics, indicating a promising approach to optimize inflammatory condition treatments by balancing anti-inflammatory benefits with muscle protection. It is to note that a treatment with CC-90011 alone limits DSS-induced spleen hypertrophy and slightly improves colon inflammation. Since CC-90011 is currently under clinical trials for AML, SCLC and solid tumor treatment^53^, and counteracts DEX-induced catabolism of human myofibers, this compound is a promising candidate to attenuate GC muscular side effects in patients.

Together, by combining functional phenotypic and genome-wide analyses, we provide evidence that LSD1 acts as a GR co-activator to mediate GC-induced muscle atrophy. These findings shed insight into the molecular mechanisms underlying the iatrogenic effects of GC. Moreover, we demonstrate that pharmacological inhibition of LSD1 circumvents GC iatrogenic effects in skeletal muscles, while retaining their anti-inflammatory properties. Thus, our study opens perspectives to improve long-term GC treatments.

## Methods

### Mouse studies

To selectively ablate LSD1 in skeletal muscle fibers, LSD1^L2/L2^ floxed mice, in which exon 1 is flanked with 2 LoxP sites^54^, were intercrossed with HSA-Cre mice^55^, to generate control (LSD1^L2/L2^) and LSD1^skm-/-^ mutant male mice. Alternatively, LSD1^L2/L2^ mice were intercrossed with HSA-CreER^T2^ mice^29^, and seven-week-old LSD1^L2/L2^ control male mice and HSA-CreER^T2^/LSD1^L2/L2^ sex-matched somatic pre-mutant littermates were intraperitoneally injected with Tamoxifen (1 mg/mouse/day) for 5 days to generate control (Ctrl) and LSD1^(i)skm-/-^ mutant mice, respectively, as described^29^. GR^(i)skm-/-^ mice were previously described^15^. All mice were on a C57Bl/6J background. Primers used for genotyping are listed in Supplementary Table 1.

Mice were maintained in a controlled temperature (19−23 °C) and humidity (40−60%) animal facility, with a 12-h light/dark cycle. Standard rodent chow (2800 kcal/kg, Usine d’Alimentation Rationelle, Villemoisson-sur-Orge, France) and water were provided *ad libitum*. Breeding and maintenance of mice were performed according to institutional guidelines. All experiments were done in an accredited animal house, in compliance with French and EU regulations on the use of laboratory animals for research. Intended manipulations were approved by the Ethical committee (Com’Eth, Strasbourg, France) and authorized by the French Research Ministry (MESR), conforming to the 2010/63/EU directive (APAFIS numbers: 2015-26, 37660, 39468 and 45167).

Food deprivation experiments were initiated one month after the last tamoxifen injection. Dexamethasone (Sigma; product D1756-1G) was dissolved at 20 mg/ml in EtOH, diluted at 3 mg/ml in oil, and intraperitoneally administrated at 10 mg/kg. LSD1 inhibitor CC-90011 was administrated *per os* at 5 mg/kg in 0.5% methylcellulose (Sigma; product M0512-110G; viscosity, 4000 centipoises [cP]). Both compounds were administrated one month after the last tamoxifen injection for one or three days.

Colitis was induced by 3% DSS (MP Biomedicals, France) added to the drinking water for 6 days. Daily assessments included water intake, body weight change, and clinical signs to calculate a clinical disease score. Each signal presented by the animal corresponded to one point and the sum of points for each mouse generated a clinical score. Dexamethasone and CC-90011 were administered daily from the 3rd to the 5th day of colitis at 10 mg/kg and 5 mg/kg, respectively.

CBC analysis was performed by the ICS phenotyping platform^56^. Limb grip strength was measured with a Grip Strength Meter (Bioseb), with three consecutive tests per session and recording mean and maximal values for each mouse^15^.

Mice were euthanized by cervical dislocation, and tissues were immediately harvested, weighed, and either frozen in liquid nitrogen or processed for biochemical and histological analysis.

### Histological analysis

Hematoxylin and eosin staining and ultrastructural analyses were performed as described^57^. Images were acquired using a NanoZoomer S210 scanner (Hamamatsu) and a Mega View III camera (Soft Imaging System), respectively. Immunofluorescence analysis was performed as described^57,58^ with anti-LSD1 (C-terminal, R. Schüle, #3544, 1:500) and anti-GR (Santa Cruz, sc393232, 1:500) antibodies. Rabbit and mouse IgGs (Santa Cruz, sc2357, sc 2025, 1:1000) were used as control. Sections were observed under Leica epifluorescence and confocal microscopes.

### Fiber cross-sectional area measurements

Muscle cross-sections were stained with dystrophin (Abcam, ab15277, 1:500) to mark the sarcolemma surrounding each fiber. CSAs were quantified using the FIJI image-processing software as described^58^. In brief, individual fibers were identified based on the intensity and continuity of the dystrophin-stained sarcolemma surrounding each fiber by segmentation. Areas were measured after background subtraction, automated thresholding and analyzed with the Qupath software.

### Flavin adenine dinucleotide (FAD) measurement

The assessment of FAD levels in skeletal muscles was conducted utilizing the FAD Assay Kit (ab204710, Abcam) in accordance with the manufacturer’s guidelines. Briefly, skeletal muscles were lysed in ice-cold FAD Assay Buffer, and deproteinization with Perchloric acid/potassium hydroxide. FAD levels were determined through a colorimetric assay. FAD measurements were carried out concurrently and standardized to RNA concentrations, as ascertained by the NanoDrop spectrophotometer (Thermo Fisher).

### FACS analysis

Spleens were processed into a sterile 35 mm culture dish with PBS containing 1 mM EDTA, using a syringe plunger to crush the tissue. The cell suspension was filtered through a 70 µm strainer to remove clumps and washed with PBS. Cells were incubated for 10 min on ice with anti-CD45, anti-CD11b, anti–Ly-6G (Gr-1), anti-Ly-6C, and anti-F4/80 antibodies for the myeloid panel, or with anti-CD3ε, anti-CD4, anti-CD8a for the T-cells panel (Supplementary Table 4). Antibodies dilutions were prepared in DMEM (4.5 g/l glucose, 1% Penicillin/Streptomycin solution, and 2% bovine serum albumin, without phenol red). After washing, cells were analyzed using a BD LSR II flow cytometer and the FlowJo software.

### Cell culture

LHCN-M2 myoblasts^59^ were kindly gifted by Dr. Jocelyn LAPORTE (IGBMC, Strasbourg University, France). Cells were grown in a 4:1 ratio of Dulbecco’s modified Eagle medium (DMEM, Gibco, Cat # 10566016)/M199 (Gibco, Cat# 31150022) medium, supplemented with 15% heat-inactivated fetal calf serum (FCS), fetuin (25 µg/mL), human insulin (5 µg/mL), human EGF (5 ng/mL), human bFGF (0.5 ng/mL) and gentamycin (40 µg/mL). After reaching 80% confluency, cells were differentiated in DMEM (4.5 g/l glucose, 2% of heat-inactivated horse serum (HS), 1% Penicillin/Streptomycin solution) for 5 days. Cells were treated with CC-90011 (100 nM in DMSO) and/or DEX (100 nM in EtOH) for 24 h. Immunocytofluorescence assay was performed by incubating fixed LHCN-M2 cells with anti-LSD1 (R. Schüle, #3544, 1:500) and anti-GR (Invitrogen, MA1-510, 1:500) antibodies. Observations were made under a Leica confocal microscope.

C2C12 myoblasts (ATCC CRL-1772) were grown in DMEM (1 g/L glucose and 20% FCS). To induce myogenesis, the medium was switched to DMEM (1 g/L glucose and 2% HS) for 5 days. Cells were transfected with 30 pmol siRNA against GR (5’-GCUUUGCUCCUGAUCUGAUUAUUAA-3’), Lsd1 (5′-CCCAAAGAUCCAGCUGACGUUUGAA-3′), Nrf1 (5’-CCACACACAGUAUAGCUCAUCUCGU-3’), or a scrambled control (5’-AGGUUCCGUGUACGUAAGACAAACU-3’) (Invitrogen) using Lipofectamine RNAimax (Invitrogen) according to the manufacturer’s instructions, two days before and one day after myogenic induction.

### RNA extraction and analysis

Muscles, C2C12 and LHCN-M2 cells were homogenized in TRIzol reagent (Life Technologies, Darmstadt, Germany). RNA was isolated using a standard phenol/chloroform extraction protocol, and quantified by spectrophotometry (Nanodrop, Thermo Fisher). 2 µg of total RNA underwent reverse transcription using SuperScript IV (Life Technologies) with oligo(dT) primers, according to the supplier’s protocol. cDNA was diluted hundred times and quantitative PCR (qPCR) was performed with a Lightcycler 480 II (Roche) using the SYBR® Green PCR kit (Roche) according to the supplier’s protocol (2 µl cDNA, 4.8 µl H2O, 5 µl Syber Green 2x mix and 0.2 µl of 100 µM primer mix). Primers are described in Supplementary Table 2. *18* *S* and *RPLP0* were used as internal controls for mouse and human samples, respectively. Data were analyzed using the standard curve^60^ and ∆∆Ct^61^ methods. Primer efficiency was calculated as Eff = 100*10^ ((−1/The Slope Value)−1).

For RNA-seq, RNA integrity was confirmed by Bioanalyzer. cDNA library was prepared, and sequenced with the standard Illumina protocol (HiSeq 2000, single-end, 50 bp) following the manufacturer’s instructions. Image analysis and base calling were performed using RTA 2.7.7 and bcl2fastq 2.17.1.14. Adapter dimer reads were removed using DimerRemover (-a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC). FastQC 0.11.2 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) was used to evaluate the quality of sequencing. Reads were mapped to the mouse mm10 genome (NCBI Build 38) using htseq-count (Version 0.9.1)^62^. Only uniquely aligned reads were retained for further analyses. Gene expression was quantified with HOMER. For comparison among datasets, transcripts with more than 50 raw reads were considered. Differentially expressed genes (DEGs) were identified using the Bioconductor libraries DESeq2^63^ with a *p* < 0.05 and a fold change excluding values between 0.77 and 1.3. 

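Applied to the 6 libraries by their deposited labels, DESeq2's Wald test with these thresholds called 836 of the 11364 tested genes between Ctrl and LSD1 skm-/- muscle, 426 higher and 410 lower in the latter. Without the limit on the fold change the number was 1105, and 46 genes had a Benjamini-Hochberg adjusted p-value under 0.05 in DESeq2. For some of the 11364 genes, *Kcnk1* and *Pla2g5* among them, DESeq2 gave no adjusted p-value by the labels. In the absence of the library labelled Ctrl replicate 4, in which *Kdm1a* goes against the label, DESeq2 called 1664 genes with both thresholds, 1062 higher and 602 lower. This last combination was chosen after the data were seen.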

Pathway analysis was done using WebGestalt^64^ using the Over-Representation Analysis (ORA) method and a *p* < 0.05. Heatmaps of normalized expression values were generated with Cluster 3.0^65^ and MORPHEUS. Genes were clustered according to the hierarchical method (HCL clustering) using gene tree, the Pearson correlation and average linkage.

### Muscle nuclei isolation

Nuclei were isolated from mouse skeletal muscles as described^66^. In brief, muscles were homogenized in hypotonic lysis buffer [10 mM HEPES-KOH pH 7.3, 10 mM KCl, 5 mM MgCl2, 0.1% NP-40, 0.1 M PMSF, protease inhibitor cocktail (45 µg/mL; Roche)]. For ChIP-qPCR and ChIP-seq experiments, lysates were fixed with 1% paraformaldehyde (PFA) for 10 min, and neutralized with 125 mM glycine for additional 10 min. After further homogenization with a loose dunce and centrifugation at 1000 g for 5 min at 4 °C, pellets were resuspended in ice-cold hypotonic buffer, sequentially filtered through 70 µm and 40 µm strainers, and centrifuged at 1000 g for 5 min at 4 °C to collect the nuclei.

### Cell cytoplasm and nuclei protein extraction

Cells were lysed in 200 μL of Cytosolic buffer [10 mM HEPES, 60 mM KCl, 1 mM EDTA, 0.075% (v/v) NP40, 1 mM DTT, and 1 mM PMSF (pH 7.6)], and incubated on ice for 8 min. After centrifugation at 400 g for 5 min, supernatants were collected as cytosolic fractions. Nuclei pellets were resuspended in 100 μL of nuclear buffer [20 mM Tris HCl, 420 mM NaCl, 1.5 mM MgCl_2_, 0.2 mM EDTA, 1 mM PMSF and 25% (v/v) glycerol (pH 8.0)], and incubated for 10 min on ice. After centrifugation at 15,000 g for 10 min, supernatants were collected as the nuclear fractions.

### Protein analysis

To isolate proteins, purified nuclei were resuspended in RIPA buffer [50 mM Tris, pH 7.5, 1% NP40, 0.5% sodium deoxycholate, 0.1% SDS, 150 mM NaCl, 5 mM EDTA and protease inhibitor cocktail (45 mg/ml, Roche, 11 873 580 001)] and incubated for 10 min at 4 °C.

For total muscle protein extraction, tissues were grounded in RIPA buffer at 4 °C, centrifuged at 12,000 g for 10 min, and supernatant was retained for further analyses.

For western blot analyses, homogenates were separated in polyacrylamide gels, transferred to Hybond nitrocellulose membranes (Amersham Biosciences), and probed with specific antibodies targeting LSD1 (C-terminal, R. Schüle, #3544, 1:1000), GR (C-terminal, IGBMC, #3249, 1:500), NRF1 (ab55744, Abcam, 1:1000), phospho-mTOR (Ser2448, Cell Signaling, 1:1000), mTOR (Cell Signaling, 1/500), phospho-4E-BP1 (Thr37/46, Cell Signaling, 1/1500), 4E-BP1 (53H11, Cell Signaling, 1:1500), phospho-FOXO3a (Ser318/321, Cell Signaling, 1:1000), FOXO3a (Cell Signaling, 1:1000), phospho-Akt (Thr308, Cell Signaling, 1:1000), Akt1 (2H10, 1:500), phospho-GSK3B (Ser9, 5B3, Cell Signaling, 1:1500), GSK3B (BD Transduction Laboratories, 1:1000), LC3B (GT1187, Genetex, 1:1000), P62 (ab56416, abcam, 1:5000), β-ACTIN (Santa Cruz, sc-4778, 1:5000), α-TUBULIN (IGBMC, 1Tub2A2, 1:5000), and GAPDH (#2118, Cell Signaling, 1:5000). Secondary antibodies conjugated to horseradish peroxidase (Jackson ImmunoResearch, 1:10,000) were detected using an enhanced chemiluminescence detection system (ECLplus, GE Healthcare) and an AI600 imager (GE Healthcare). Protein quantification was assessed by the FIJI/ImageJ distribution software (https://imagej.net/ImageJ)^67^. All uncropped blots and gels are presented in the Source Data file.

For Immunoprecipitation assays, 200 µg of muscle nuclear extracts were incubated with 5 µg of specific rabbit antibodies against GR (N-terminal, IGBMC, #3249), LSD1 (C-terminal, R. Schüle, #3544) or NRF1 (ab175932, Abcam), or control rabbit IgGs (Santa Cruz, sc2357) with Dynabeads protein G (Thermo Fisher Scientific, 10004D) in IP buffer, and processed for western bot analyses^68^. The loading volumes on the gel were adapted to optimize interaction visualization. In brief, the 40 µl obtained after IP of Ab1 were loaded as 10 µl for western blot detection with Ab1 and 30 µl for western blot detection with Ab2. Membranes were incubated with mouse anti-rabbit IgG (L27A9 Conformation Specific, Cell signaling, 1:5000) for 1 h at room temperature before addition of the secondary antibodies following manufacturer’s instructions.

### Chromatin immunoprecipitation

ChIP followed by qPCR analysis (ChIP-qPCR) was performed on skeletal muscle nuclear extracts as described^66^, using 5 µg anti-GR (C-terminal, IGBMC, #3249), anti-NRF1 (Abcam, ab175932), anti-LSD1 (C-terminal, R. Schüle, #20752) and anti-H3K9me2 (Active Motif, #39239), or a rabbit IgG (Santa Cruz, sc2357) negative control bound to protein Dynabeads protein G (Thermo Fisher Scientific, 10004D)^36^. Primers used for ChIP-qPCR are described in Supplementary Table 3.

For re-ChIP assays, after initial overnight immunoprecipitation, beads were washed, incubated in re-ChIP elution buffer for 30 min at 37 °C, and diluted 20-fold with ChIP dilution buffer supplemented with 50 μg BSA and protease inhibitor. A second immunoprecipitation reaction was performed with specific antibodies or control rabbit IgG. Protein–DNA complexes were eluted and reverse cross-linked for analysis^69^.

For ChIP-seq analysis, libraries were prepared from 5 µg GR (C-terminal, IGBMC, #3249), LSD1 (C-terminal, R. Schüle, #20752), NRF1 (Abcam, ab175932), H3K9me1 (Active Motif, #39249) and H3K9me2 (Active Motif, #39239) immunoprecipitated DNA from skeletal muscle nuclear extracts as described^66^. ChIP-seq libraries were sequenced with an Illumina Hiseq 4000 as single-end 50 bp reads, and mapped to the mm10 reference genome using Bowtie 1.1.2^70^. Uniquely mapped reads were retained for further analysis. Reads overlapping with ENCODE hg38 blacklisted region V2 were removed using Bedtools^71^. Bigwig files were generated using Homer^72^ software makeUCSCfile script with default parameters and scaled to 1e7 reads. MACS2 (2.2.7.1) algorithm (https://github.com/taoliu/MACS/)^73^ was used for the peak calling and the appropriate input DNA from each sample was used as control. All peaks with an FDR greater than 0.01 were excluded from further analysis. The genome-wide intensity profiles were visualized using the IGV genome browser (http://software.broadinstitute.org/software/igv/)^74^. HOMER was used to annotate peaks and for motif searches^72^. De novo identified motifs were referred to as follow: R = purine (G or A); Y = pyrimidine (T or C). Genomic features (promoter/TSS, 5’ UTR, exon, intron, 3’ UTR, TTS and intergenic regions) were defined and calculated using Refseq and HOMER according to the distance to the nearest TSS. Clustering analyses were done with the seqMINER software^75^, and clustering normalization was done with the K-Means linear option. Venn diagrams were generated with Venny (https://bioinfogp.cnb.csic.es/tools/venny/). Pathway analysis was performed with WebGestalt using the Over-Representation Analysis (ORA) method^64^.

Parameters were set as default, with the exception of the following: Bowtie (-m 1 -- strata -- best - y - S - l 40), MACS2 [callpeak -- gsize 1.87e9 -- nomodel -- extsize 150 -- broad --keep-dup auto], seqMINER (input bed files normalized to 20 million reads per sample).

ChIP-seq and ChIP-qPCR analyses have been performed on different muscle samples.

### In vitro interaction assays

LSD1 cDNA (encoding aa 2-852) was cloned into a pDEST8 vector with a C-terminal hexahistidine tag sequence, and protein was expressed in Sf21 insect cells using the baculovirus technology. NRF1 cDNA was cloned into pET28a vector (Twist Bioscience) with of a hexahistidine tag sequence and expressed in BL21 *Escherichia coli*. Cells were resuspended in lysis buffer (20 mM Tris-HCl, pH 7.5, 400 mM NaCl, 10% glycerol, 1 mM CHAPS, 0.1% Nonidet P-40, 1 mM TCEP, 10 mM imidazole), sonicated, and centrifuged at 10,000 g. Supernatants were processed through a HisTrap FF crude column (GE Healthcare), and proteins were eluted with 300 mM imidazole. Further purification was done using a Superdex S200 10/300 column (Cytiva) in a SEC buffer (50 mM Hepes, pH 7.5, 300 mM NaCl, 2 mM MgCl_2_, 10% glycerol, 2 mM CHAPS, 0.1% Nonidet P-40, 1 mM TCEP). Protein purity and homogeneity were confirmed by SDS/PAGE.

For immunoprecipitation assays, Dynabeads protein G (Thermo Fisher Scientific, 10004D) were pre-cleaned with SEC buffer, and incubated with 5 µg anti-LSD1 antibody (R. Schüle, #3544) or control rabbit IgG (Pepro Tech, 500-P00-500 UG). Purified LSD1 (1 nmol) was added to the beads, followed by the addition 1 nmol NRF1. The mixture was incubated in SEC buffer at 4 °C for 3 h. Washing steps were carried out in SEC buffer with increasing amount of NaCl (400 mM to 1000 mM). Proteins were eluted in Laemmli buffer and analyzed on an 8% polyacrylamide SDS gel, with 10% of the purified proteins used as an input fraction.

### Th cells isolation and differentiation

Th17 polarization was performed as described^76^ with minor changes. Antibodies information is detailed in Supplementary Table 5. Briefly, cells from peripheral and mesenteric lymph nodes of C57BL/6 mice were stained anti-CD16/CD32 blocking antibodies, anti-CD4, anti-CD8, anti-CD44, anti-CD25, anti-NK1.1, and anti-TCRgd antibodies in PBS with 10% heat-inactivated FCS for 15 min on ice. Naïve CD4 T cells (CD4 + , CD8-, CD44lo, TCRgd-, NK1.1-) were sorted using a FACS ARIA Fusion (BD Biosciences) with a purity >98%. Naive CD4 T cells (4×10^4^/well) were then activated with anti-CD3 (clone 2C11) and anti-CD28 (clone 37.51) antibodies, both pre-coated overnight in PBS at 4 °C on a nunc-immuno 96 well plate, with (Th17 conditions) or without (Th0 conditions) IL-6 (10 ng/ml) and TGFb1 (0.125 ng/ml) in the presence of neutralizing anti-IFNg and anti-IL-4 Abs (10 µg/ml each) in Iscove’s Modified Dulbecco’s Medium (IMDM) containing 10 % inactivated FCS, Glutamax, 10 mM Hepes, sodium pyruvate and Beta-mercaptoethanol (200 µl/well). After 3 days of culture in the presence of vehicle, DEX (100 nM) and/or CC-90011 (100 nM), cells were stimulated with phorbol-12-myristate-13-acetate (PMA) plus ionomycin (0.5 µg/ml each) and GolgiPlug (1/1000) for 2 h, stained with the BD HorizonTM fixable viability stain 780 Zombie, then with anti-CD4 antibody, fixed and permeabilized using the Intracellular Fix & permeabilization set (eBioscience) and stained with anti-IL-17 and anti-IFNg antibodies. Protein expression was analyzed on live CD4 + T cells using a flow cytometer symphony A1 (BD Biosciences).

### Statistical analysis

No statistical method was used to determine animal’s sample size. Sample size was chosen based on experience with the used experimental models in the field of cell biology and animal experiments. The number of samples and independent biological experimental repeats are indicated in the figure legends. Data are represented as mean±SEM. Significance was determined using GraphPad Prism software (www.graphpad.com, GraphPad Software).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The raw and processed high-throughput sequencing datasets including RNA-seq and ChIP-seq data generated in this study have been deposited to the Gene Expression Omnibus (GEO) database under the accession number GSE230547. All remaining data is available in the Article, Supplementary and Source Data files. Source data are provided with this paper.

# Supplementary material for: LSD1 inhibition circumvents glucocorticoid-induced muscle wasting of male mice
**Source:** Nat Commun. 2024 Apr 26;15:3563. doi: 10.1038/s41467-024-47846-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **LSD1 inhibition circumvents glucocorticoid-induced muscle wasting**

Qingshuang Cai, Rajesh Sahu, Vanessa Ueberschlag-Pitiot, Sirine Souali-Crespo, Céline Charvet, Ilyes Silem, Félicie Cottard, Tao Ye, Fatima Taleb, Eric Metzger, Roland Schuele, Isabelle M.L. Billas, Gilles Laverny, Daniel Metzger, Delphine Duteil

## Supplementary figures

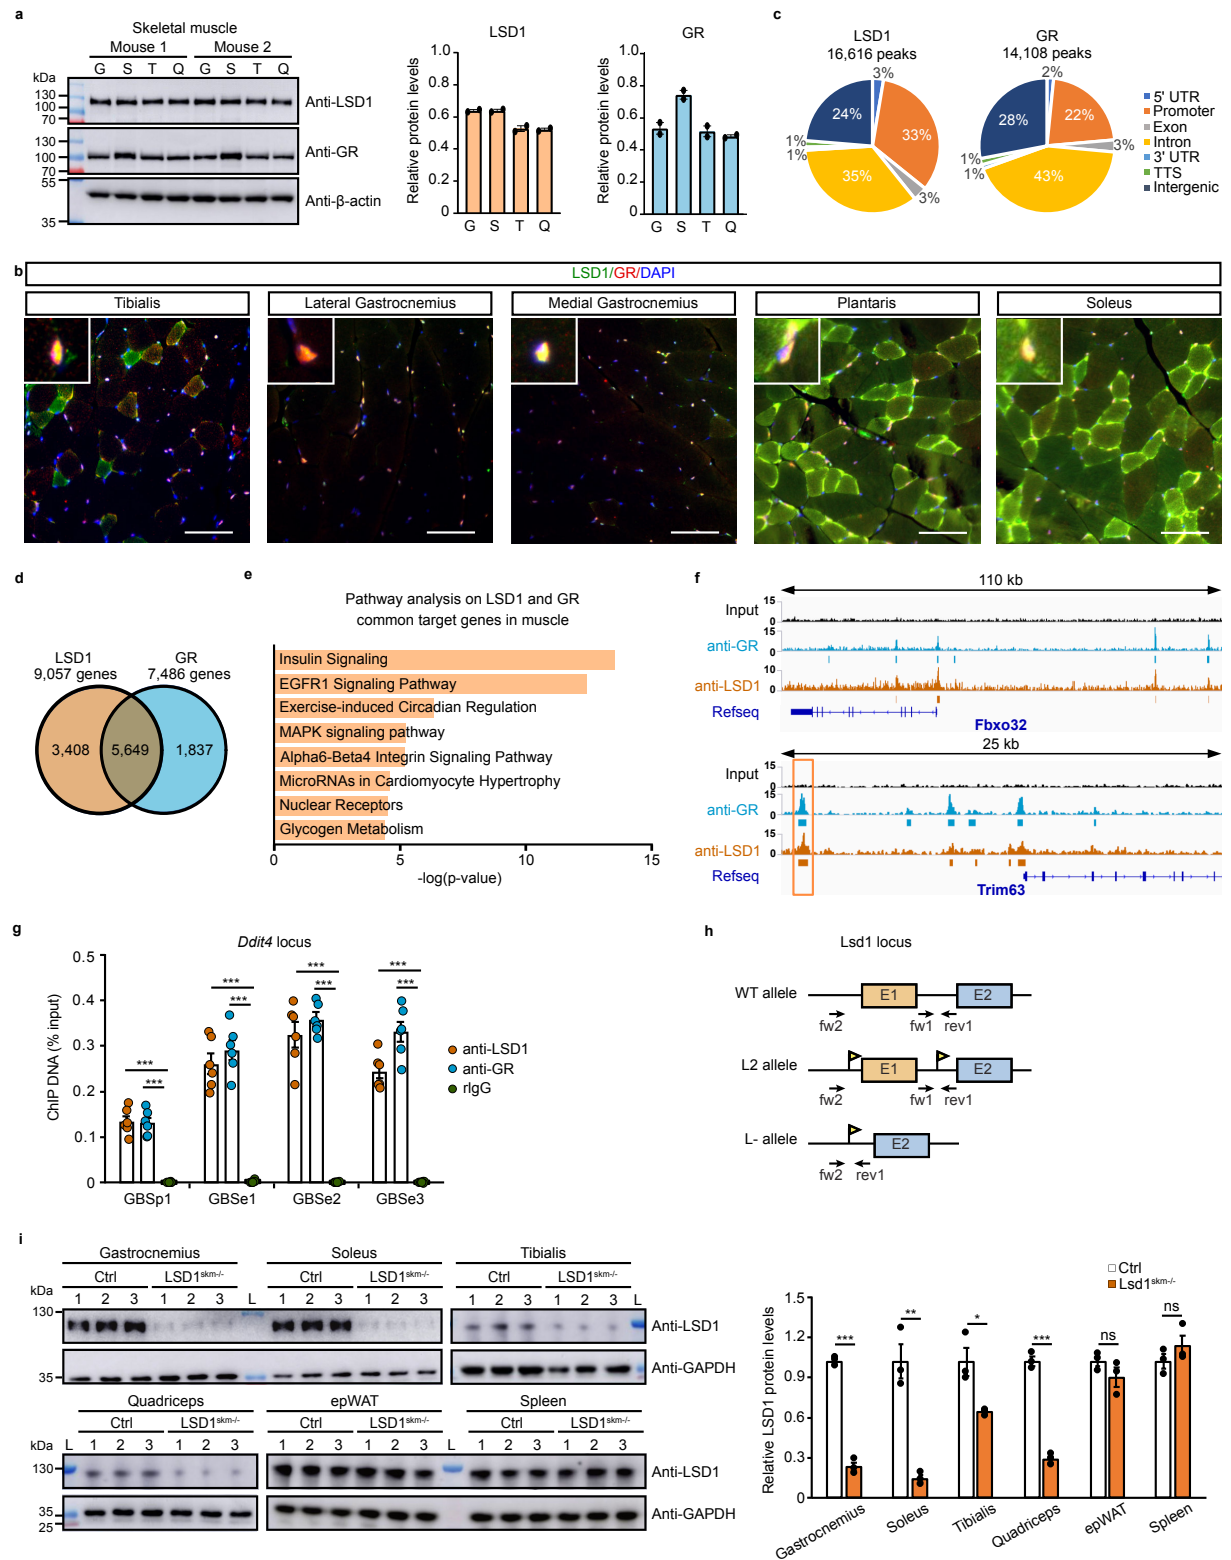

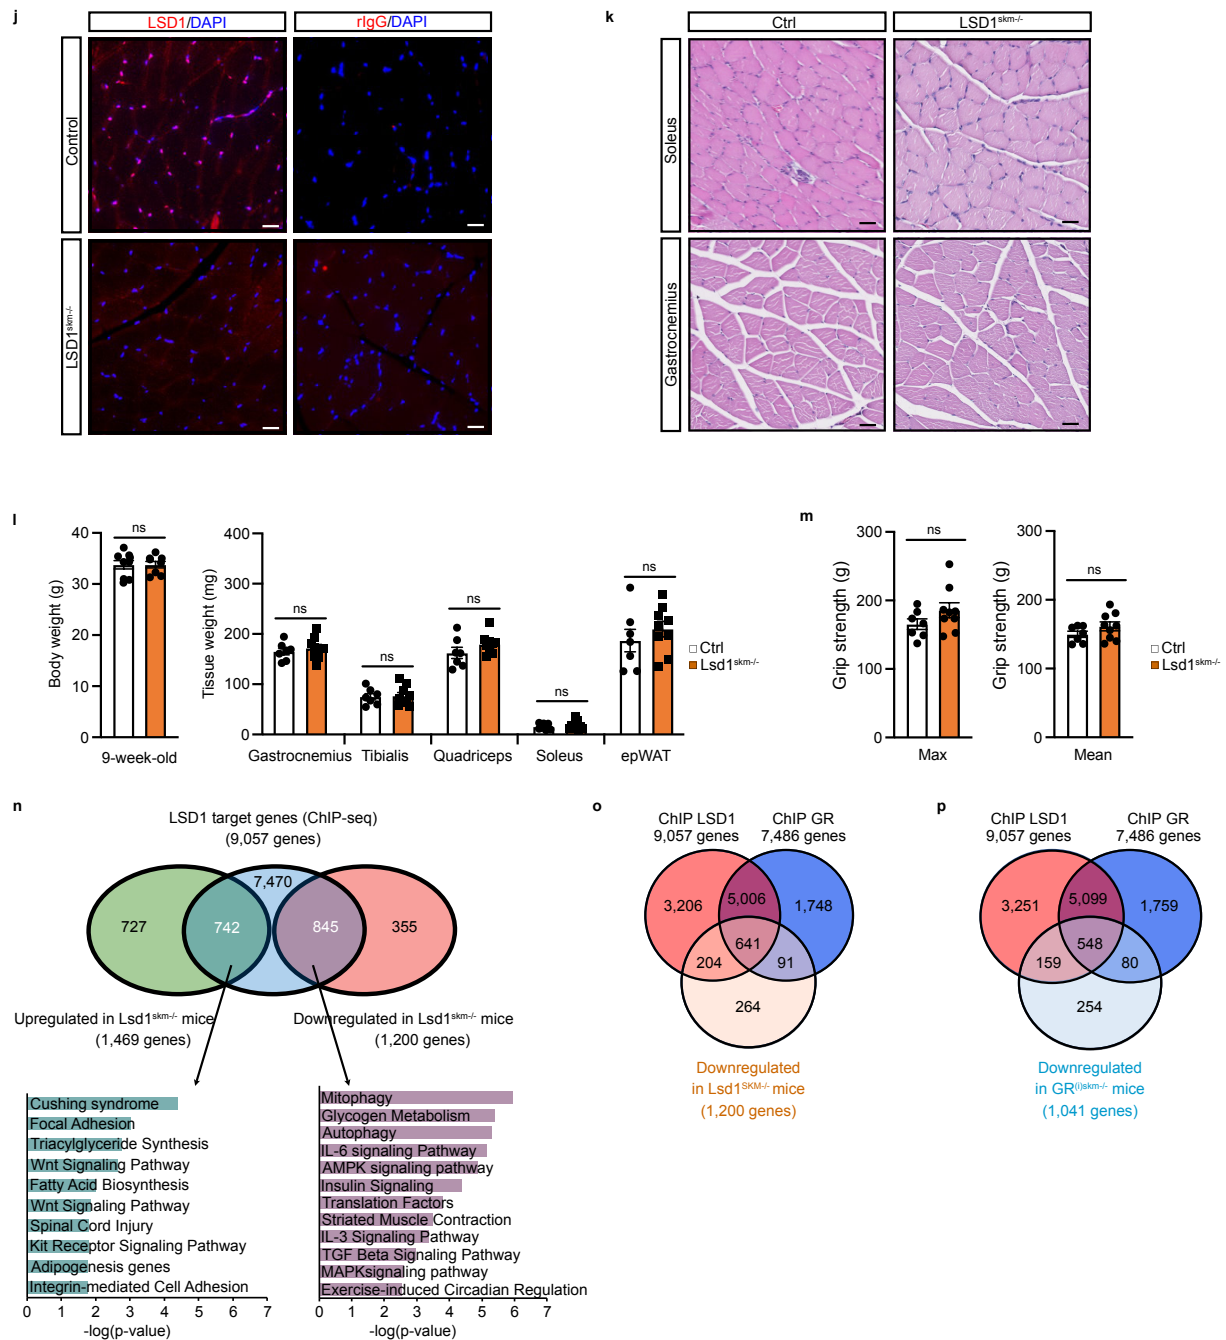

### Supplementary Fig. 1. Control of gene expression by GR and LSD1 at physiological glucocorticoid levels.

**a.** Representative western blot analysis (left) and corresponding quantification (right) of LSD1 and GR protein levels in gastrocnemius (G), soleus (S), tibialis (T) and quadriceps (Q) muscles of 9-week-old wild type mice.  $\beta$ -actin was used as a loading control. **b.** Representative immunofluorescent detection of LSD1 (green) and GR (red) in tibialis, lateral and medial gastrocnemius, plantaris, soleus muscles of 9-week-old wild-type mice. Nuclei were stained with DAPI. Slow-twitch fibers are visible in green due to auto-fluorescence. A zoomed-in view of the confocal observation is shown on the right panel. Scale bar, 100  $\mu$ m. N=3. **c.** Pie chart depicting the genomic location of LSD1 (left) and GR (right) binding in mouse skeletal muscles. **d.** Overlap between genes bound by LSD1 or GR in skeletal muscles. **e.** Pathway analysis on LSD1 and GR common target genes in skeletal muscles. **f.** Localization of GR and LSD1 at the *Fbxo32* and *Trim63* loci. The region of *Trim63* that will be hereafter considered for ChIP-qPCR analyses is boxed. **g.** ChIP-qPCR analysis at the indicated locations of the *Ddit4* locus with anti-LSD1 and anti-GR antibodies, or a rabbit IgG in skeletal muscle of wild-type mice. N=6. Mean  $\pm$  SEM. Two-way ANOVA with Tukey correction. \*\*\*,  $p < 0.001$ . **h.** Schematic representation of wild type (WT), floxed (L2) and Cre-mediated exon 1 deleted (L-) *Lsd1* alleles. LoxP sites are shown by arrowheads. Primers used for allele characterization are depicted by arrows and sequences are in Supplementary Table 1. **i.** Representative western

blot analysis (left) and corresponding quantification (right) of LSD1 protein levels in gastrocnemius, soleus, tibialis and quadriceps muscles, epididymal white adipose tissue (epWAT) and spleen of 9-week-old ctrl and LSD1<sup>skm-/-</sup> mice. GAPDH was used as a loading control. L: ladder. N=3 mice. Mean  $\pm$  SEM. Two-tailed t-test. ns: non-significant; \*, p<0.05; \*\*, p<0.01; \*\*\*, p<0.001. **j.** Representative immunofluorescent detection of LSD1 or rabbit IgG (red) in gastrocnemius of 10-week-old control, LSD1<sup>skm-/-</sup> mice. Nuclei are stained with DAPI (blue). N=12. Scale bar, 50  $\mu$ m. **k.** Representative H&E staining of soleus and gastrocnemius tissue of Ctrl and LSD1<sup>skm-/-</sup> mice. Scale bar, 50  $\mu$ m. N=3. **l.** Body, gastrocnemius, tibialis, quadriceps and soleus muscles, and epWAT mass of 9-week-old Ctrl and LSD1<sup>skm-/-</sup> mice. N=7 Ctrl and 9 LSD1<sup>skm-/-</sup> mice. Mean  $\pm$  SEM. Two-tailed t-test. ns ns: non-significant. **m.** Maximal (Max) and average (Mean) grip strength of 9-week-old Ctrl and LSD1<sup>skm-/-</sup> mice. N=7 Ctrl and 9 LSD1<sup>skm-/-</sup> mice. Mean  $\pm$  SEM. Two-tailed t-test. ns: non-significant. **n.** Overlap between genes bound by LSD1 in skeletal muscle, and genes that are either up- or down-regulated in skeletal muscles of LSD1<sup>skm-/-</sup> mice, and corresponding pathway analysis of direct targets. **o-p.** Overlap between genes bound by GR and LSD1 in skeletal muscle, and down-regulated in skeletal muscles of LSD1<sup>skm-/-</sup> (o) or GR<sup>(i)skm-/-</sup> (p) mice. Source data are provided as a Source Data file.

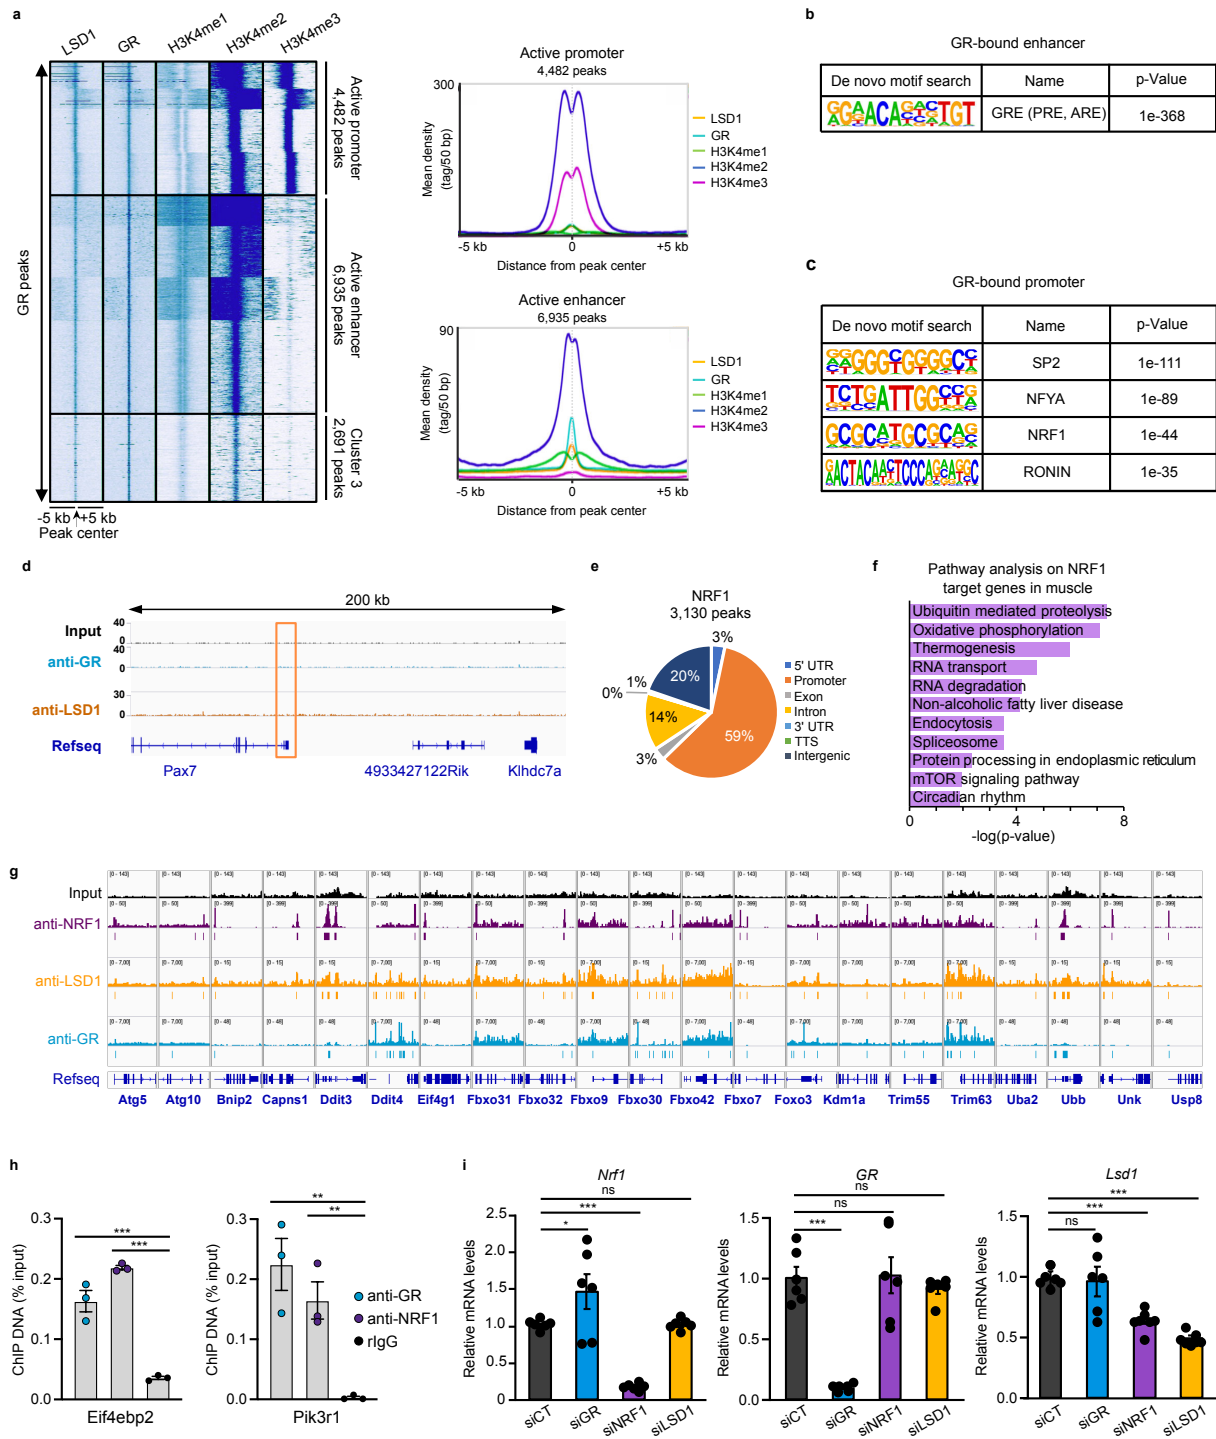

**Supplementary Fig. 2. Analysis of LSD1, GR and NRF1 interactions and genomic distribution in mouse skeletal muscle**

**a.** Tag density map of LSD1, GR, H3K4me1, H3K4me2 and H3K4me3 in mouse skeletal muscles,  $\pm 5$  kb from the GR peak center and corresponding average tag density profiles. **b-c.** HOMER *de novo* motif analysis of GR binding sites located at enhancer (b) and promoter regions (c). **d.** Localization of GR and LSD1 at the *Pax7* locus. The region considered for ChIP-qPCR analyses is boxed in orange. **e.** Pie chart depicting the genomic location of NRF1 binding in mouse skeletal muscles. **f.** Pathway analysis of NRF1 target genes in skeletal muscle of wild-type mice at 9 weeks. **g.** Localization of GR, LSD1 and NRF1 at the indicated gene loci. **h.** ChIP-qPCR analysis performed with anti-GR and anti-NRF1 antibodies or rabbit IgG at the indicated gene loci. One-way ANOVA with Tukey correction. \*\*,  $p < 0.001$ ; \*\*\*,  $p < 0.001$ . **i.** Relative *Nrf1*, *Gr* and *Lsd1* transcript levels determined in C2C12 myotubes transfected siRNA directed against *Gr*, *Nrf1* and *Lsd1* (siGR, siNrf1 or siLSD1, respectively), or with a

scramble siRNA (siCtrl). Mean  $\pm$  SEM. One-way ANOVA with Tukey correction. ns: non-significant; \*,  $p < 0.05$ . \*\*\*,  $p < 0.001$ . Source data are provided as a Source Data file.

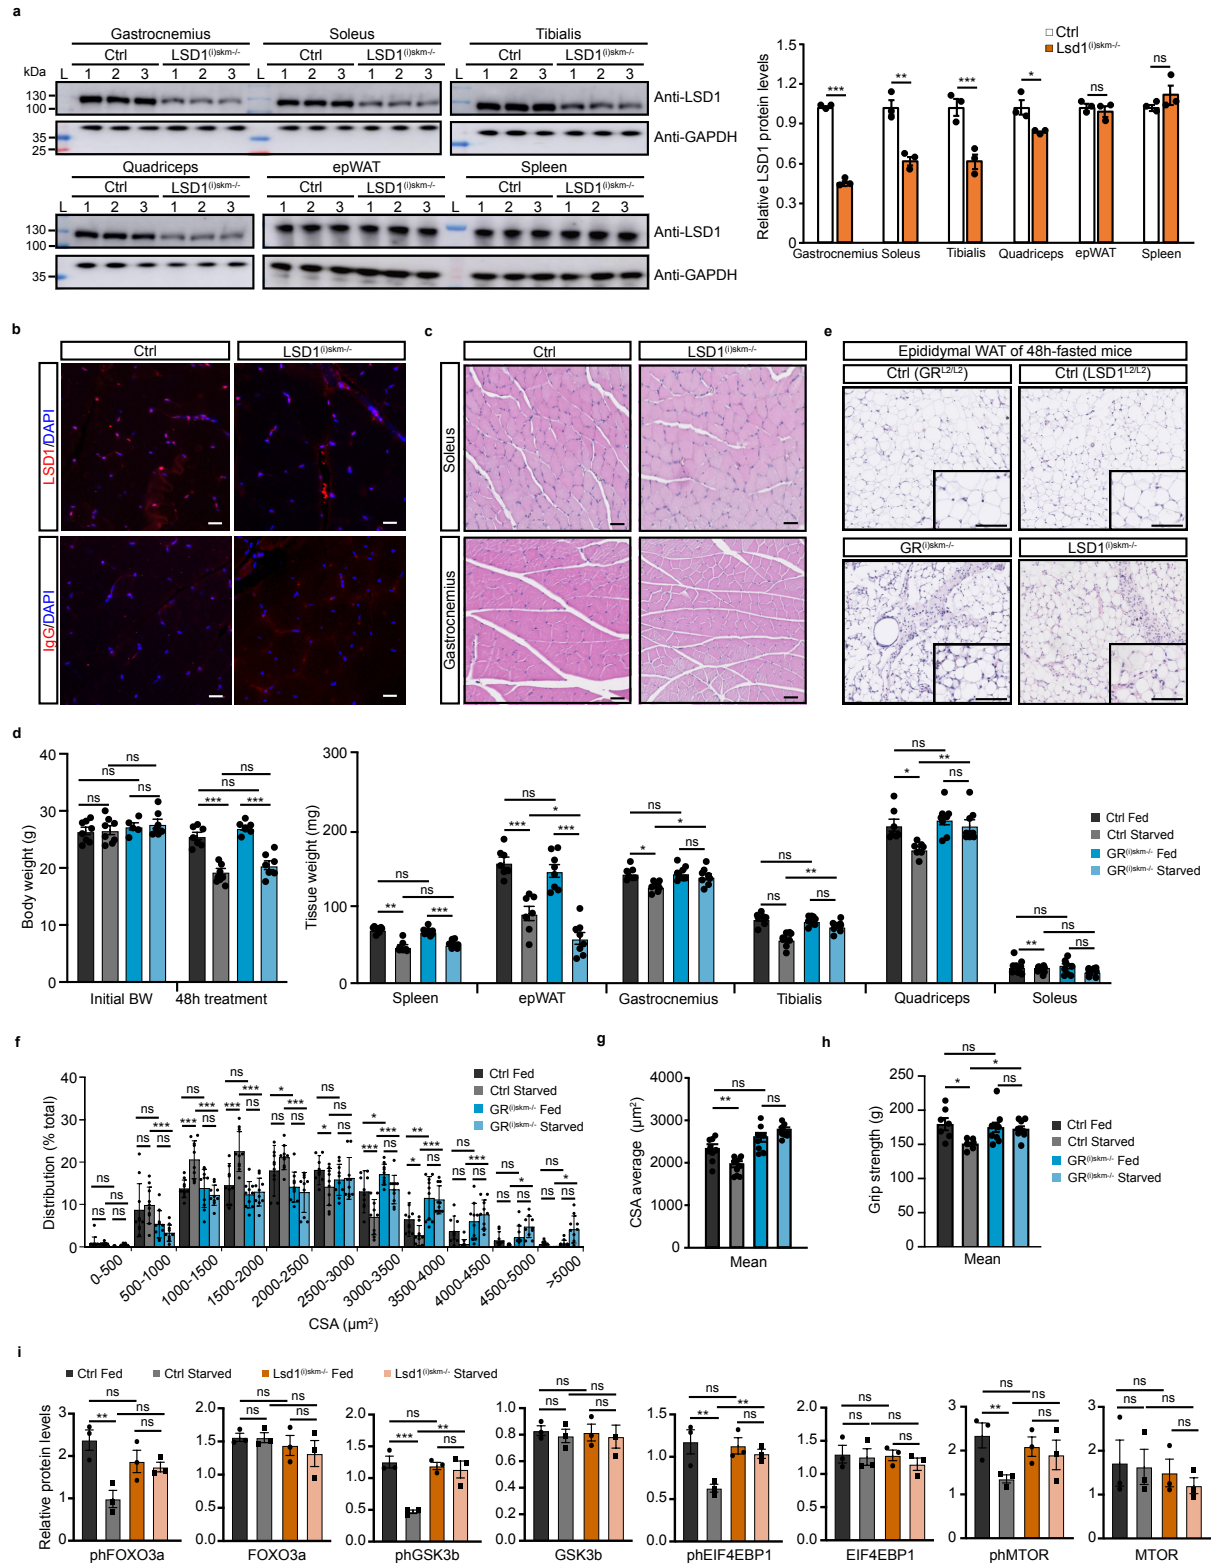

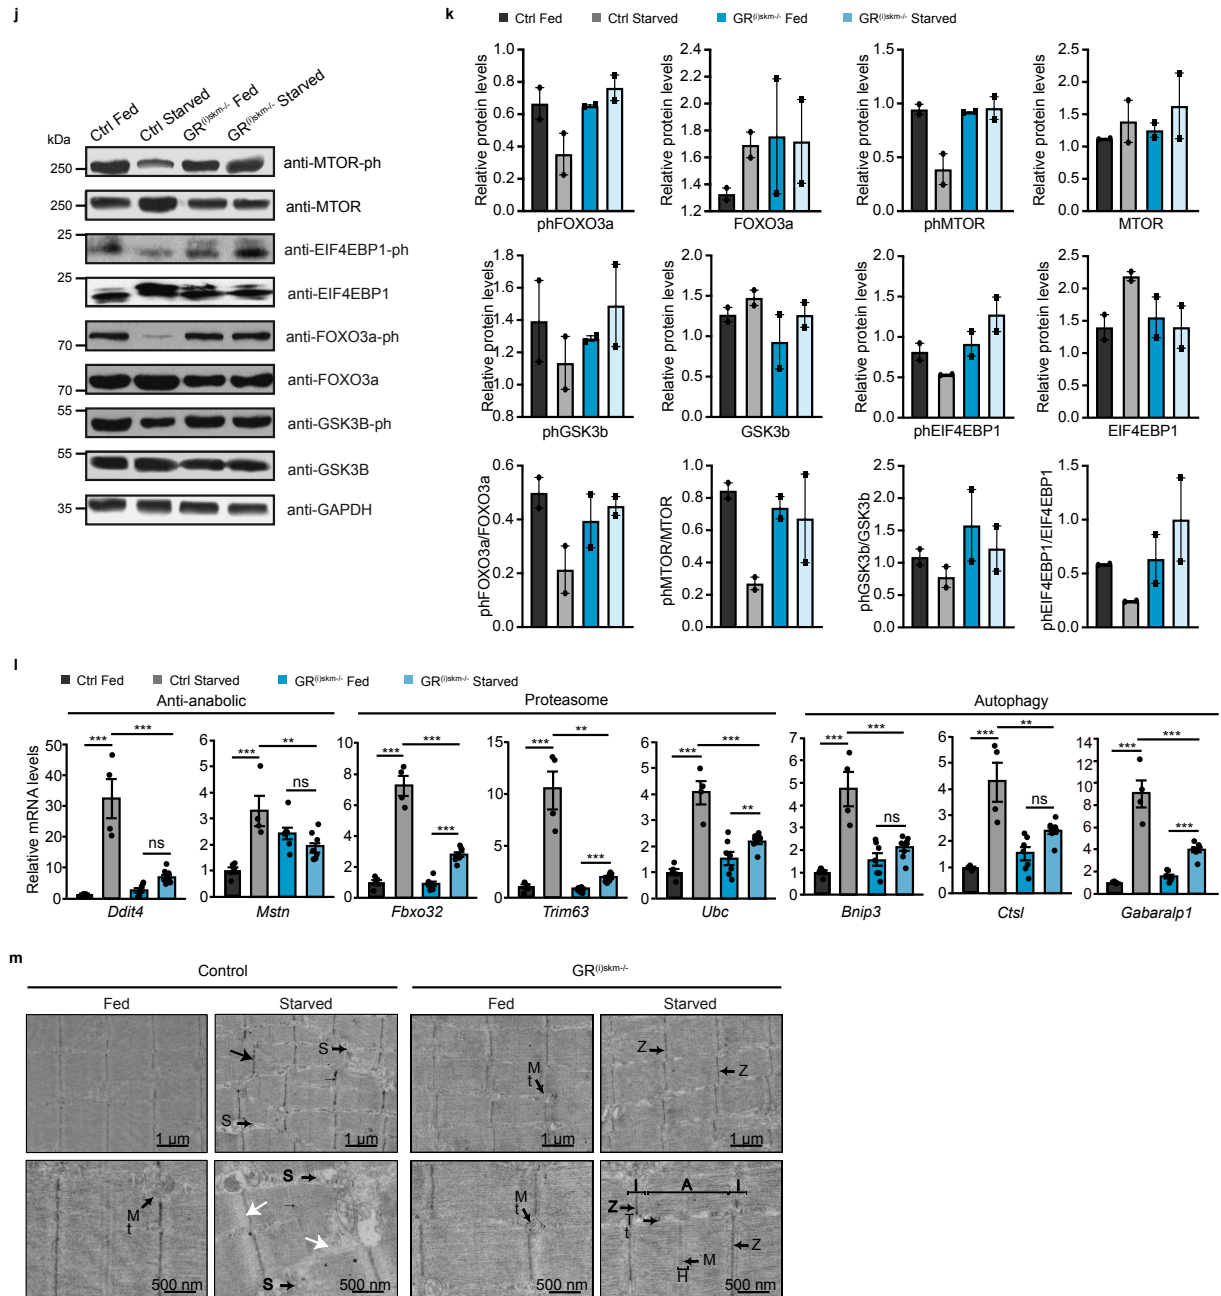

**Supplementary Fig. 3. Role of GR and LSD1 in starvation-induced muscle wasting.**

**a.** Representative western blot analysis (left) and corresponding quantification (right) of LSD1 protein levels in gastrocnemius, soleus, tibialis and quadriceps muscles, epWAT and spleen of 12-week-old ctrl and LSD1<sup>(i)skm-/-</sup> mice. GAPDH was used as a loading control. L: Ladder. N=3 mice. Mean  $\pm$  SEM. Two-way ANOVA with Tukey correction. ns: non-significant; \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ . **b.** Representative immunofluorescent detection of LSD1 or rabbit IgG (red) in gastrocnemius of 10-week-old Ctrl and LSD1<sup>(i)skm-/-</sup> mice. Nuclei are stained with DAPI (blue). N=12. Scale bar, 50  $\mu$ m. **c.** Representative H&E staining of soleus and gastrocnemius muscles of Ctrl and LSD1<sup>(i)skm-/-</sup> mice. Scale bar, 50  $\mu$ m. N=3. **d.** Body, spleen, epWAT gastrocnemius, tibialis, quadriceps and soleus muscle mass of 12-week-old Ctrl and GR<sup>(i)skm-/-</sup> mice fed or starved for 48 h. N=7 Ctrl Fed, 7 Ctrl Starved, 8 GR<sup>(i)skm-/-</sup> Fed and 8 GR<sup>(i)skm-/-</sup> Starved mice. Mean  $\pm$  SEM. Two-way ANOVA. ns: non-significant; \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ . **e.** Representative H&E staining of epWAT of 12-week-old Ctrl, GR<sup>(i)skm-/-</sup> and LSD1<sup>(i)skm-/-</sup> mice starved for 48 h. Scale bar, 50  $\mu$ m. N=3. **f-h.** Distribution of fiber CSA (f) and average CSA (g) in gastrocnemius, and average (mean) grip strength (h) of 12-week-old Ctrl and GR<sup>(i)skm-/-</sup> mice fed or starved for 48h. N=9. Mean  $\pm$  SEM. Two-way ANOVA with Tukey correction. ns: non-significant; \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ . **i.** Relative levels of the indicated proteins in quadriceps muscle of 12-week-old Ctrl and LSD1<sup>(i)skm-/-</sup> mice fed or starved for 48 h. N = 3 mice. Mean  $\pm$  SEM. Two-way ANOVA with Tukey correction. ns: non-significant;

**\*\*p < 0.01; \*\*\*p < 0.001. j-k.** Representative western blot analysis (j) and relative quantification (k) of the indicated proteins in quadriceps muscle of 12-week-old Ctrl and GR<sup>(i)skm-/-</sup> mice fed or starved for 48 h. GAPDH was used as a loading control. **l.** Relative transcript levels of the indicated genes in gastrocnemius muscle of 12-week-old Ctrl and GR<sup>(i)skm-/-</sup> mice fed or starved for 48 h. N=5 Ctrl fed, 4 Ctrl starved, 6 GR<sup>(i)skm-/-</sup> fed and 8 GR<sup>(i)skm-/-</sup> starved mice. Mean  $\pm$  SEM. Two-way ANOVA with Tukey correction. ns: non-significant; \*\*, p<0.01, \*\*\*, p<0.001. **m.** Ultrastructure analysis of gastrocnemius muscles of 12-week-old Ctrl and GR<sup>(i)skm-/-</sup> mice fed or starved for 48 h. A, A band; I, I band; H, H band; M, M line; Mt, mitochondria; Tt, T-tubule; S, sarcoplasm; Z, Z line. Black arrow indicates Z line disruption; white arrows indicate loss of myofilaments. Source data are provided as a Source Data file.

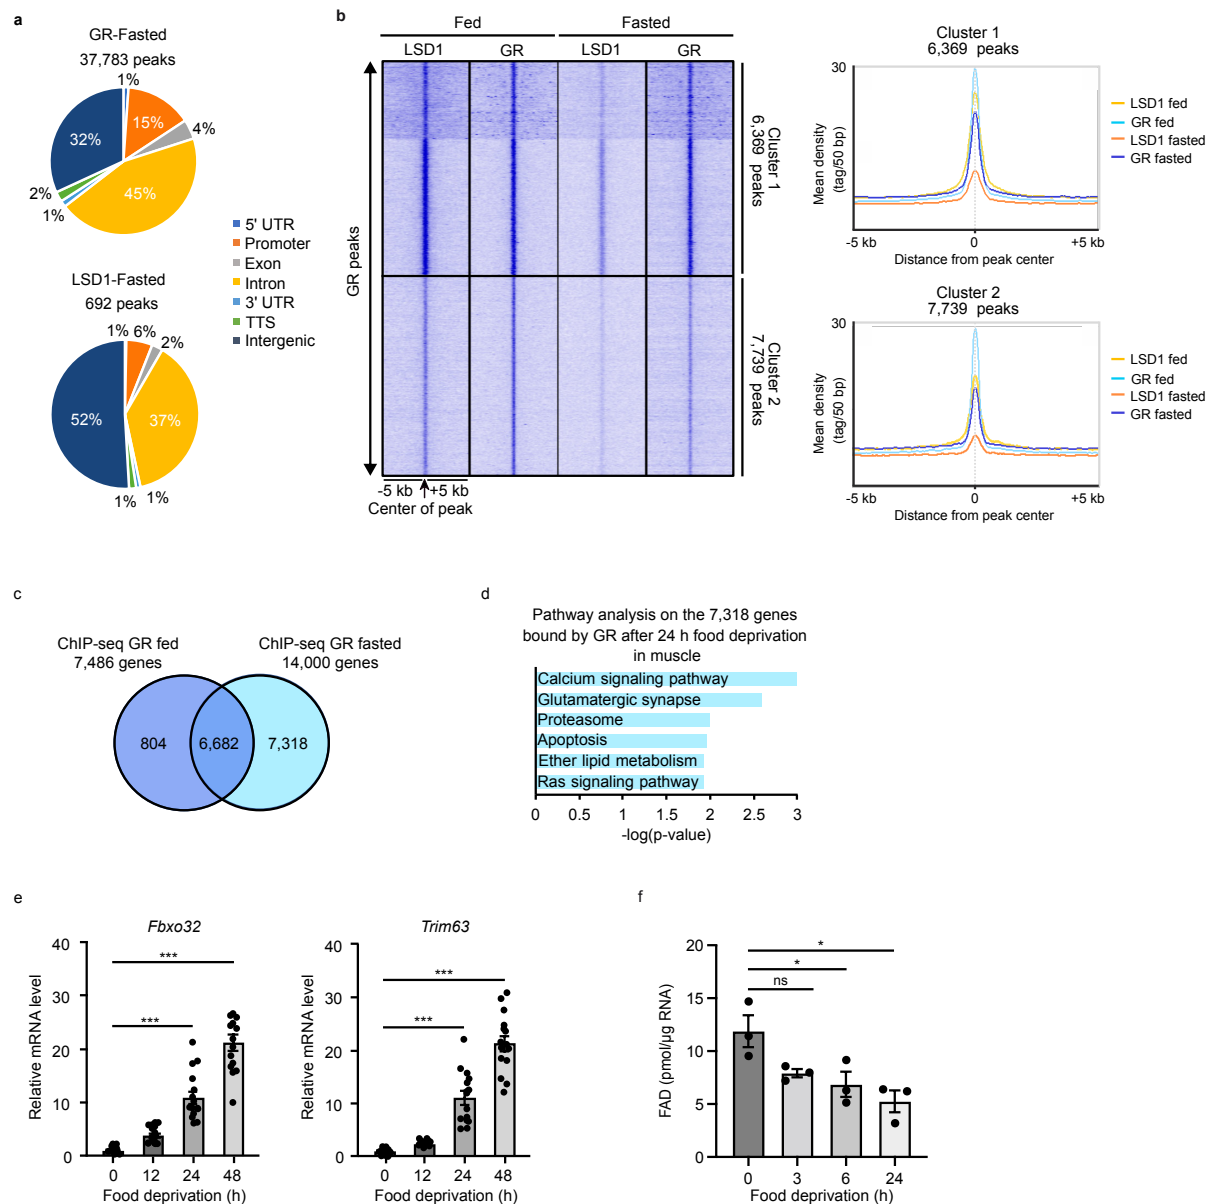

**Supplementary Fig. 4. Analysis of LSD1 and GR binding dynamics in skeletal muscle during food deprivation.**

**a.** Pie chart depicting the genomic location of LSD1 and GR binding in skeletal muscles of wild-type mice fasted for 24 h. **b.** Tag density map of LSD1 and GR in skeletal muscles of mice fed or fasted for 24 h,  $\pm 5$  kb from the GR peak center and corresponding average tag density profiles. **c.** Overlap between genes bound by GR fed and fasted in skeletal muscle. **d.** Pathway analysis on the genes targeted by GR only in skeletal muscles 24 h after food deprivation. **e.** Relative transcript levels of *Fbxo32* and *Trim63* in gastrocnemius of wild-type mice fed or food deprived for 12, 24 or 48 h. N=13-15. Mean  $\pm$  SEM. Two-way ANOVA with Tukey correction. \*\*\*,  $p < 0.001$ . **f.** FAD levels in quadriceps muscles of wild-type mice after 0, 3, 6 and 24 h of food deprivation. N=3. Mean  $\pm$  SEM. Two-way ANOVA with Tukey correction. ns: non-significant; \*,  $p < 0.05$ . Source data are provided as a Source Data file.

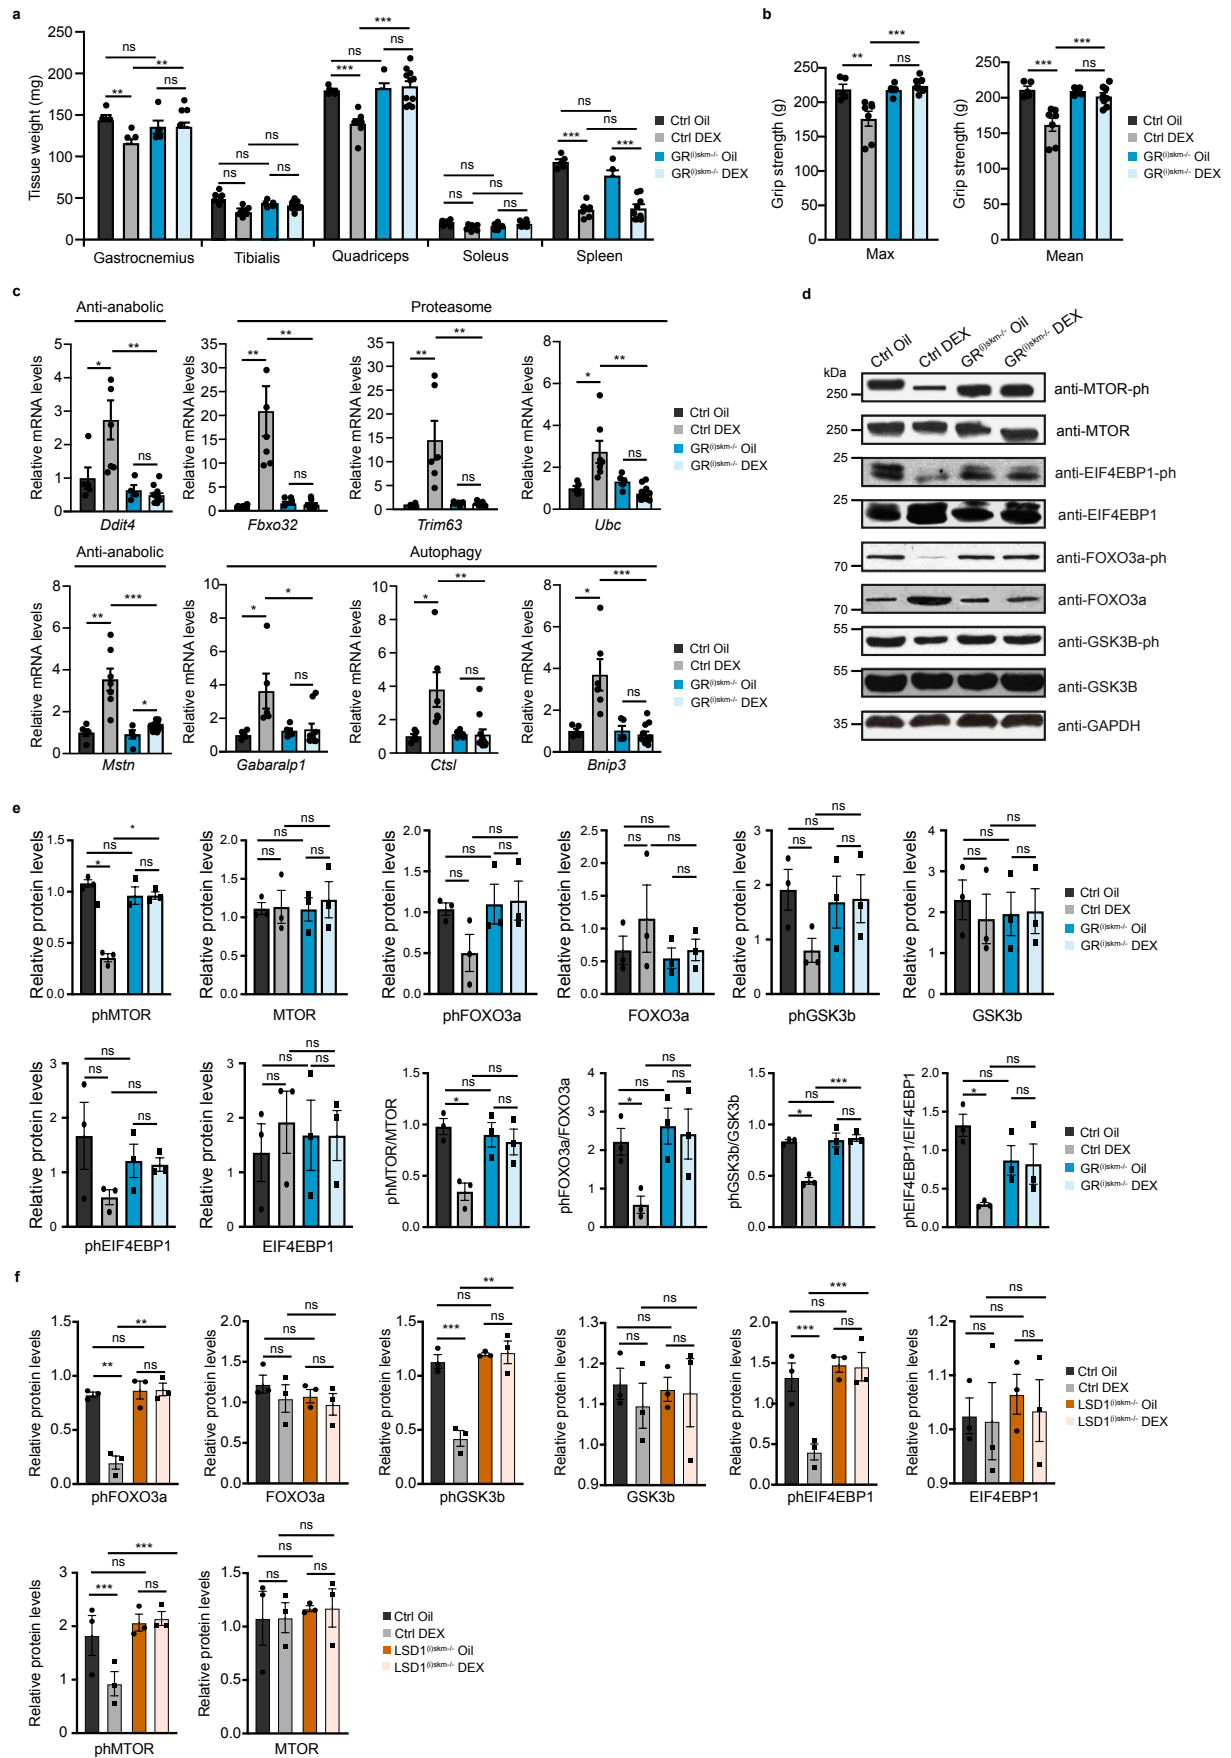

**Supplementary Fig. 5. LSD1 and GR are required for dexamethasone-induced muscle wasting**

**a.** Gastrocnemius, tibialis, quadriceps, soleus and spleen mass of Ctrl and  $GR^{(i)skm-/-}$  mice treated with dexamethasone (DEX) or vehicle (Oil) for 72 h. N=5 Ctrl Oil, 6 Ctrl DEX, 5  $GR^{(i)skm-/-}$  Oil and 11  $GR^{(i)skm-/-}$  DEX mice.

Mean  $\pm$  SEM. Two-way ANOVA with Tukey correction. ns: non-significant; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ . **b.** Maximal (Max) and average (Mean) grip strength of Ctrl and GR<sup>(i)skm-/-</sup> mice treated with DEX or Oil for 72 h. N=5 Ctrl Oil, 7 Ctrl DEX, 5 GR<sup>(i)skm-/-</sup> Oil and 9 GR<sup>(i)skm-/-</sup> DEX mice. Mean  $\pm$  SEM. One-way ANOVA with Tukey correction. ns: non-significant; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ . **c.** Relative transcript levels of the indicated genes in gastrocnemius of Ctrl and GR<sup>(i)skm-/-</sup> mice treated with DEX or Oil for 72 h. N=5 Ctrl Oil, 7 Ctrl DEX, 5 GR<sup>(i)skm-/-</sup> Oil and 8 GR<sup>(i)skm-/-</sup> DEX mice. Mean  $\pm$  SEM. Two-way ANOVA with Tukey correction. ns: non-significant; \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ . **d-e.** Representative western blot analysis (d) and corresponding quantification (e) of the indicated proteins in quadriceps muscle of 12-week-old Ctrl and GR<sup>(i)skm-/-</sup> mice treated with DEX or Oil for 72h. GAPDH was used as a loading control. n = 3 mice. Mean  $\pm$  SEM. Two-way ANOVA with Tukey correction. ns: non-significant; \*,  $p < 0.05$ . \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ . **f.** Relative levels of the indicated proteins in quadriceps muscle of 12-week-old Ctrl and LSD1<sup>(i)skm-/-</sup> mice treated with DEX or Oil for 72h. Source data are provided as a Source Data file.

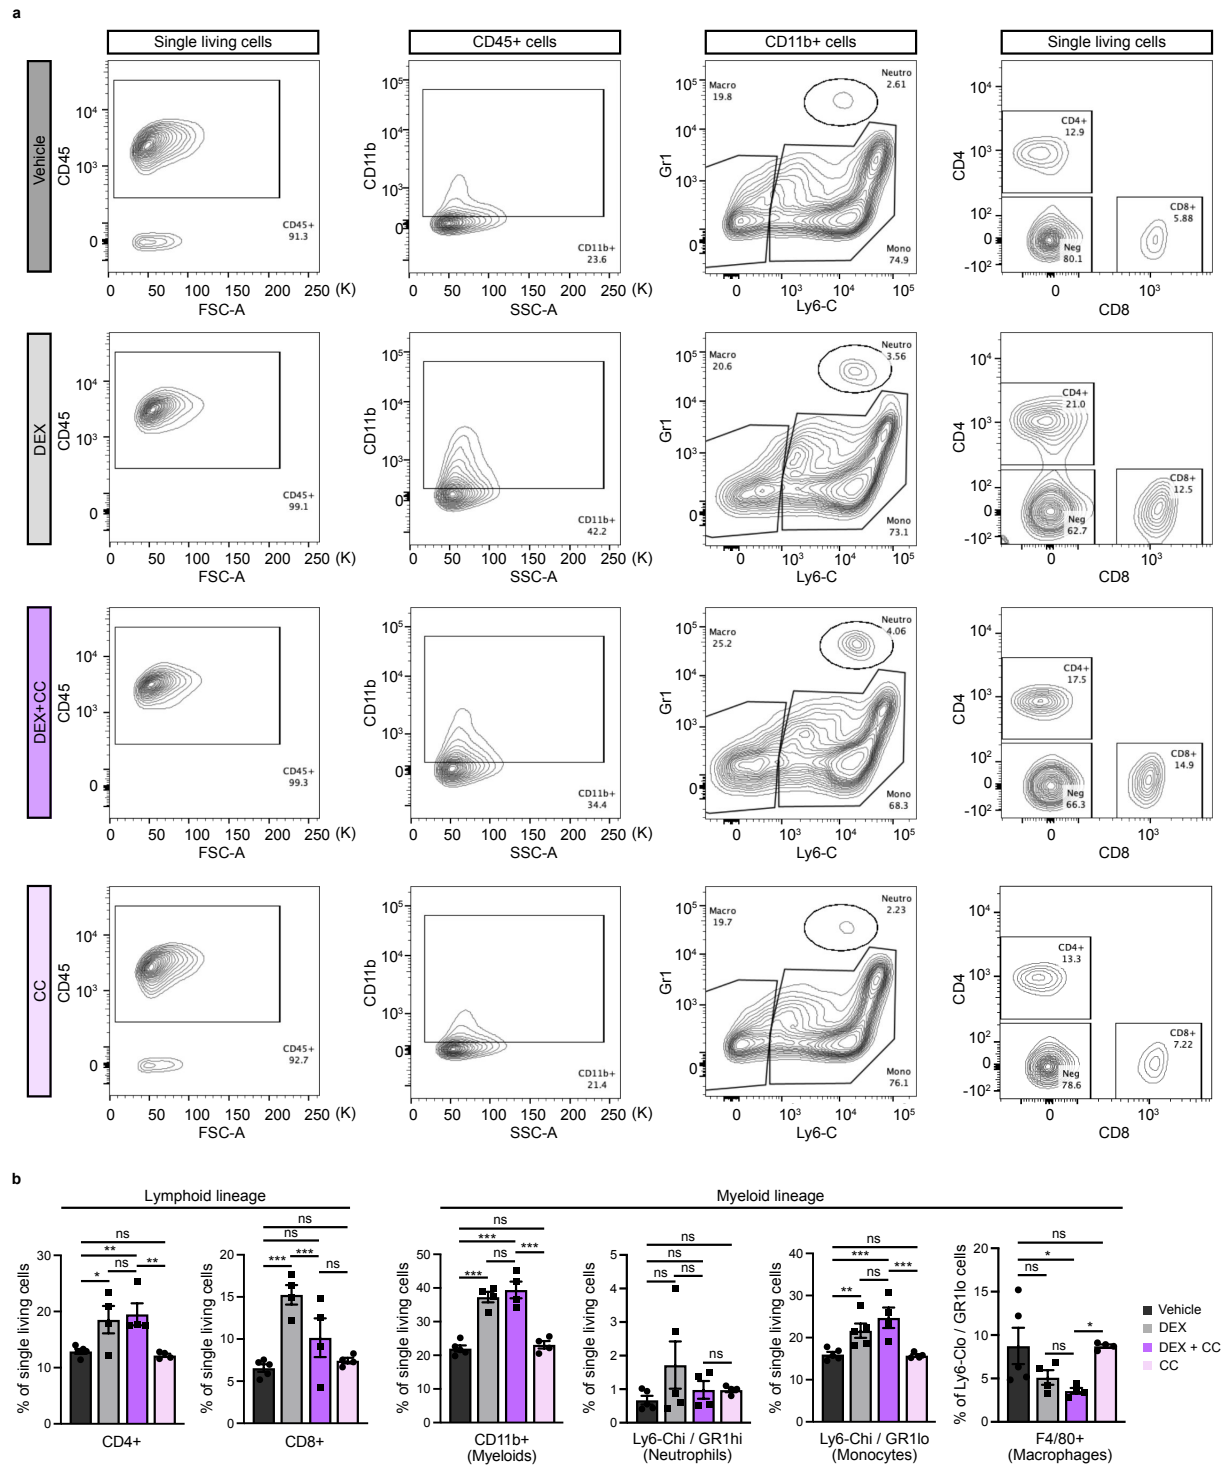

**Supplementary Fig. 6. Effect of LSD1 inhibition on dexamethasone anti-inflammatory activities.**

**a-b.** Flow cytometry analysis of the lymphoid and the myeloid lineages in spleen of wild-type mice treated with a vehicle, DEX, DEX with CC-90011 (DEX+CC) or CC-90011 (CC) for 72 h (a) and corresponding quantification (b). Ly6-Chi: high levels of Ly6-C, Ly6-Clo: low levels of Ly6-C, GR1lo: low levels of GR1, GR1hi: high levels of GR1. N=5 vehicle, 4 DEX, 4 DEX+CC, 4 CC mice. Mean  $\pm$  SEM. One-way ANOVA with Tukey correction. ns: non-significant; \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ . Source data are provided as a Source Data file.

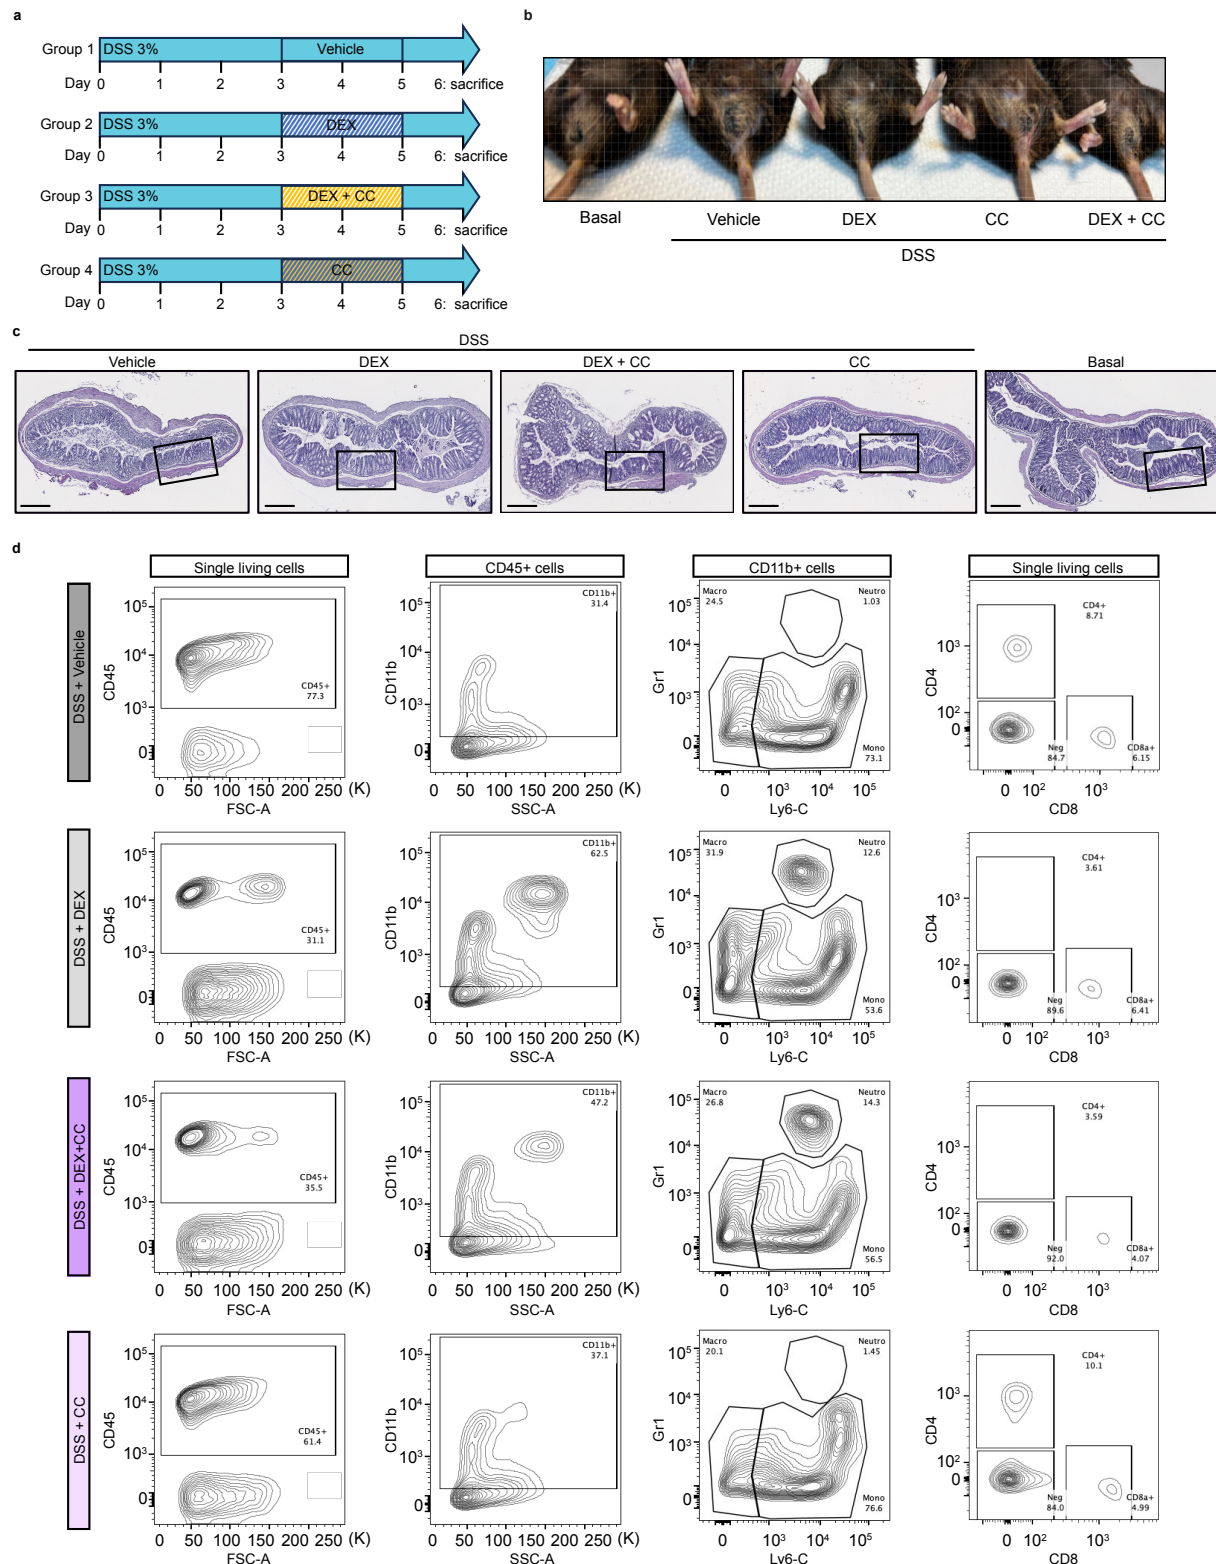

**Supplementary Fig. 7. Effect of LSD1 inhibition on dexamethasone-induced amelioration of experimental colitis.**

**a.** Flow chart illustrating study design. Mice were treated with 3% DSS in drinking water over a six-day period to induce colitis, DEX and/or CC-90011 were administered from the 3rd to the 5th day of colitis. N=5 mice per condition. **b.** Representative colitis syndrome with diarrhea, and/or hematochezia in mice from indicated groups. **c.** Representative H&E staining of colons in mice from indicated groups. Scale bars, 200  $\mu$ m. This experiment has been performed on 3 mice per group. **d.** Flow cytometry analysis of the lymphoid and the myeloid lineages in spleen of mice from indicated groups.

## Supplementary Tables

**Supplementary Table 1. List of the primers used for genotyping.**

| Name                                            | Forward (5'-3')           | Reverse primer (5'-3')       |
|-------------------------------------------------|---------------------------|------------------------------|
| Cre and CreER <sup>T2</sup> recombinase alleles | TTCCCGCAGAACCTGAAGATGTTCG | GGGTGTTATAAGCAATCCCCAGAAATGC |
| GR WT/L2 allele                                 | AGATCATTTGCCTAGCAGGCATGAG | GTCAACACATGATCACCTTGCAGTC    |
| GR L- allele                                    | CCAGAGAACTAATTGGCTCTTGAC  | GTCAACACATGATCACCTTGCAGTC    |
| <i>Lsd1</i> WT/L2 allele (fw1-rev1)             | CCTCAGTAGGCCTGGTTTGT      | TTGGTTTTGGTTGACCTTC          |
| <i>Lsd1</i> L- allele (fw2-rev1)                | CCGTGGAAATTCGTGCACTC      | GCAGGCGGTTTGAAATGTATTC       |

**Supplementary Table 2. List of the primers used for RT-qPCR analyses.**

| Gene name         | Forward (5'-3')           | Reverse primer (5'-3')   |
|-------------------|---------------------------|--------------------------|
| <i>m18S</i>       | TCGTCTTCGAAACTCCGACT      | CGCGGTTCTATTTGTTGGT      |
| <i>m36b4</i>      | AGATTCGGGATATGCTGTTGG     | AAAGCCTGGAAGAAGGAGGTC    |
| <i>mAtg7</i>      | CCACTGAGGTTACCATCCT       | TCCGTTGAAGTCCTCTGCTT     |
| <i>mBecn1</i>     | GAGCCATTTATTGAACTCGCCA    | CCTCCCCGATCAGAGTGAA      |
| <i>mBnip3</i>     | TTCCACTAGCACCTTCTGATGA    | GAACACCGCATTTACAGAACAA   |
| <i>mCtsl</i>      | GTGGACTGTTCTCACGCTCAAG    | TCCGTCCTTCGCTTCATAGG     |
| <i>mDdit4</i>     | TGGTGCCACCTTTCAGTTG       | GTCAGGGACTGGCTGTAACC     |
| <i>mFbxo32</i>    | TCAGCCTCTGCATGATGTTT      | TCAGCCTCTGCATGATGTTT     |
| <i>mGabaralp1</i> | CATCGTGGAGAAGGCTCCTA      | ATACAGCTGGCCATGGTAG      |
| <i>mHprt</i>      | GTTGGATACAGGCCAGACTTTGTTG | GATTCAACTTGCCTCATCTTAGGC |
| <i>mMstn</i>      | GGCCATGATCTTGCTGTAAC      | TTGGGTGCGATAATCCAGTC     |
| <i>mTrim63</i>    | TGAGGTGCCTACTTGCTCCT      | GTGGACTTTTCCAGCTGCTC     |
| <i>mUbc</i>       | TCTTCGTGAAGACCTGACC       | CAGGTGCAGGGTTGACTCTT     |
| <i>mIL-6</i>      | TCTGCAAGAGACTTCCATCCA     | AGTCTCTCTCCGGACTTGT      |

| Gene name         | Forward (5'-3')         | Reverse primer (5'-3') |
|-------------------|-------------------------|------------------------|
| <i>hATG7</i>      | TCCCATGTGTTTCAAGTTCACCC | AACAGCCATTTTGCCACTAATC |
| <i>hCTSL</i>      | GTGGACATCCCTAAGCAGGA    | CACAATGGTTTCTCCGGTC    |
| <i>hDDIT4</i>     | TGTTTAGCTCCGCCAACTC     | TTCTTGATGACTCGGAAGCC   |
| <i>hFBXO32</i>    | GACTTCTCAACTGCCATTC     | TCGTCTCCATCCGATACAC    |
| <i>hGABARALP1</i> | TGAGACCTGAGGACGCCTT     | GGGCTTCCAACCACTCATTTT  |
| <i>hGADD45A</i>   | CGTTTTGCTGCGAGAACGAC    | GAACCCATTGATCCATGTAG   |
| <i>hRPLP0</i>     | CGTCCTCGTGGAAGTGACAT    | TAGTTGGACTTCCAGGTCGC   |
| <i>hTRIM63</i>    | CGTGGAGATGAAAACCGACC    | GGCCCACTCTAGACTTGGTT   |

**Supplementary Table 3. List of the primers used for ChIP-qPCR experiments.**

| Locus                                     | Forward (5'-3')      | Reverse primer (5'-3') |
|-------------------------------------------|----------------------|------------------------|
| <i>Ddit4_GBSp1</i>                        | AGGCGCTAAGAATCGGAGTC | CACGCTGTCTTTGCTTCTGA   |
| <i>Ddit4_GBSe1</i>                        | AAGAAGGCAGGTCTCCACTC | GTTACCCTGGGCTGAAGTCT   |
| <i>Ddit4_GBSe2</i>                        | TAGAACACACCCAGCAGAGG | AGCCAGAGGTAGGAGAGACA   |
| <i>Ddit4_GBSe3</i>                        | CTGTGGGTGGAAGGATGCT  | ACTCCCTGTTTACACGGTGT   |
| <i>Eif4ebp2_GBSe2</i>                     | ACAACCTTGACATCCACCCA | GGTGCATCTGGTGGAAATGTG  |
| <i>Eif4ebp2_GBSp2</i>                     | AGAGCAGGCGAGTTGAGAG  | GTAGTCCTGAGGTAGCTGCG   |
| <i>Pax7</i>                               | CCCCAGGCTAGAACCATTG  | ATAGAGCTGCCTTGTTCCC    |
| <i>Pik3r1_GBSe3</i>                       | TTCTTTCTCCCGTCTGTGCT | TGGGCAGTGGGAATAAAGGT   |
| <i>Murf1_5kb</i>                          | GCTGAGTTCCTGGGACACTC | GGGTTCTGGGTCATGATGCA   |
| <i>Unrelated region (Eif4ebp2 intron)</i> | CGGATTTGGAGTTCAGCCTG | CCCCTTCCTGTTTGTTGG     |

**Supplementary Table 4. List of the antibodies used for spleen FACS analysis.**

| Antigen      | Conjugation     | Company               | Cat. number | Dilution |
|--------------|-----------------|-----------------------|-------------|----------|
| CD45         | Alexa Fluor 700 | BioLegend             | 103128      | 1:100    |
| CD11b        | PerCP-Cy5.5     | eBioscience           | 45-0112-82  | 1:100    |
| Ly-6G (GR-1) | FITC            | FISHER SCIENTIFIC SAS | 11-5931-82  | 1:100    |
| Ly-6C        | PE-CF594        | BD Biosciences        | 562728      | 1:100    |
| F4/80        | APC eFluor 780  | Invitrogen            | 47-4801-80  | 1:100    |
| CD3ε         | PerCP-Cy5.5     | BioLegend             | 100328      | 1:50     |
| CD4          | APC-H7          | BD Pharmingen™        | 560181      | 1:100    |
| CD8a         | Alexa Fluor 700 | eBioscience           | 56-0081-80  | 1:100    |

**Supplementary Table 5. List of the antibodies used for Th cells isolation and differentiation.**

| Antigen   | Conjugation    | Company        | Cat. number | Dilution |
|-----------|----------------|----------------|-------------|----------|
| CD16/CD32 | purified       | BioLegend      | 101302      | 1:100    |
| CD4       | AlexaFluor 700 | BioLegend      | 100536      | 1:100    |
| CD8a      | PerCP-Cy5.5    | BioLegend      | 100734      | 1:100    |
| CD44      | PE-Cy7         | eBioscience    | 25-0441     | 1:500    |
| CD25      | PE             | BioLegend      | 102008      | 1:300    |
| Nk1.1     | PE             | BioLegend      | 108708      | 1:300    |
| TCR gd    | PE             | BD Biosciences | 553178      | 1:100    |
| CD3ε      | Ultra-leaf     | BioLegend      | 100359      | 1:50     |
| CD28      | Ultra-leaf     | BioLegend      | 102121      | 1:100    |
| IFN-g     | Ultra-leaf     | BioLegend      | 505847      | 1:100    |
| IL-4      | Ultra-leaf     | BioLegend      | 504135      | 1:100    |
| IL-17     | APC            | eBioscience    | 17-7177     | 1:100    |
| IFN-g     | PE-Dazzle 594  | BioLegend      | 505846      | 1:100    |

# Supplementary material for: LSD1 inhibition circumvents glucocorticoid-induced muscle wasting of male mice
**Source:** Nat Commun. 2024 Apr 26;15:3563. doi: 10.1038/s41467-024-47846-9
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                     |
|-------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | All softwares are commercially or freely available. Images were captured using a Leica DM 4000 B or Leica TCS SP8 laser scanning microscope. Flow cytometry analysis was performed on a BD LSR II flow cytometer or FACS ARIA Fusion (BD Biosciences). For H&E staining and ultrastructural analyses, slides were acquired using a NanoZoomer S210 scanner (Hamamatsu) and a Mega View III camera (Soft Imaging System), respectively. Quantitative PCR was performed with a Lightcycler 480 II (Roche). AI 600 imager (GE Healthcare Life Science) was used to collect Western Blot images. For RNA-seq and ChIP-seq, RNA integrity and DNA quality were measured and the library was quantified using Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA). RNA-seq sequencing was performed on an Illumina HiSeq 2000 system and ChIP-seq on an Illumina HiSeq 4000.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Data analysis   | All softwares are commercially or freely available. Flow cytometry analysis was performed on FlowJo 10.8.1. The lightCycler480 software, microsoft Excel and GraphPad Prism were used for analysis of qPCR data. Image J-based Fiji was used to quantify Western blotting. Qupath Imaged was used to analyze Immunohistochemistry. GraphPad Prism was used for analysis data and carry out statistical analysis. For ChIP-seq analysis, reads were mapped onto the mm10 reference genome using Bowtie 1.1.2. Uniquely mapped reads were retained for further analysis. Reads overlapping with ENCODE hg38 blacklisted region V2 were removed using Bedtools73. Bigwig files were generated using Homer74 software makeUCSCfile script with default parameters and scaled to 1e7 reads. MACS2 (2.2.7.1) algorithm ( <a href="https://github.com/taoliu/MACS/">https://github.com/taoliu/MACS/</a> ) was used for the peak calling and the appropriate input DNA from each sample was used as control. All peaks with an FDR greater than 0.01 were excluded from further analysis. The genome-wide intensity profiles were visualized using the IGV genome browser ( <a href="http://software.broadinstitute.org/software/igv/">http://software.broadinstitute.org/software/igv/</a> ). HOMER was used to annotate peaks and for motif searches. De novo identified motifs were referred to as follow: R = purine (G or A); Y = pyrimidine (T or C). Genomic features (promoter/TSS, 5' UTR, exon, intron, 3' UTR, TTS and intergenic regions) were defined and calculated using Refseq and HOMER according to the distance to the nearest TSS. Clustering analyses were done with the seqMINER software, and clustering normalization was done with the K-Means linear option. Venn diagrams were generated with Venny ( <a href="https://bioinfogp.cnb.csic.es/tools/venny/">https://bioinfogp.cnb.csic.es/tools/venny/</a> ). Pathway analysis was performed with WebGestalt using the Over- |

Representation Analysis (ORA) method. Parameters were set as default, with the exception of the following: Bowtie (-m 1 --strata --best -y -S -l 40), MACS2 [callpeak --gsize 1.87e9 --nomodel --extsize 150 --broad --keep-dup auto], seqMINER (input bed files normalized to 20 million reads per sample). For RNA-seq analysis, image analysis and base calling were performed using RTA 2.7.7 and bcl2fastq 2.17.1.14. Adapter dimer reads were removed using DimerRemover (-a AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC). FastQC 0.11.2 (<http://www.bioinformatics.babraham.ac.uk/projects/fastqc/>) was used to evaluate the quality of sequencing. Reads were mapped to the mouse mm10 genome (NCBI Build 38) using htseq-count (Version 0.9.1). Only uniquely aligned reads were retained for further analyses. Quantification of gene expression was performed using HOMER (<http://homer.ucsd.edu/homer/ngs/analyzeRNA.html>). For comparison among datasets, transcripts with more than 50 raw reads were considered. Differentially expressed genes (DEGs) were identified using the Bioconductor libraries DESeq2. A p-value < 0.05 and a fold change excluding values between 0.77 and 1.3 were used as a threshold for DEGs, and further submitted for pathway analysis in WebGestalt using the Over-Representation Analysis (ORA) method and a p-value < 0.05. Heatmaps were generated by centering and normalizing expression values with Cluster 3.0 and importing them to MORPHEUS (<https://software.broadinstitute.org/morpheus/>). Genes were clustered according to the hierarchical method (HCL clustering) using gene tree, the Pearson correlation and average linkage.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw and processed high-throughput sequencing datasets including RNA-seq and ChIP-seq data generated in this study have been deposited to the Gene Expression Omnibus (GEO) database under the accession number GSE230547. All remaining data is available in the Article, Supplementary and Source Data files. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Randomization ☐ plating the cells in independent dishes or plates, and randomly assigned to experimental or control groups and no bias was introduced.

Blinding ☐ The investigators were blind to the genotypes of mice and relied solely on identification numbers throughout the study.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

- | n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

- | n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

The following antibodies for western blot analysis were diluted as followed:

Rabbit anti-LSD1 (N-terminal, R. Schüle, #3544, 1:1000)

Rabbit anti-GR (C-terminal, IGBMC, #3249, 1:500)

NRF1 (Clone 2F9, Abcam, ab55744, 1:1000)

phospho-mTOR (Ser2448, Clone 49F9, Cell Signaling, #2976S, 1/1000)

mTOR (Clone 7C10, Cell Signaling, #2983S, 1/500)

phospho-4E-BP1 (Thr37/46, Clone 236B4, Cell Signaling, #2855, 1/1500)

4E-BP1 (Clone 53H11, Cell Signaling, #9644, 1/1500)

phospho-FOXO3a (Ser318/321, Cell Signaling, #9465, 1/1000)

FOXO3a (Clone 75D8, Cell Signaling, #2497, 1/1000)

phospho-Akt (Thr308, Abcam, ab38449, 1/1000)

Akt1 (C67E7, Cell Signaling, #4691, 1/500)

phospho-GSK3B (Ser9, D85E12, Cell Signaling, #5558, 1/1500)

GSK3B (Clone 7, BD Transduction Laboratories, #610201, 1/1000)

LC3B (Clone GT1187, Genetex, 1/1000)

P62 (Clone 2C11, abcam, ab56416, 1/5000)

β-ACTIN (sc-47778, Santa Cruz, 1:5000)

α-TUBULIN (IGBMC, 1Tub2A2, 1:5000)

GAPDH (Clone 14C10, Cell Signaling, #2118, 1:5000)

Secondary antibodies conjugated to horseradish peroxidase (Jackson ImmunoResearch, 1:10000)

The following antibodies were used to perform immunofluorescence:

For muscle tissues:

Rabbit-anti-LSD1 (N-terminal, R. Schüle, #3544, 1:500)

Mouse-anti-GR (Santa Cruz, sc393232, 1:500)

Rabbit IgGs (Santa Cruz, sc2357, 1:1000)

Mouse IgGs (Santa Cruz, sc 2025, 1:1000)

For LHCN-M2 cells:

Rabbit-anti-LSD1 (N-terminal, R. Schüle, #3544, 1:500)

Mouse-anti-GR (Invitrogen, MA1-510, 1:500)

The following antibodies were used to perform ChIP:

Rabbit anti-GR (C-terminal, IGBMC, #3249, 5 µg)

Rabbit anti-LSD1 (C-terminal, R. Schüle, #20752, 5 µg)

Rabbit anti-NRF1 (Abcam, ab175932, 5 µg)

H3K9me1 (Active Motif, #39249, 5 µg)

H3K9me2 (Active Motif, #39239, 5 µg)

Rabbit IgG (Santa Cruz, sc2357, 5 µg)

The following antibodies were used to perform Flow cytometry:

For spleen:

CD45 (Alexa Fluor 700, Clone 30-F11, BioLegend, cat. 103128, 1:100)

CD11b (PerCP-Cy5.5, Clone M1/70, eBioscience, cat. 45-0112-82, 1:100)

Ly-6G (GR-1) (FITC, Clone RB6-8C5, FISHER SCIENTIFIC SAS, cat. 11-5931-8,2 1:100)

Ly-6C (PE-CF594, BD Biosciences, cat. 562728, 1:100)

F4/80 (APC eFluor 780, Clone BM8, Invitrogen, cat. 47-4801-80, 1:100)

EPCAM (PE-Cy7, Clone 8.8, BioLegend, cat. 118216, 1:100)

CD3ε (PerCP-Cy5.5, Clone 145-2C11, BioLegend, cat. 100328, 1:50)

CD4 (APC-H7, BD Biosciences, cat. 560181, 1:100)

CD8a (Alexa Fluor 700, Clone 53-6.7, eBioscience, cat. 56-0081-80, 1:100)

CD49b (FITC, Clone DX5, eBioscience, cat. 11-5971-82, 1:100)  
 NK1.1 (PerCP-Cy7, Clone PK136, eBioscience, cat. 25-5941-82, 1:1000)  
 CD25 (Alexa Fluor 780, Clone 61, BioLegend, cat. 102038, 1:100)  
 For peripheral and mesenteric lymph nodes cells:  
 CD16/CD32 (purified, Clone 93, BioLegend, cat. 101302, 1:100)  
 CD4 (AlexaFluor 700, Clone RM4-5, BioLegend, cat. 100536, 1:100)  
 CD8a (PerCP-Cy5.5, Clone 53-6.7, BioLegend, cat. 100734, 1:100)  
 CD44 (PE-Cy7, Clone IM7, eBioscience, cat. 25-0441, 1:500)  
 CD25 (PE, Clone 67, BioLegend, cat. 102008, 1:300)  
 Nk1.1 (PE, Clone PK136, BioLegend, cat. 108708, 1:300)  
 TCR gd (PE, Clone GL3, BD Biosciences, cat. 553178, 1:100)  
 CD3e (Ultra-leaf, Clone 145-2C11, BioLegend, cat. 100359, 1:50)  
 CD28 (Ultra-leaf, Clone 37.51, BioLegend, cat. 102121, 1:100)  
 IFN-g (Ultra-leaf, Clone XMG1.2, BioLegend, cat. 505847, 1:100)  
 IL-4 (Ultra-leaf, Clone 11B11, BioLegend, cat. 504135, 1:100)  
 IL-17 (APC, Clone eBio17B7, eBioscience, cat. 17-7177, 1:100)  
 IFN-g (PE-Dazzle 594, Clone XMG1.2, BioLegend, cat. 505846, 1:100)

## Validation

All antibodies used in this study are commercially available, and were otherwise validated by the manufacturer, by previous studies from other laboratories or by previous studies from our laboratory, as cited in the text and methods.

## Antibody

The primary antibodies for western blot analysis were diluted as followed:

LSD1 (N-terminal, R. Schüle, #3544, 1:1000)  
<https://www.sciencedirect.com/science/article/pii/S221112471631292X?via%3Dihub>  
 Rabbit-anti GR (C-terminal, IGBMC, #3249, 1:500)  
<https://academic.oup.com/nar/article/49/8/4472/6219119>  
 Mouse-anti-GR (Clone G-5, Santa Cruz, sc393232, 1:500)  
<https://www.scbt.com/zh/p/gr-antibody-g-5>  
 Mouse-anti-GR (BuGR2, Invitrogen, MA1-510, 1:500)  
<https://www.thermofisher.com/antibody/product/Glucocorticoid-Receptor-Antibody-clone-BuGR2-Monoclonal/MA1-510>  
 NRF1 (Clone 2F9, Abcam, ab55744, 1:1000)  
<https://www.abcam.com/products/primary-antibodies/nrf1-antibody-2f9-ab55744.html>  
 phospho-mTOR (Ser2448, Clone 49F9, Cell Signaling, #2976S, 1/1000)  
<https://www.cellsignal.com/products/primary-antibodies/phospho-mtor-ser2448-49f9-rabbit-mab/2976>  
 mTOR (Clone 7C10, Cell Signaling, #2983S, 1/500)  
<https://www.cellsignal.com/products/primary-antibodies/mtor-7c10-rabbit-mab/2983>  
 phospho-4E-BP1 (Thr37/46, Clone 236B4, Cell Signaling, #2855, 1/1500)  
<https://www.cellsignal.com/products/primary-antibodies/phospho-4e-bp1-thr37-46-236b4-rabbit-mab/2855>  
 4E-BP1 (Clone 53H11, Cell Signaling, #9644, 1/1500)  
<https://www.cellsignal.com/products/primary-antibodies/4e-bp1-53h11-rabbit-mab/9644>  
 phospho-FOXO3a (Ser318/321, Cell Signaling, #9465, 1/1000)  
<https://www.cellsignal.cn/products/primary-antibodies/phospho-foxo3a-ser318-321-antibody/9465>  
 FOXO3a (Clone 75D8, Cell Signaling, #2497, 1/1000)  
<https://www.cellsignal.com/products/primary-antibodies/foxo3a-75d8-rabbit-mab/2497>  
 phospho-Akt (Thr308, Abcam, ab38449, 1/1000)  
<https://www.abcam.com/products/primary-antibodies/akt-phospho-t308-antibody-ab38449.html>  
 Akt1 (C67E7, Cell Signaling, #4691, 1/500)  
<https://www.cellsignal.com/products/primary-antibodies/akt-pan-c67e7-rabbit-mab/4691>  
 phospho-GSK3B (Ser9, D85E12, Cell Signaling, #5558, 1/1500)  
<https://www.cellsignal.com/products/primary-antibodies/phospho-gsk-3b-ser9-d85e12-xp-rabbit-mab/5558>  
 GSK3B (Clone 7, BD Transduction Laboratories, #610201, 1/1000)  
<https://www.bdbiosciences.com/en-us/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-gsk-3.610202>  
 LC3B (Clone GT1187, Genetex, 1/1000)  
<https://www.genetex.com/Product/Detail/LC3B-antibody-GT1187/GTX00949>  
 P62 (Clone 2C11, abcam, ab56416, 1/5000)  
<https://www.abcam.com/products/primary-antibodies/sqstm1--p62-antibody-2c11-bsa-and-azide-free-ab56416.html>  
 β-ACTIN (sc-47778, Santa Cruz, 1:5000)  
<https://www.scbt.com/p/beta-actin-antibody-c4?requestFrom=search>  
 α-TUBULIN (IGBMC, 1Tub2A2, 1:5000)  
<https://academic.oup.com/nar/article/49/8/4472/6219119>  
 GAPDH (Clone 14C10, Cell Signaling, #2118, 1:5000)  
<https://www.cellsignal.com/products/primary-antibodies/gapdh-14c10-rabbit-mab/2118>  
 Rabbit IgGs (Santa Cruz, sc2357, 1:1000)  
<https://www.scbt.com/zh/p/mouse-anti-rabbit-igg-hrp>  
 Mouse IgGs (Santa Cruz, sc2025, 1:1000)  
<https://www.scbt.com/zh/p/normal-mouse-igg>  
 Rabbit anti-LSD1 (C-terminal, R. Schüle, #20752, 5 µg)  
<https://www.sciencedirect.com/science/article/pii/S221112471631292X?via%3Dihub>  
 Rabbit anti-NRF1 (Clone EPR5554N, Abcam, ab175932, 5 µg)  
<https://www.abcam.com/en-nl/products/primary-antibodies/nrf1-antibody-epr5554n-chip-grade-ab175932>  
 H3K9me1 (Active Motif, #39249, 5 µg)  
<https://www.activemotif.com/catalog/details/39249/histone-h3-monomethyl-lys9-antibody-pab-1>  
 H3K9me2 (Active Motif, #39239, 5 µg)  
<https://www.activemotif.com/catalog/details/39239/histone-h3-dimethyl-lys9-antibody-pab>  
 CD45 (Alexa Fluor 700, Clone 30-F11, BioLegend, cat. 103128, 1:100)

<https://www.biolegend.com/en-us/products/alexa-fluor-700-anti-mouse-cd45-antibody-3407>  
 CD11b (PerCP-Cy5.5, Clone M1/70, eBioscience, cat. 45-0112-82, 1:100)  
<https://www.thermofisher.com/antibody/product/CD11b-Antibody-clone-M1-70-Monoclonal/45-0112-82>  
 Ly-6G (GR-1) (FITC, Clone RB6-8C5, FISHER SCIENTIFIC SAS, cat. 11-5931-8,2 1:100)  
<https://www.thermofisher.com/antibody/product/Ly-6G-Ly-6C-Antibody-clone-RB6-8C5-Monoclonal/11-5931-82>  
 Ly-6C (PE-CF594, BD Biosciences, cat. 562728, 1:100)  
<https://www.bdbiosciences.com/en-fr/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-cf594-rat-anti-mouse-ly-6c.562728>  
 F4/80 (APC eFluor 780, Clone BM8, Invitrogen, cat. 47-4801-80, 1:100)  
<https://www.thermofisher.com/antibody/product/F4-80-Antibody-clone-BM8-Monoclonal/47-4801-80>  
 EPCAM (PE-Cy7, Clone 8.8, BioLegend, cat. 118216, 1:100)  
<https://www.biolegend.com/en-us/products/pe-cyanine7-anti-mouse-cd326-ep-cam-antibody-5303>  
 CD3e (PerCP-Cy5.5, Clone 145-2C11, BioLegend, cat. 100328, 1:50)  
<https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd3epsilon-antibody-4191>  
 CD4 (APC-H7, BD Biosciences, cat. 560181, 1:100)  
<https://www.bdbiosciences.com/en-ca/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/apc-h7-rat-anti-mouse-cd4.560181>  
 CD8a (Alexa Fluor 700, Clone 53-6.7, eBioscience, cat. 56-0081-80, 1:100)  
<https://www.thermofisher.com/antibody/product/CD8a-Antibody-clone-53-6-7-Monoclonal/56-0081-80>  
 CD49b (FITC, Clone DX5, eBioscience, cat. 11-5971-82, 1:100)  
<https://www.thermofisher.com/antibody/product/CD49b-Integrin-alpha-2-Antibody-clone-DX5-Monoclonal/11-5971-82>  
 NK1.1 (PerCP-Cy7, Clone PK136, eBioscience, cat. 25-5941-82, 1:1000)  
<https://www.thermofisher.com/antibody/product/NK1-1-Antibody-clone-PK136-Monoclonal/25-5941-82>  
 CD25 (Alexa Fluor 780, Clone 61, BioLegend, cat. 102038, 1:100)  
<https://www.biolegend.com/en-us/products/brilliant-violet-650-anti-mouse-cd25-antibody-7640>  
 For peripheral and mesenteric lymph nodes cells:  
 CD16/CD32 (purified, Clone 93, BioLegend, cat. 101302, 1:100)  
[https://www.biolegend.com/en-us/search-results/purified-anti-mouse-cd16-32-antibody-190?gclid=CjwKCAiAjrArBhAWEiwA2qWdCEt7IFidszZxZVoVGEbDvYa3eoh8DyKuSIYJit7xY3-pVUJ407d-fRoCNY4QAvD\\_BwE](https://www.biolegend.com/en-us/search-results/purified-anti-mouse-cd16-32-antibody-190?gclid=CjwKCAiAjrArBhAWEiwA2qWdCEt7IFidszZxZVoVGEbDvYa3eoh8DyKuSIYJit7xY3-pVUJ407d-fRoCNY4QAvD_BwE)  
 CD4 (AlexaFluor 700, Clone RM4-5, BioLegend, cat. 100536, 1:100)  
<https://www.biolegend.com/en-us/products/alexa-fluor-700-anti-mouse-cd4-antibody-3386>  
 CD8a (PerCP-Cy5.5, Clone 53-6.7, BioLegend, cat. 100734, 1:100)  
<https://www.biolegend.com/en-us/products/percp-cyanine5-5-anti-mouse-cd8a-antibody-4255>  
 CD44 (PE-Cy7, Clone IM7, eBioscience, cat. 25-0441, 1:500)  
<https://www.thermofisher.com/antibody/product/CD44-Antibody-clone-IM7-Monoclonal/25-0441-82>  
 CD25 (PE, Clone 67, BioLegend, cat. 102008, 1:300)  
<https://www.biolegend.com/en-us/products/pe-anti-mouse-cd25-antibody-424>  
 Nk1.1 (PE, Clone PK136, BioLegend, cat. 108708, 1:300)  
<https://www.biolegend.com/en-us/products/pe-anti-mouse-nk-1-1-antibody-431>  
 TCR gd (PE, Clone GL3, BD Biosciences, cat. 553178, 1:100)  
<https://www.bdbiosciences.com/en-fr/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/pe-hamster-anti-mouse-t-cell-receptor.553178>  
 CD3e (Ultra-leaf, Clone 145-2C11, BioLegend, cat. 100359, 1:50)  
<https://www.biolegend.com/en-us/products/ultra-leaf-purified-anti-mouse-cd3epsilon-antibody-7722>  
 CD28 (Ultra-leaf, Clone 37.51, BioLegend, cat. 102121, 1:100)  
<https://www.biolegend.com/en-us/products/ultra-leaf-purified-anti-mouse-cd28-antibody-7733>  
 IFN-g (Ultra-leaf, Clone XMG1.2, BioLegend, cat. 505847, 1:100)  
<https://www.biolegend.com/en-us/products/ultra-leaf-purified-anti-mouse-ifn-gamma-antibody-7752>  
 IL-4 (Ultra-leaf, Clone 11B11, BioLegend, cat. 504135, 1:100)  
<https://www.biolegend.com/en-us/products/ultra-leaf-purified-anti-mouse-il-4-antibody-7750>  
 IL-17 (APC, Clone eBio17B7, eBioscience, cat. 17-7177, 1:100)  
<https://www.thermofisher.com/antibody/product/IL-17A-Antibody-clone-eBio17B7-Monoclonal/17-7177-81>  
 IFN-g (PE-Dazzle 594, Clone XMG1.2, BioLegend, cat. 505846, 1:100)  
<https://www.biolegend.com/en-us/products/pe-dazzle-594-anti-mouse-ifn-gamma-antibody-9986>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

C2C12 myoblasts, obtained from ATCC (CRL-1772)  
 LHCN-M2 were kindly gifted by Dr. Jocelyn LAPORTE (IGBMC, Strasbourg University, France).

Authentication

C2C12 and LHCN-M2 were not authenticated.

Mycoplasma contamination

All the cells used in this study were tested Mycoplasma-negative.

Commonly misidentified lines  
 (See [ICLAC](#) register)

No commonly misidentified cell lines were used in this study.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice were housed under specific pathogen-free conditions with controlled temperature (19-23°C) and humidity (40-60%) on a 12-h light/dark cycle with unrestricted access to standard laboratory rodent chow (2800 kcal/kg, Usine d'Alimentation Rationnelle, Villemoisson-sur-Orge, France) and water were provided ad libitum. Breeding and maintenance of mice were performed according to institutional guidelines. The following mouse lines were used: HSA-Cre/LSD1L2/L2 (also named LSD1skm <sup>-/-</sup> ), HSA-CreERT2/LSD1L2/L2 (also named LSD1(i)skm <sup>-/-</sup> ), and HSA-CreERT2/LSD1L2/L2 (also named GR(i)skm <sup>-/-</sup> ) mice. LSD1L2/L2, and GRL2/L2 floxed mice were used as control. All mice used were on C57BL/6J background and tissues were harvested from 9 or 12 week old male mice. |
| Wild animals            | C56/BL6 wild-type animals were in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Reporting on sex        | Studies were performed on male mice.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Ethics oversight        | All experiments were done in an accredited animal house, in compliance with French and EU regulations on the use of laboratory animals for research. Intended manipulations were submitted to the Ethical committee (Com'Eth, Strasbourg, France) for approval and to the French Research Ministry (MESR) for ethical evaluation and authorization according to the 2010/63/EU directive under the APAFIS numbers (2015-26, 37660, 39468 and 45167).                                                                                                                                                                                                                                                                                                                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                |
|-----------------------|----------------|
| Seed stocks           | Not applicable |
| Novel plant genotypes | Not applicable |
| Authentication        | Not applicable |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|--------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | ChIP-seq data reported in this study are available at GEO database at GSE230547.                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Files in database submission                                       | <p>For ChIP-seq:</p> <p>- fastq files:</p> <p>MLVQ1.R1.fastq.gz<br/>MLVQ2.R1.fastq.gz<br/>MLVQ4.R1.fastq.gz<br/>MLVQ5.R1.fastq.gz<br/>MLVQ6.R1.fastq.gz<br/>MLVQ15.R1.fastq.gz<br/>MLVQ16.R1.fastq.gz<br/>MLVQ21.R1.fastq.gz<br/>MLVQ27.R1.fastq.gz<br/>MLVQ28.R1.fastq.gz<br/>MLVQ91.R1.fastq.gz<br/>MLVQ93.R1.fastq.gz</p> <p>- big wig files:</p> <p>GR_limb_MLVQ1.bigwig<br/>Lsd1_20752_limb_MLVQ2.bigwig<br/>H3K9me1_limb_MLVQ4.bigwig<br/>H3K9me2_limb_MLVQ5.bigwig<br/>Input_limb_MLVQ6.bigwig<br/>24h_Lsd1_20752_limb_MLVQ15.bigwig</p> |

24h\_GR\_limb\_MLVQ16.bigwig  
 Input\_24h\_limb\_MLVQ21.bigwig  
 24h\_H3K9me1\_limb\_MLVQ27.bigwig  
 24h\_H3K9me2\_limb\_MLVQ28.bigwig  
 NRF1\_MLVQ91.ucsc.bw  
 Input\_NRF1\_MLVQ93.ucsc.bw  
 - bed files:  
 GR.bed.gz  
 Lsd1.bed.gz  
 H3K9me1.bed.gz  
 H3K9me2.bed.gz  
 24h\_Lsd1\_20752.bed.gz  
 24h\_GR.bed.gz  
 24h\_H3K9me1.bed.gz  
 24h\_H3K9me2.bed.gz  
 Narrow\_Peaks.bed.gz (for NRF1)  
 For RNA-seq:  
 - fastq files:  
 MLVQ45.R1.fastq.gz  
 MLVQ46.R1.fastq.gz  
 MLVQ47.R1.fastq.gz  
 MLVQ48.R1.fastq.gz  
 MLVQ49.R1.fastq.gz  
 MLVQ50.R1.fastq.gz  
 MLVQ51.R1.fastq.gz  
 MLVQ52.R1.fastq.gz  
 -processed file:  
 S22186\_read\_counts.txt

Genome browser session  
 (e.g. [UCSC](#))

IGV\_2.15.1

## Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Experiments are repeated at least 3 times, and the number of mice per condition is of at least 3.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| Sequencing depth        | Illumina Hiseq 4000 as single-end 50 bp reads                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Antibodies              | Rabbit-anti GR (C-terminal, IGBMC, #3249); Rabbit anti-LSD1 (C-terminal, R. Schüle, #20752); Rabbit anti-NRF1 (Clone EPR5554N, Abcam, ab175932); H3K9me1 (Active Motif, #39249); H3K9me2 (Active Motif, #39239)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Peak calling parameters | MACS2 (2.2.7.1) algorithm ( <a href="https://github.com/taoliu/MACS/">https://github.com/taoliu/MACS/</a> ) was used for the peak calling and the appropriate input DNA from each sample was used as control. All peaks with an FDR greater than 0.01 were excluded from further analysis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Data quality            | For LSD1 ChIP-seq, 16616 peaks were obtained with a FDR < 0.01 and 5<m-fold<50. Using same parameters, 14108 peaks were obtained for GR (in agreement with doi: 10.1093/nar/gkab226) and 3130 for NRF1. Upon starvation, 37783 peaks were obtained for GR and 692 for LSD1.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Software                | Reads were mapped onto the mm10 reference genome using Bowtie 1.1.2. Uniquely mapped reads were retained for further analysis. Reads overlapping with ENCODE hg38 blacklisted region V2 were removed using Bedtools73. Bigwig files were generated using Homer74 software makeUCSCfile script with default parameters and scaled to 1e7 reads. MACS2 (2.2.7.1) algorithm ( <a href="https://github.com/taoliu/MACS/">https://github.com/taoliu/MACS/</a> ) was used for the peak calling and the appropriate input DNA from each sample was used as control. All peaks with an FDR greater than 0.01 were excluded from further analysis. The genome-wide intensity profiles were visualized using the IGV genome browser ( <a href="http://software.broadinstitute.org/software/igv/">http://software.broadinstitute.org/software/igv/</a> ). HOMER was used to annotate peaks and for motif searches. De novo identified motifs were referred to as follow: R = purine (G or A); Y = pyrimidine (T or C). Genomic features (promoter/TSS, 5' UTR, exon, intron, 3' UTR, TTS and intergenic regions) were defined and calculated using Refseq and HOMER according to the distance to the nearest TSS. Clustering analyses were done with the seqMINER software, and clustering normalization was done with the K-Means linear option. Venn diagrams were generated with Venny ( <a href="https://bioinfo.cnib.csic.es/tools/venny/">https://bioinfo.cnib.csic.es/tools/venny/</a> ). Pathway analysis was performed with WebGestalt using the Over-Representation Analysis (ORA) method. |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

## Sample preparation

For spleen, tissues were transferred into a sterile 35 mm culture dish containing 5 mL of phosphate-buffered saline (PBS) with 1 mM EDTA, and crushed with the flat end of a sterile 3 cc syringe plunger. A 70 µm cell strainer was used to eliminate clumps, and the suspension was washed in PBS.

For peripheral and mesenteric lymph nodes cells, cells of C57BL/6 mice were stained anti-CD16/CD32 blocking antibodies, anti-CD4, anti-CD8, anti-CD44, anti-CD25, anti-NK1.1, and anti-TCRgd antibodies in PBS 10% heat-inactivated FCS for 15 min on ice. Naive CD4 T cells (CD4+, CD8-, CD44lo, TCRgd-, NK1.1-) were sorted using a FACS ARIA Fusion (BD Biosciences) with a purity > 98%. Naive CD4 T cells (4x10<sup>4</sup>/well) were then activated with anti-CD3 (clone 2C11) and anti-CD28 (clone 37.51) antibodies, both pre-coated overnight in PBS at 4°C on a nunc-immuno 96 well plate, with (Th17 conditions) or without (Th0 conditions) IL-6 (10 ng/ml) and TGFb1 (0.125 ng/ml) in the presence of neutralizing anti-IFNγ and anti-IL-4 Abs (10 µg/ml each) in Iscove's Modified Dulbecco's Medium (IMDM) containing 10 % inactivated FCS, Glutamax, 10 mM Hepes, sodium pyruvate and B-mercaptoethanol (200 µl/well). After 3 days of culture in the presence of vehicle, DEX (100 nM) and/or CC-90011 (100 nM), cells were stimulated with phorbol-12-myristate-13-acetate (PMA) plus ionomycin (0.5 µg/ml each) and GolgiPlug (1/1000) for 2h, stained with the BD Horizon™ fixable viability stain 780 Zombie, then with anti-CD4 antibody, fixed and permeabilized using the Intracellular Fix & permeabilization set (eBioscience) and stained with anti-IL-17 and anti-IFNγ antibodies.

## Instrument

BD FACS Celesta™ Cell Analyzer (BD Bioscience) for spleen and a FACS ARIA Fusion (BD Biosciences) for peripheral and mesenteric lymph nodes cells.

## Software

FlowJo 10.8.1 Software

## Cell population abundance

n/a

## Gating strategy

Cells were selected according to the FCS-A and SSC-A (>20) to exclude debris.  
 Duplets were removed with the FCS-A and FSC-H gating.  
 An unstained negative sample was first used to set up the gatings for the various antibodies and dyes.  
 Dead cells were excluded with DAPI <1e3.  
 Immune cells were selected as CD45 > 1e2.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

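RNA-seq libraries of gastrocnemius muscle from 9-week-old male Ctrl and LSD1 skm-/- mice were analysed from the table of counts that the authors deposited. The authors sequenced single-end reads of 50 bases, removed adapter dimers, mapped the reads to mm10 (NCBI Build 38), kept uniquely aligned reads and counted them per gene. The paper names htseq-count for the mapping and HOMER for the quantification, and its text names no aligner. The deposited values are whole-number counts of reads per gene, not normalized, with gene symbols and no coordinates. Of the 27041 rows, 29 share a symbol with another row (14 symbols), and each row was tested on its own. No row lacked a gene name, and no column outside the 6 libraries was present.

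The sample labels describe 8 libraries, 4 per group, and 6 have counts in the table. LSD1 skm-/- replicates 3 and 4 were not analysed here. The comparison planned before the data were examined was 4 against 4, and it became 4 Ctrl against 2 LSD1 skm-/- libraries, with the same test. Counts per library ranged from 32616912 to 41278769 in Ctrl and from 30654828 to 37788092 in LSD1 skm-/- muscle. Counting error adds to the spread between mice for genes near a mean count of 50, and the number of LSD1 skm-/- libraries limits the precision of every comparison. Counts of every pair of libraries differed by more than the sampling noise (chi-square per degree of freedom from 32.9 to 127), so no library was counted as a repeat of another.

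The targeted gene, *Kdm1a*, goes against the label of the library labelled Ctrl replicate 4. Labels were left as deposited. Comparisons were made by the labels and again without that library. The fits that each leave out a library were among the alternatives set before the data were examined, but giving this one beside the results was chosen after the *Kdm1a* counts were seen. The fits by the labels and without that library, the 3 against 3 and 4 against 2 splits and DESeq2 were first run in an exploratory pass, before the tests of explanations were chosen.

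Genes with a mean count above 50 over the 6 libraries were tested, 11364 in all. Groups were compared with edgeR 4.0.16 (TMM scaling, quasi-likelihood test, condition as the only term) in R 4.3.3, with Benjamini-Hochberg adjustment. The standard error of a log2 fold change was derived from the fold change and the test's F statistic. DESeq2 1.42.0 was the alternative. Gene lists were tested with camera in limma 3.58.1, with a correlation of 0.01 between genes and adjustment over the 8 pathway lists (autophagy, mitophagy, FoxO signaling, insulin signaling, circadian clock, focal adhesion, OXPHOS and fatty acid metabolism), and with fry. Another 12 lists were described by their median log2 fold change and an exact two-sided permutation test of their mean log2 CPM (prior count 2). These lists were proteasome, ribosomal proteins, slow-twitch fiber, fast-twitch fiber, adipocyte, fibroblast, endothelial, immune, blood, Schwann, denervation and sex. With 4 against 2 libraries the smallest p-value such a test allows is 0.067, and with 3 against 2 it is 0.1.

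The genes named in the text are the 46 copied from the paper, and by rule the 5 largest rises and 5 largest falls among genes with an adjusted p-value under 0.05 whose LSD1 skm-/- libraries all lie on the same side of all Ctrl libraries. With all 6 libraries no gene met the rule. Genes taken from the comparison without the library labelled Ctrl replicate 4 were therefore chosen after their values were seen. The values of 1 gene the paper names are not reported here, and the gene remains in the counts over its list. Coordinates are from GENCODE vM21 on GRCm38, the build the paper names. Stretches of 50 bases shared between genes, GC content and length were taken from the transcripts of the same annotation, with the longest coding transcript of each gene for the last pair.

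The test was tried on simulated data, in which 200 of 11364 genes were changed by a factor of 2. With 4 against 2 libraries edgeR recovered 158 of the 200, with 13 false calls, and with 3 against 2 it recovered 141, with 9 false calls. When a changed library was given the Ctrl label, edgeR recovered 0 of the 200.

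Alternatives were DESeq2, other scalings, other filters on low counts, a replicate block, each library left out in turn, other thresholds and other tests of gene lists. The planned repeat over all subsets of 3 libraries per group could not be run, since only 2 LSD1 skm-/- libraries have counts. Data on GR and LSD1 binding and on GR (i)skm-/- mice were not analysed here.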

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

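Every test of a split or of an explanation in this part was chosen after the pattern it bears on was seen. For the library labelled Ctrl replicate 4 the 3 against 3 splits had also been seen.

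*Kdm1a* had a gap of 0.88 of the range between the library labelled Ctrl replicate 4 and the nearest of the other Ctrl libraries, on the log2 scale. On the linear scale the gap of *Kdm1a* was 0.75, under the limit, and the log2 scale was chosen with this known. In the same group, *Usp15* had a gap of 0.96 and the fibroblast list 0.96, also because of the library labelled Ctrl replicate 4. *Phyhip* (0.86), *Kcnk1* (0.84), *Mss51* (0.87) and *Cd28* (0.87) set that library apart too, but they were picked as changed without it, so their gaps are not separate evidence. The linear gaps of these genes were 0.95 for *Usp15*, 0.98 for *Phyhip*, 0.97 for *Kcnk1* and 0.70 for both *Mss51* and *Cd28*. *Cited2* (0.85), *Col1a1* (0.89), *Apol8* (0.97), *Pla2g5* (0.97) and *Kcne1l* (0.92) would also stand apart on the linear scale, *Cited2* because of Ctrl replicate 2. In all, 8 of 73 results were marked, where chance gives about 1 in 20 for results not picked on these data. Genes picked as changed without that library are among the 73 and among the 8. The count marked is therefore not evidence of an excess over chance.

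Low depth is opposed by the total of the library labelled Ctrl replicate 4, 41278769 counts, the most of the 6. A mixture with much Ctrl RNA is also opposed by the data. Its *Kdm1a* level, with the 95% limit of its counting error, allows at most 4.97% of Ctrl RNA. This rests on 1 gene in 1 library, and its limit was set after the *Kdm1a* level was seen. A mislabelled sample stays open as a candidate explanation. Among the genes other than *Kdm1a* that differed without this library (611 genes), it lay nearer the LSD1 skm-/- mean in 93.1%, at a median position of 0.92 on a scale from 0 at the Ctrl mean to 1 at the LSD1 skm-/- mean. Ctrl replicates 1, 2 and 3 were each held out with the library labelled Ctrl replicate 4 also left out, so from 2 Ctrl against 2 LSD1 skm-/- libraries. They lay nearer that mean in 6.56% of 320 genes, 11.1% of 479 and 13.9% of 503. Among all 10 splits of the 6 libraries into 3 against 3, the split that sets Ctrl replicates 1 to 3 against the other 3 libraries gave 976 genes with an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), and the other splits gave at most 11. The label may have been exchanged at the mouse, the tissue, the library or the table, and these steps were not tested. The slow-twitch fiber, adipocyte, endothelial and denervation lists go the other way. For the first 3 the mean log2 CPM was 6.70, 4.83 and 5.36 in that library. In the other Ctrl libraries the slow-twitch fiber list ran from 6.46 to 7.36, the adipocyte list from 2.14 to 4.41 and the endothelial list from 4.89 to 4.99, and in LSD1 skm-/- muscle from 5.05 to 5.98, from 1.37 to 1.96 and from 4.69 to 4.71. The denervation list was at 3.28 in that library, from 3.24 to 3.33 in the other Ctrl libraries and at 3.57 and 3.4 in LSD1 skm-/- muscle.

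The circadian clock list had a gap of 0.92, from Ctrl replicate 3. The gap was 0.90 with DESeq2's size factors, 0.52 with library size scaling and 0.45 with upper-quartile scaling, so scaling between libraries may account for it. No biological explanation was tested.

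Genes that the paper does not discuss rose in LSD1 skm-/- muscle when the library labelled Ctrl replicate 4 was left out. *Kcnk1* had a log2 fold change of 4.90 (adjusted p = 0.000125, edgeR's quasi-likelihood test), *Pla2g5* of 4.70 and *Kcne1l* of 4.26. *Phyhip* was at least 37.7-fold higher and *Apol8* at least 26.9-fold higher, given as limits because Ctrl replicates 1 to 3 had 3 reads or fewer. With all 6 libraries *Kcnk1* was at 2.28, with an adjusted p-value of 0.569 from the same test, since the library labelled Ctrl replicate 4 had 18.27 CPM against 0.6161 to 1.071 in the other Ctrl libraries. These genes were chosen after their values were seen. Their rise belongs to an excess of higher genes in that fit, for which scaling, GC content and transcript length were each tested and opposed (79.9%, 80.8% and 74.9% of the changed genes were higher under these 3). A lower share of myofiber RNA was also tested, but the test could not exclude it. The loss of LSD1 stays open as the biological explanation, as a hypothesis.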

How the results depend on the processing

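*Kdm1a* was lower in LSD1 skm-/- muscle under every alternative run, from -2.91 to -2.32 on the log2 scale across the 6 fits that each left out a library. It passed an adjusted p-value of 0.05 (edgeR's quasi-likelihood test) at -2.91 without the library labelled Ctrl replicate 4 (and with replicates 1 to 3 of each group, the same libraries) and at -2.80 with the replicate block. In DESeq2 its adjusted p-value was 0.138 with all 6 libraries. That library decides the counts of genes. Across the 4 fits that each left out a Ctrl library, genes with an adjusted p-value under 0.05 numbered from 0 to 612, and genes past the paper's criteria from 474 to 1724, with 238 to 1150 higher and 236 to 574 lower. The high ends are the fits without the library labelled Ctrl replicate 4, with 612 and 1724 genes. The low end of the criteria is the fit without Ctrl replicate 1, with 474 genes, and 6 genes had an adjusted p-value under 0.05 without Ctrl replicate 3. Leaving out an LSD1 skm-/- library leaves 1 in that arm, so no calls were made there.

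Genes with an adjusted p-value under 0.05 numbered 0 by the labels (1011 at an unadjusted p-value under 0.05), 46 with DESeq2 and 149 with no filter beyond 1 count. With no filter beyond 1 count 1909 genes passed the paper's criteria, 909 higher and 1000 lower, over 27041 genes tested. DESeq2 with no fold change criterion gave 1105 genes, 527 of them lower. With an adjusted p-value in place of the unadjusted one the count was 0, with 0 higher and 0 lower. The counts under the other scalings and filters were within 1.5 times the 717 by the labels. Chosen after the data were seen, the fit without the library labelled Ctrl replicate 4 gave 2292 genes with no fold change criterion (1415 higher, 877 lower), 1664 with DESeq2 (1062 higher, 602 lower, and 1056 with an adjusted p-value under 0.05) and 2203 with both (1273 higher, 930 lower).

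Ctrl and LSD1 skm-/- libraries share the replicate numbers 1 and 2 only. Same-numbered libraries had correlations of -0.23 and -0.03, which gave no sign of pairing. With 2 LSD1 skm-/- libraries, their deviations from the group mean mirror each other. The 2 correlations are therefore not separate and cannot exclude pairing, and the labels give none beyond the number. The replicate block gave 632 genes with an adjusted p-value under 0.05 and 1668 past the paper's criteria, 1101 higher and 567 lower. By its construction, that fit gives Ctrl replicates 3 and 4 a term of their own and so takes them out of the comparison. It also leaves little spread between mice to test against, so its calls are weak evidence.

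The median of the OXPHOS gene set stayed at 0.11 with fry and with camera's estimated correlation but lost its call there (adjusted p = 0.634 and 0.853). It also lost it with the replicate block (0.032) and without the library labelled Ctrl replicate 4 (0.078), and ranged from -0.039 to 0.256 across the 6 fits that each left out a library. The FoxO signaling gene set turned to 0.025 with library size only, and ranged from -0.076 to -0.011 across those 6 fits. The focal adhesion gene set ranged from -0.022 to 0.059, below 0 without Ctrl replicate 1 and without Ctrl replicate 2. The causes were not tested. The other 5 pathway lists kept their direction under every alternative run.

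The direction of some single genes and lists depended on the setting. With library size only, Eif4ebp2 was at 0.03, Mfn1 at 0.03 and Rasa1 at 0.02. With the replicate block, Eif4ebp2 was at 0.01, Nr3c1 at -0.06 and Tfam at -0.03. Nr3c1 was at 0.00 with DESeq2 and with DESeq2's size factors. With replicates 1 to 3 of each group, Nr3c1 was at -0.12 and Trim63 at -0.09. Across the fits that each left out a library, Bnip3 ran from -0.28 to 0.02, Cited2 from -0.62 to 0.09, Eif4ebp2 from -0.08 to 0.07, Fbxo32 from -0.01 to 0.61, Mfn1 from -0.06 to 0.03, Col1a1 from -0.09 to 0.58, Ctsl from -0.03 to 0.37, Gabarapl1 from -0.14 to 0.28, Mapk3 from -0.21 to 0.04, Tfcp2 from -0.21 to 0.02, Nr3c1 from -0.28 to 0.24, Pax7 from -0.08 to 0.22, Rasa1 from -0.11 to 0.07 and Trim63 from -0.09 to 0.57. Across the same fits the immune list ran from -0.047 to 0.736, the ribosomal proteins list from -0.074 to 0.282, the sex list from -0.028 to 0.308 and the fast-twitch fiber list from -0.189 to 0.011, and each of these 4 lists turned without 1 of the LSD1 skm-/- libraries. The cause was not tested. Besides Kdm1a, 13 single genes, most of them picked as changed without the library labelled Ctrl replicate 4, had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test or DESeq2) under at least 1 alternative set in advance that they lacked by the labels. Without 1 LSD1 skm-/- library, 11 single genes and lists moved by more than 1 SD, Rasa1 among them, besides the OXPHOS and FoxO signaling gene sets.

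The repeat over all subsets of 3 libraries per group was not run, since LSD1 skm-/- muscle has 2 libraries.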

Differences from the paper's values

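The paper reports 2669 differentially expressed genes, for which its results name the read limit and the p-value and its methods a fold change as well. By the deposited labels, with 4 Ctrl and 2 LSD1 skm-/- libraries, 717 genes passed all of these, and 1011 passed without the fold change criterion. Of the alternatives set before the data were examined, only the one with no filter beyond 1 count came within 1.5 times, with 1909 genes. The others did not, including DESeq2 (836, and 1105 with no fold change criterion), the replicate block (1668) and the fit without the library labelled Ctrl replicate 4 (1724). Chosen after the values were seen, the fit without that library and with no fold change criterion gave 2292 genes, and 2203 with DESeq2. Among all splits of the 6 libraries into 3 against 3, also run after the values were seen, the split that sets Ctrl replicates 1 to 3 against the other 3 libraries gave 2610 genes with an unadjusted p-value under 0.05 with edgeR and 2545 with DESeq2. With the fold change criterion the same split gave 1755 and 1735.

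The paper's Supplementary Fig. 1n gives about 1500 up-regulated genes, read by eye, and 390 were higher here. The fits without the library labelled Ctrl replicate 4 (1150, the same libraries as replicates 1 to 3 of each group) and with the replicate block (1101) came within 1.5 times, and the other alternatives set before the data were examined did not. The same figure gives about 1200 down-regulated genes, read by eye, and 327 were lower here. Of those alternatives, only no filter beyond 1 count came within 1.5 times, with 1000. Chosen after the values were seen, the fit without that library and with no fold change criterion gave 1415 higher and 877 lower genes, and 1273 and 930 with DESeq2. The split of Ctrl replicates 1 to 3 against the other 3 libraries gave 1452 higher and 1093 lower genes with DESeq2 and no fold change criterion.

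The paper gives *Stat3* as down-regulated in both mutants, and its log2 fold change here was 0.08. It gives *Lama4*, *Mylk*, *Itga1*, *Rasa1* and *Mapk3* as up-regulated, and they were at -0.14, -0.30, -0.24, -0.02 and -0.08. It names *Ctse* as down-regulated and *Chad* and *Rps6* as up-regulated, and these had means of 1.333, 14.83 and 9.167 reads per library, under the limit of 50. Of the genes named for Fig. 1h and Fig. 1i, *Gsk3b* (adjusted p = 0.00901), *Col1a1* (0.0168), *Pak1* (0.0195) and *Fgf11* (0.0247) passed an adjusted p-value of 0.05 with DESeq2 and without the library labelled Ctrl replicate 4, a combination chosen after the values were seen. Of the other genes the paper names, *Kdm1a* (adjusted p = 3.76e-46), *Mstn* (3.76e-10) and *Fbxo31* (0.0281) also passed in that DESeq2 fit.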

Other observations

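Every test of a split or of an explanation in this part was chosen after the pattern it bears on was seen. The results of the 4 against 2 splits were known when their test was chosen.

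By the labels, 5 of the 15 splits of the 6 libraries into 4 against 2 gave at least as many genes past the paper's criteria as the 717 of the labelled split. A design of this size cannot give a share under 0.05. Without the library labelled Ctrl replicate 4, 1 of the 10 splits of 3 against 2, the labelled one, gave 612 genes with an adjusted p-value under 0.05 (edgeR's quasi-likelihood test), and the next gave 23. A hypothesis for the low count by the labels is a mislabelled sample, tested by the 93.1% given above for that library. In simulated data a changed library under the Ctrl label left 0 of 200 changed genes recovered by edgeR, against 158 with the labels right. DESeq2 recovered 7 of the 200, against 171 with the labels right. The heatmap of Fig. 1g draws 3 columns for Ctrl and 3 for LSD1 skm-/- muscle, whereas the labels describe 4 of each and the count table holds 4 and 2.

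Without the library labelled Ctrl replicate 4, 496 of the 612 changed genes were higher in edgeR (81%), and 708 of 1056 in DESeq2 (67%). By the labels, 18 of 46 were higher in DESeq2 (39.1%), and 59 of 149 in edgeR with no filter beyond 1 count (39.6%). In that DESeq2 fit *Kcnk1*, *Pla2g5*, *Phyhip*, *Apol8* and *Kcne1l* had no adjusted p-value and could not be counted as higher. The falling genes *Mss51* and *Cd28* had 0.041 and 0.0087 (DESeq2's Wald test, adjusted), so its share of higher genes may be too low. The share therefore depends on the test, the filter and that library. In edgeR's fit without it the share was 79.9% with DESeq2's size factors, the lowest of 4 scalings, so scaling is opposed as its cause. It was 80.8% after each library's trend with GC content was removed and 74.9% after the trend with transcript length was removed, over the 98.9% of tested genes with a sequence. If the mix of other cells stayed fixed, a lower share of myofiber RNA would raise the lists of the 6 other cell types alike. Of these lists 3 rose and the others fell. That mix varied between Ctrl libraries, with the adipocyte list from 2.14 to 4.41 in Ctrl replicates 1 to 3. A lower share of myofiber RNA therefore cannot be excluded. The immune list, 1 of the 3 that rose, turned to -0.047 without LSD1 skm-/- replicate 2. The medians were 0.43 for fibroblast, 0.83 for blood and 0.48 for immune genes, and -2.97 for adipocyte, -0.32 for endothelial and -0.42 for Schwann genes. The fibroblast list lay at 5.39 to 5.41 mean log2 CPM in Ctrl replicates 1 to 3 and at 5.76 and 6.04 in LSD1 skm-/- muscle, whereas the endothelial list lay at 4.89 to 4.99 and at 4.71 and 4.69. The lists overlap, with *Fabp4* in both the adipocyte and endothelial lists and *Col1a1* also among the genes the paper names. A change in a single cell type stays open.

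The other lists, with all 6 libraries, had median log2 fold changes of -1.23 for slow-twitch fiber, -0.10 for fast-twitch fiber, -3.28 for adipocyte, 0.35 for fibroblast, -0.39 for endothelial, 0.37 for immune, 0.67 for blood, -0.45 for Schwann, 0.17 for denervation, 0.18 for sex, -0.10 for proteasome and 0.11 for ribosomal protein genes. The circadian clock list was at -0.09 (camera's adjusted p = 0.36 on edgeR's fit). The slow-twitch fiber list was lower in both LSD1 skm-/- libraries than in every library labelled Ctrl (exact permutation test, two-sided, p = 0.0667, the smallest this design allows, not adjusted over the 12 lists). The adipocyte and endothelial lists were likewise lower, and the denervation and blood lists higher, in both LSD1 skm-/- libraries than in every library labelled Ctrl. For the blood list the same permutation test gave p = 0.133.

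*Mstn*, which encodes myostatin, was at 157.8, 101.9 and 124 CPM in Ctrl replicates 1 to 3, at 47.51 and 53.15 CPM in LSD1 skm-/- muscle and at 57.18 CPM in the library labelled Ctrl replicate 4. Its log2 fold change was -1.13 with all libraries (adjusted p = 0.557) and -1.34 without that library (adjusted p = 0.00898, edgeR's quasi-likelihood test). The paper reports the atrophy genes *Fbxo32*, *Trim63* and *Ddit4* in other experiments. Here they varied widely within Ctrl, from 223.4 to 727.3, from 201.3 to 677.7 and from 48.98 to 239.4 CPM. Their log2 fold changes with all libraries were 0.20, 0.12 and 0.42, with adjusted p-values of 0.796 to 0.948 (edgeR's quasi-likelihood test). With the replicate block, which takes Ctrl replicates 3 and 4 out of the comparison, they were 0.72, 0.49 and 1.33. Their adjusted p-values were then 0.0409, 0.343 and 0.02 (same test). That fit pairs libraries by replicate number alone and drops Ctrl replicate 3, the highest Ctrl library for these genes. It leaves little spread between mice to test against, so these p-values are not evidence of a change. Across the fits that each left out a library, *Ddit4* ran from 0.13 to 0.72. Among genes with an adjusted p-value under 0.05 without the library labelled Ctrl replicate 4, *Mss51* fell most, to -4.19 (adjusted p = 0.000522, edgeR's quasi-likelihood test), and was chosen after its values were seen. *Mss51* was at 8.436 CPM in that library, 83.02 to 115.2 CPM in the other Ctrl libraries and 4.6 and 6.327 CPM in LSD1 skm-/- muscle.

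*Rps6* had a mean of 0.257 CPM, against a median of 13 CPM over 86 ribosomal protein genes. A hypothesis is that its reads were discarded as not unique, since 84.56% of its 50-base stretches also occur in transcripts of other genes. Over the 86 genes, which are not independent replicates, the share of such stretches and the CPM had a Spearman correlation of -0.52 (permutation test, p = 1e-05, the smallest that 100000 permutations were set to give). A unique-read count of *Rps6* may therefore be a poor measure of its RNA.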
